# Genome-wide mapping of transcriptional enhancer candidates using DNA and chromatin features in maize

**DOI:** 10.1186/s13059-017-1273-4

**Published:** 2017-07-21

**Authors:** Rurika Oka, Johan Zicola, Blaise Weber, Sarah N. Anderson, Charlie Hodgman, Jonathan I. Gent, Jan-Jaap Wesselink, Nathan M. Springer, Huub C. J. Hoefsloot, Franziska Turck, Maike Stam

**Keywords:** Transcriptional enhancer, Gene regulation, Chromatin accessibility, Histone acetylation, DNA methylation, *Zea mays*

## Abstract

**Background:**

While most cells in multicellular organisms carry the same genetic information, in each cell type only a subset of genes is being transcribed. Such differentiation in gene expression depends, for a large part, on the activation and repression of regulatory sequences, including transcriptional enhancers. Transcriptional enhancers can be located tens of kilobases from their target genes, but display characteristic chromatin and DNA features, allowing their identification by genome-wide profiling. Here we show that integration of chromatin characteristics can be applied to predict distal enhancer candidates in *Zea mays*, thereby providing a basis for a better understanding of gene regulation in this important crop plant.

**Result:**

To predict transcriptional enhancers in the crop plant maize (*Zea mays* L. ssp. mays), we integrated available genome-wide DNA methylation data with newly generated maps for chromatin accessibility and histone 3 lysine 9 acetylation (H3K9ac) enrichment in young seedling and husk tissue. Approximately 1500 intergenic regions, displaying low DNA methylation, high chromatin accessibility and H3K9ac enrichment, were classified as enhancer candidates. Based on their chromatin profiles, candidate sequences can be classified into four subcategories. Tissue-specificity of enhancer candidates is defined based on the tissues in which they are identified and putative target genes are assigned based on tissue-specific expression patterns of flanking genes.

**Conclusions:**

Our method identifies three previously identified distal enhancers in maize, validating the new set of enhancer candidates and enlarging the toolbox for the functional characterization of gene regulation in the highly repetitive maize genome.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1273-4) contains supplementary material, which is available to authorized users.

## Background

Successful differentiation of zygotes into different cell types that make up a complex multicellular organism requires flexibility to respond to environmental cues, but also a tight control of gene expression during developmental processes. Regulation of gene expression, among others, depends on a complex network of sequence-specific transcription factors (TFs) as well as protein factors that can read or write chromatin modifications [1, 2]. In addition, gene expression regulation depends on genetic information encoded within *cis*-regulatory regions such as transcriptional promoters and enhancers, which contain multiple TF binding sites and display particular DNA and chromatin features [3]. In the last decade, genome-wide approaches in animals have identified thousands of enhancers (see e.g. [4]). Mutations in enhancers are known to cause developmental defects, cancer or other diseases [5–8], emphasising the crucial role of enhancers in gene expression regulation. High-throughput genome-wide enhancer identification in plant species only started recently and only a small number of enhancers were thoroughly studied in plant species [9, 10], including enhancers for *booster1* (*b1*) [11, 12], *teosinte branched1* (*tb1*) [13, 14], *pericarp color1* (*p1*) [15] in maize, *Block C* for *FLOWERING LOCUS T* in *Arabidopsis thaliana* (Arabidopsis) [16, 17] and the enhancers for the chlorophyll *a/b*-binding protein gene *AB80* and *pea plastocyanin* gene in *Pisum sativum* [18, 19]. So far, few genome-wide approaches to identify *cis-*regulatory sequences in plants have been reported, i.e. in Arabidopsis, *Oryza sativa* (rice) and maize [20–22]. Although multiple studies in plants reported genome-wide profiles for different chromatin features, only one, in Arabidopsis, aimed at discovering enhancers [20].

Enhancers can be located upstream or downstream of their target genes and physically interact with their target genes to regulate gene expression [23, 24]. They are typically short DNA sequences of 50–1000 bps that are bound by TFs and characterised by an accessible chromatin structure, especially when they are actively involved in regulating gene expression [25, 26]. Based on extensive studies in animals, active enhancers are associated with low DNA methylation and histone modifications such as acetylation of lysines 9, 14 and 27 of histone H3 (H3K9ac, H3K14ac and H3K27ac) [27–30]. Mono-methylation of lysine 4 of histone H3 (H3K4me1) is enriched at enhancers regardless of their activity [27, 28]. Low DNA methylation has been reported to positively correlate with enhancer activity and also used to predict enhancers [29, 31]. Although limited data are currently available, similar DNA and chromatin features were observed at known plant enhancers, indicating that these marks may, at least partially, be conserved between animals and plants [9].

Another feature reported for animal enhancers is bi-directional transcription, producing so-called enhancer RNA (eRNA). eRNA expression levels positively correlate with enhancer target gene expression levels [4, 32], which can help to link enhancers to their target genes. The function of eRNAs is not yet clear, but some of them have been reported to play a role in the recruitment of TFs to enhancers or in the formation of enhancer–promoter interactions [33, 34].

The purpose of this study was a genome-wide identification of active intergenic enhancers in maize and to find their most likely target genes by integrating tissue-specific chromatin features and differential gene expression levels. To do so, we identified regions with low DNA methylation levels using published bisulphite-sequencing (BS-seq) data [35] and measured chromatin accessibility using DNase-seq, H3K9 acetylation using chromatin immunoprecipitation sequencing (ChIP-seq) and differential expression using RNA sequencing (RNA-seq) in V2 stage inner stem tissue (V2-IST) and husk tissue. We identified approximately 1500 intergenic enhancer candidates and defined their tissue-specificity based on the presence or absence of DNase I hypersensitivity and H3K9ac enrichment signals. Our pipeline was validated by the detection of three previously identified (putative) enhancers, regulating the expression of *b1*, *bx1* and *tb1*.

## Results

### Selection of H3K9ac as best suited histone modification to identify active enhancers in maize

In mammals, several histone modifications such as H3K27ac, H3K9ac and H3K4me1 were shown to mark active enhancers [27, 28, 30]. To define which of these histone modifications indicate best active enhancers in maize, we examined the enrichment of H3K27ac, H3K9ac and H3K4me1 at the hepta-repeat enhancer and other *cis-*regulatory sequences present at the *B-I* allele of the *b1* gene. ChIP was performed on inner stem tissue from V5 maize seedlings (V5-IST) and husk tissue. The hepta-repeat enhancer of *B-I*, located 100 kb upstream of the *b1* transcription start site (TSS), is inactive in V5-IST and active in husk leaves [36]. Previously, the hepta-repeat enhancer and regulatory sequences ~45 kb upstream of *b1* were shown to be enriched with H3K9K14ac when active [36]. The results presented here (Fig. 1) indicated that the enrichment in both H3K9ac and H3K27ac was significantly higher in husk compared to V5-IST at the hepta-repeat enhancer (R3 and R6), ~45 kb upstream regulatory sequences (g) and the untranslated 5’ region of *b1* (UTR). Based on these results, both H3K9ac and H3K27ac appeared to mark active enhancers. In contrast, H3K4me1 enrichment levels were relatively low throughout the intergenic *b1* region in both V5-IST and husk tissues. In addition, at the coding region, H3K4me1 enrichment levels were higher in low *b1* expressing V5-IST than in high expressing husk tissue. Therefore, in contrast to animal systems [27, 37], H3K4me1 is probably not suited to identify enhancers in maize. Since the enrichment at the enhancer region in husk relative to V5-IST tissue was highest for H3K9ac, we chose this histone modification to identify active enhancers genome-wide.

**Fig. 1:**
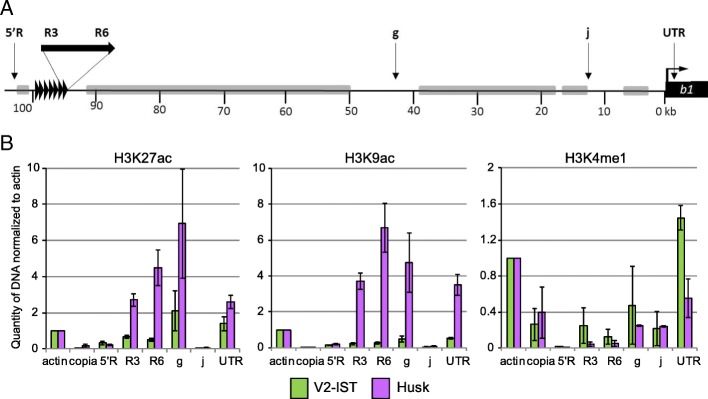
ChIP-quantitative polymerase chain reaction (qPCR) analysis at *b1* for H3K27ac, H3K9ac and H3K4me1. **a** *Schematic representation* of the *b1* locus. *Vertical arrows* with *letters* indicate the regions examined by ChIP-qPCR. The *b1* hepta-repeat enhancer is indicated with *seven black triangles*, the *b1* coding region by a *black box* and the TSS by a bent *arrow. Grey bars* represent TEs and other repetitive sequences. **b** Enrichment of H3K27ac, H3K9ac and H3K4me1 at the *b1* locus relative to the enrichment at the maize *actin 1* locus (*actin*). *Error bars* represent the standard error of the mean for two (H3K9ac, H3K4me1) or three (H3K27ac) biological replicates

### An integrated pipeline to identify tissue-specific enhancers in maize

DNase-seq, H3K9ac ChIP-seq and RNA-seq experiments were carried out in two tissues, V2-IST and husk, isolated from the reference inbred line B73 (Additional file 1: Figure S1). These tissues were selected to identify tissue-specific as well as developmental stage-specific enhancers. Our study included material grown at two different locations (DNase-seq and H3K9ac ChIP-seq were performed at the Max Planck Institute for Plant Breeding Research and the University of Amsterdam, respectively); therefore, we performed RNA-seq experiments for each tissue in six biological replicates, three per location. Comparison of gene expression levels between replicates in reads per kilobase of transcript per million mapped reads (RPKM) revealed high correlations among replicates between the two locations (Additional file 1: Figure S2). This high correlation between replicates and locations indicated the data were comparable and implied that the chromatin states of the plants from both locations were similar. Gene expression levels and significant differential expression levels were calculated, taking the variability among six replicates into account. The genes determined as significantly differentially expressed thus showed statistically significant differences in their expression levels at both locations.

After pre-processing of the data, our enhancer prediction pipeline consisted of three steps of data integration (Fig. 2). First, enriched chromatin or DNA features were identified for three genome-wide datasets. In addition to calling DNase-seq and H3K9ac ChIP-seq peaks from our own datasets, we identified low and unmethylated DNA regions (LUMRs) by re-analysing published BS-seq data [35]. By taking an overlap between the three datasets, regions displaying all three features were selected as enhancer candidate regions. We focused on intergenic enhancer candidates, excluding promoter regions, as chromatin profiles of enhancers located in proximity of and within coding regions are more likely to overlap with chromatin profiles of genic regions, making it difficult to disentangle the underlying regulatory regions. Enhancer candidates predicted in only one tissue were defined as tissue-specific candidates. Transposable elements (TEs) were included in our analysis as some of them had been shown or suggested to act as enhancers in maize and other organisms [13, 38]. The second step involved determining the degree of tissue-specificity of the candidates identified in both tissues by ranking the candidates based on signal intensity differences between the two tissues. This was done for both chromatin accessibility and H3K9ac enrichment, followed by summing the ranks and re-ranking. The last step assigned target genes to enhancer candidates, assuming that enhancers most likely regulate genes located directly upstream or downstream and that gene expression and active chromatin marks at enhancers are positively correlated.

**Fig. 2:**
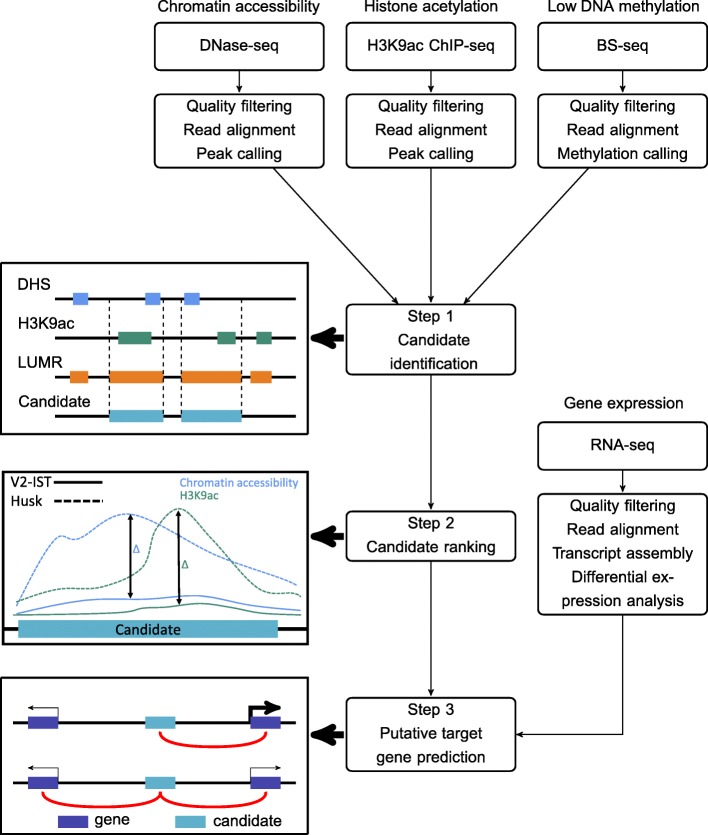
Overall workflow of this study. First, chromatin accessibility data from DNase-seq, H3K9ac enrichment data from ChIP-seq and DNA methylation data from BS-seq were analysed individually. Second, the data on accessible regions, H3K9ac-enriched regions and low DNA methylated regions were integrated to predict enhancers. Third, the enhancer candidates were ranked based on signal intensity differences of the chromatin accessibility and H3K9ac enrichment data between V2-IST and husk tissue. Finally, enhancer candidates were linked to their putative target genes based on their tissue specificity and on the differential expression of flanking genes determined by RNA-seq data. For shared candidates, adjacent genes being expressed in both tissues were associated

### Distribution of chromatin features in the uniquely mappable part of the maize genome

To identify chromatin accessibility, H3K9ac enrichment, and low DNA methylation within the genome, we partitioned the genic and intergenic regions of the genome in six sub-categories: promoters; exons; introns; flanking and distal intergenic regions; and TEs (Fig. 3a). Gene annotations were taken from the maize B73 annotation version 4 (AGPv4 assembly [39]) from Ensembl Plants [40]. Only intergenic TEs were considered in our study; TEs present in introns were counted as ‘introns’. Promoter regions were defined as 1 kb upstream to 200 bp downstream from the TSS, therefore including the first nucleosome downstream of the TSS. The composition of the B73 maize genome was quantified by counting the numbers of mega bases in each genomic region (Fig. 3b). Since 85% of the maize genome is highly repetitive [41], an important fraction of the next-generation sequencing reads could not be mapped uniquely (Additional file 1: Table S1), which prevented enhancer identification in repetitive genomic regions. We determined the uniquely mappable parts of the genome by performing an all-against-all alignment for theoretical 93 bp single-end reads, allowing a maximum of two mismatches using the Uniqueome pipeline [42], which estimates the fraction of uniquely mapped reads for each nucleotide (Fig. 3c). In the uniquely mappable genome, the proportion of TEs was reduced to approximately one-quarter of the assembled genome.

**Fig. 3:**
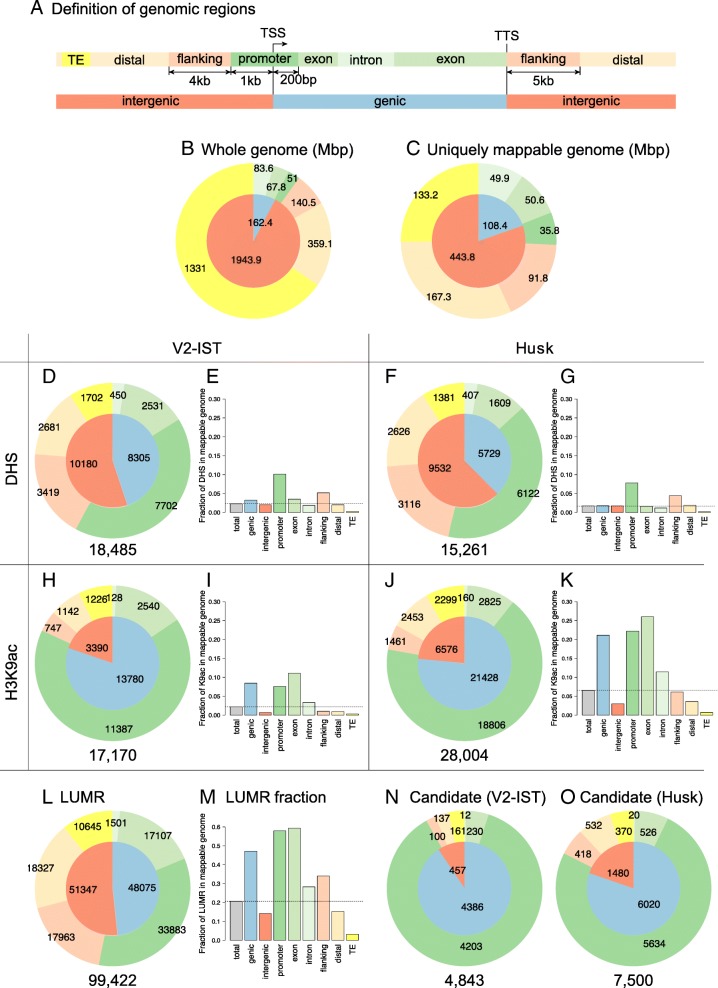
Genomic composition and distribution of features. **a** Definition of genomic regions. Promoters are defined from 1 kb upstream to 200 bp downstream from the TSSs, flanking regions are 4 kb upstream from the promoters and 5 kb downstream from the TTSs. *TE* transposable elements, *distal* intergenic regions that are more than 5 kb away from genic regions and are not TEs. **b** Composition of the entire maize genome according to AGPv4 and (**c**) the uniquely mappable genome. Distribution of (**d**, **f**) DHSs, (**h**, **j**) H3K9ac, (**l**) LUMRs and (**n**, **o**) enhancer candidates over the different genomic regions, and (**e**, **g**, **i**, **k**, **m**) the fractions (Mbp/Mbp, from 0 to 1, *y-axes*) the different features (*x-axes*) occupy at the various genomic regions in the uniquely mappable genome. The *grey bars* indicate the fraction of overall occupancy in the uniquely mappable genome.

### 9212 intergenic DHSs are potential *cis*-regulatory elements

DNase I hypersensitive sites (DHSs) are genomic regions that are more sensitive to DNase I endonuclease activity compared with flanking regions due to a lower nucleosome density [43]. The mapping of DHSs by DNase-seq is a powerful approach to identify *cis-*regulatory regions, including enhancers, and has been used in many organisms including plants [20, 25, 44–46]. DNase-seq experiments were performed in two biological replicates for both V2-IST and husk tissue (Additional file 1: Table S1). To take the intrinsic digestion bias of DNase I into account, we also included a control sample generated by digesting B73 genomic DNA (gDNA) with DNase I. After mapping the reads obtained from each library, DHSs were identified for each library using MACS2 peak calling [47].

Data reproducibility between biological replicates was examined by counting the number of overlapping DHSs identified for all the possible combinations of replicates (Additional file 1: Table S2). This comparison showed that 54–92% of DHSs overlapped by at least 1 bp between replicates. The overlap between the two V2-IST replicates was the lowest (54% of the 35,906 V2-IST_2 peaks were overlapping with the 21,309 V2-IST_1 peaks) as 1.5 times more peaks were identified in the V2-IST_2 sample. The overlap between peaks identified in V2-IST and in husk samples appeared quite large (e.g. 80% of the peaks identified in V2-IST_1 were also observed in Husk_1), indicating that most DHSs are not tissue-specific. To select for high confidence DHSs in both V2-IST and husk tissue, only DHSs overlapping by at least 70% of their lengths between replicates were kept for further analysis. For signal intensity analysis, the reads in all biological replicates were pooled per tissue to estimate the overall coverage of the reads.

We correlated DNase I hypersensitivity and gene expression levels in gene bodies and their immediate 1 kb flanking regions for additional validation of the dataset. For each tissue, genes were binned according to their gene expression levels and the average DNase I hypersensitivity, measured in number of read counts per million mapped reads (RPM), was calculated for each bin using bwtools [48] (Fig. 4a and b). A positive correlation between expression levels and DNase-seq coverage over genic regions was observed, especially directly upstream of the TSSs and transcription termination sites (TTSs). Chromatin at gene bodies was rather inaccessible among the gradient of gene expression. Presence of DHSs at TSSs and a positive correlation with expression levels observed in our dataset confirm previous observations in both animals and plants [21, 26, 49–51].

**Fig. 4:**
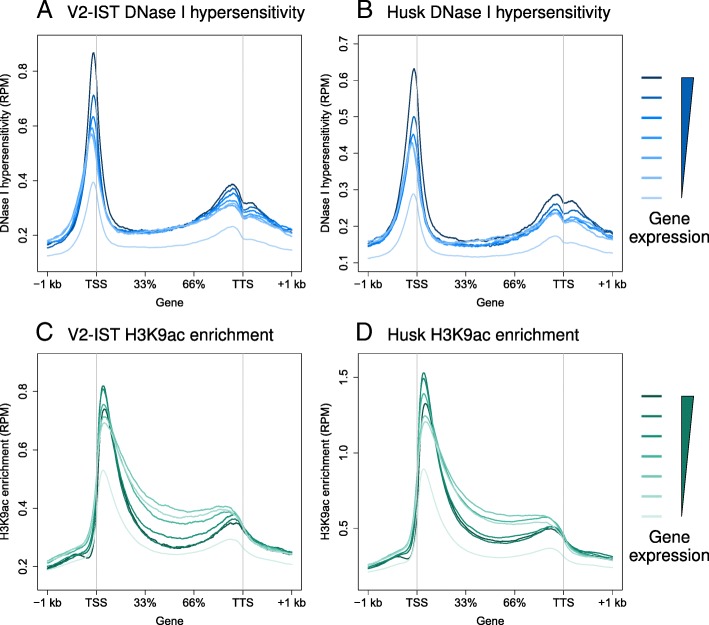
Average DNase I hypersensitivity and H3K9ac enrichment at genic regions. Average signal (in RPM) for DNase I hypersensitivity in (**a**) V2-IST and (**b**) husk, and for H3K9ac enrichment in (**c**) V2-IST and (**d**) husk at genes and their 1-kb flanking regions. Genes were binned based on their expression levels, from no expression (*light colour*) to high expression (*dark colour*): the lowest expression level bin contains all genes with an expression lower than 1 RPKM. The thresholds (in RPKM) are at 1.94, 4.17, 8.58, 16.64 and 36.28 for V2-IST and 1.88, 4.00, 8.34, 15.83 and 32.99 for husk tissue

The number of DHSs per genomic region was counted to examine their fraction per genomic region (Fig. 3d, f). When comparing the distributions of DHSs to a randomised distribution within the mappable genome (Additional file 1: Figure S3A and B), we observed a clear over-representation of DHSs at promoters (*p* value < 0.001; permutation test). Still, 43% of DHSs, in total 9212 out of 21,445, were in intergenic regions excluding promoters (Fig. 3d, f): 7802 in V2-IST, 7123 in husk and 5130 shared between both tissues (Table 1A). In addition, the fraction of the genome scored as DHS (in Mbp) was calculated for each genomic category. In total, DHSs occupied about 2% of the mappable genome in both tissues (Fig. 3e, g). DHSs occupied 10% and 8% of the total mappable promoter regions in V2-IST and husk, respectively.

**Table 1:** Intergenic regions of interest

Tissue	All	Overlapping with LUMRs	Overlapping with H3K9ac
(A) Number of intergenic DHSs			
V2-IST	7802	7653 (98.1%)	344 (4.4%)
Husk	7123	6997 (97.4%)	1505 (21.1%)
Common	5130	5013 (97.7%)	202 (3.9%)
Total	9212	9057 (98.3%)	2030 (22.0%)
(B) Number of intergenic H3K9ac enriched regions peaks			
Tissue	All	Overlapping with LUMRs	Overlapping with DHSs
V2-IST	3115	3093 (99.3%)	323 (10.4%)
Husk	6213	6170 (99.3%)	998 (16.1%)
Common	2668	2652 (99.4%)	184 (6.9%)
Total	6511	6466 (99.3%)	1454 (22.3%)

(A) DHSs and (B) H3K9ac-enriched regions and number (and percentage in parentheses) of these regions overlapping with other features (LUMRs, H3K9ac or DHSs) in each tissue (V2-IST and Husk), common to both tissues (Common) and the sum of the tissues (Total)

### ChIP-seq identifies 6511 intergenic H3K9ac-enriched regions

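H3K9ac, an acetylation mark of histone H3 found at active promoters and enhancers, was mapped by ChIP-seq in the maize inbred line B73. The samples were 2 replicates of the inner stem tissue of V2 seedlings (V2-IST), 3 replicates of husk leaves, and input chromatin of each tissue as control. The sample labels list 1 input sample per tissue, while the paper's Table S1 lists 2 control libraries per tissue. Depth is known only from the paper's Table S1, which gives 17963821 and 16765151 unique reads for the V2-IST replicates and 11584782, 19579115 and 20765127 for the husk replicates. The authors deposited 1 list of H3K9ac-enriched regions per tissue, each region given by its chromosome, start and end on the AGPv4 genome. To make the lists, they aligned the reads with BWA, removed reads with a mapping quality under 20, called peaks in each replicate against input with MACS2 at a q-value cutoff of 0.001, and merged the peaks that overlapped by at least 70% between all replicates of a tissue. The lists hold no signal or score and each combines its replicates. For the regions, no spread between replicates could therefore be computed and no replicate could be left out. Intervals given for shares are 95% Wilson intervals, and those for medians rest on order statistics; both describe regions, candidates or genes, which are not independent replicates. Regions were taken to overlap when they shared at least 1 bp, and region, candidate and gene coordinates were compared on chromosomes 1 to 10. Positions of enhancer candidates, their ranks, and the positions and expression of the genes linked to them were taken from the paper's Additional files 2, 3 and 5.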

ChIP-seq H3K9ac data were obtained from two and three biological replicates for V2-IST and husk tissue, respectively. The reads were aligned to the AGPv4 B73 reference genome and H3K9ac-enriched regions were identified, taking the input sample into account, by peak calling for each replicate using MACS2 [47].

To examine the reproducibility between replicates, overlapping H3K9ac-enriched regions were counted for all replicate combinations, showing 62–96% overlap within a tissue (Additional file 1: Table S3). 

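The deposited V2-IST list, in which both replicates are already combined, amounted to 58.3% of the 29451 peaks that the paper's Table S3 gives for V2-IST replicate 1 and to 81.0% of the 21196 peaks of replicate 2. The number of regions in the combined husk list amounted to 73.3%, 69.1% and 60.7% of the 38206, 40541 and 46158 peaks that the table gives for husk replicates 1, 2 and 3. Within a tissue, the paper's counts correspond to shares of overlapping peaks from 62.3% (peaks of V2-IST replicate 1 in replicate 2) to 92.2% (peaks of husk replicate 2 in replicate 3). Between the tissues they correspond to shares from 43.3% (husk replicate 3 in V2-IST replicate 2) to 96.2% (V2-IST replicate 2 in husk replicate 3). The husk columns of the table are labelled 1, 1 and 2, and were read here as replicates 1, 2 and 3.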

As for the DNase-seq data, H3K9ac-enriched regions with an overlap in length of at least 70% between all replicates were kept for further analysis and reads in replicates were pooled for coverage calculation in each tissue. We correlated gene expression levels with H3K9ac enrichment levels across gene bodies and their 1-kb flanking regions (Fig. 4c, d) and observed a peak of H3K9ac enrichment immediately after the TSS and increased levels across the gene bodies compared to gene flanking regions. 

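Coverage around gene starts was computed for the 826 genes that the paper's Additional file 5 links to enhancer candidates, whose positions and strands are listed there. These genes lie next to candidates and are a selected set. Of them, 486 were linked to husk-specific candidates, which required higher expression in husk, and 61 to V2-IST-specific ones. The set thus leans toward genes with higher expression in husk, which can widen the difference between the tissues. The share of genes inside a V2-IST H3K9ac-enriched region rose from 1.45% at 1000 bp upstream of the gene start to 16.5% at the gene start, peaked at 44.9% at 350 and 400 bp downstream and fell to 4.12% at 2000 bp downstream. In husk the share was 14.8% at 1000 bp upstream, 54.1% at the gene start, 77.2% at its peak, at 350 bp downstream, and 22.4% at 2000 bp downstream. Positions were tested in steps of 50 bp along the strand of each gene.

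**Figure D1:**
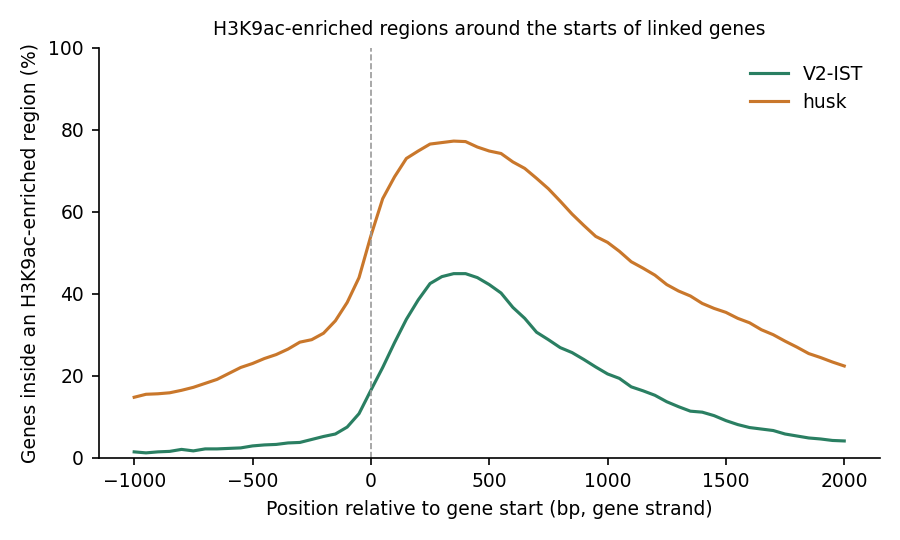
Share of the 826 linked genes inside an H3K9ac-enriched region (y axis, %) by position relative to the gene start (x axis, bp along the gene's strand) in V2-IST and husk. The V2-IST line peaks at 44.9%, at 350 and 400 bp downstream of the gene start, and the husk line at 77.2%, at 350 bp. More of the genes were linked to husk-specific candidates (486) than to V2-IST-specific ones (61).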

At the TSS peak region, gene expression and H3K9ac levels showed a parabolic correlation, showing saturation for higher bins and signal reduction for the highest one. In gene bodies, H3K9ac was lower for the three highest bins than for the three following bins. Previous studies in yeast and maize have reported a genome-wide loss of nucleosomes at highly expressed genes [26, 52]. Reduced nucleosome levels could explain the reduction in H3K9ac observed at highly expressed maize genes. Correlations between enrichment levels of H3K9ac 3’ of the TSS and gene expression levels have been previously reported [30, 53, 54]. 

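The genes linked to candidates were sorted into the 7 expression bins of Fig. 4 by the RPKM values in the paper's Additional file 5, from bin 0 (under 1 RPKM) to bin 6. In V2-IST, a region lay within 1 kb of the gene start at 23.6% of the genes of bin 0 (95% interval 16.9 to 31.8%, n = 123), at 58.6% in bin 4 (50.3 to 66.4%, n = 140), at 64.6% in bin 5 (56.1 to 72.3%, n = 130) and at 60.1% in bin 6 (51.8 to 67.9%, n = 138). In husk, the share was 47.6% in bin 0 (35.8 to 59.7%, n = 63), 82.4% in bin 4 (74.5 to 88.2%, n = 119), 86.5% in bin 5 (81.0 to 90.6%, n = 193) and 88.8% in bin 6 (83.9 to 92.3%, n = 214). Bin 6 did not differ from bin 5 in V2-IST or in husk (two-sided Fisher's exact tests, p = 0.528 and p = 0.546, both 0.546 after Benjamini-Hochberg adjustment over the 2 tests). Across genes, which are not independent replicates, RPKM and the length covered by regions within 1 kb of the gene start had a Spearman's rho of 0.224 in V2-IST and 0.204 in husk (both p = 1e-05, the smallest that 100000 permutations can give, and unchanged by adjustment over the 2 tests). The lists give presence and length of regions only, and the signal height within regions was not analysed here.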

Our data suggest that H3K9ac enrichment levels reached saturation for genes with high expression levels.

To estimate the number of potential intergenic enhancer candidates from the H3K9ac data sets, the genomic distribution of H3K9ac-enriched regions was examined by counting the numbers of H3K9ac-enriched regions in the different types of genomic regions (Fig. 3a, h, j). As seen for DHSs, a clear over-representation of H3K9ac-enriched regions at promoters was observed when compared with a randomised distribution (*p* value < 0.001; permutation test, Additional file 1: Figure S3C and D). In both tissues, nearly 70% of all H3K9ac-enriched regions located at promoters; this enrichment is more pronounced than for DHSs (approximately 40%), suggesting a presence of H3K9ac at promoters in the absence of DHSs. The number of intergenic H3K9ac-enriched regions, excluding promoters, was 6511 in total; 3115 in V2-IST, 6213 in husk and 2668 shared between both tissues (Table 1B).

The overall H3K9ac-enriched regions occupy 2% and 7% of the uniquely mappable genome for V2-IST and husk, respectively (Fig. 3i, k). 

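Summed over the 10 chromosomes, the regions covered 12238698 bp in V2-IST and 36233514 bp in husk. The mean length behind these sums was 713 bp in V2-IST and 1294 bp in husk. Of the 2105 Mb spanned by the chromosomes up to the last listed position, which includes sequence that is not uniquely mappable, the regions took up 0.581% in V2-IST and 1.72% in husk. Covered length in husk was 2.96 times that in V2-IST. Density was highest on chromosome 5 in both tissues, with 8.91 regions per Mb in V2-IST and 14.6 in husk, and lowest on chromosome 4, with 7.14 and 12.1 regions per Mb. With only regions of at least 500 bp, the covered length was 10058032 bp in V2-IST and 35700423 bp in husk.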

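The V2-IST list held 17170 regions and the husk list 28004, a ratio of 1.63. Per chromosome, this ratio lay between 1.59 on chromosome 1 and 1.69 on chromosome 4. Median region length was 603 bp in V2-IST (95% interval 598 to 608 bp, quartiles 461 and 844 bp) and 1015 bp in husk (1007 to 1024 bp, quartiles 744 and 1535 bp). Regions shorter than 500 bp made up 31.9% of the V2-IST list and 4.45% of the husk list, and regions longer than 2000 bp made up 1.47% and 14.6%. The ratio of covered length between the tissues was the product of the ratio of region numbers and a ratio of 1.82 in mean length. The length cutoff moved these values most: with only regions of at least 500 bp, 11694 regions with a median of 734 bp remained in V2-IST and 26759 with a median of 1049 bp in husk.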

The fraction in husk is larger than in V2-IST because there were 1.5-fold more H3K9ac-enriched regions in husk and these regions were also longer (Additional file 1: Figure S4A, medians of 603 bp and 1015 bp in V2-IST and husk, respectively). 

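At 15878 sites, 1 V2-IST region and 1 husk region overlapped each other and no other region. The husk region was longer at 97.4% of these sites, with a median ratio of husk to V2-IST length of 1.60 (95% interval 1.59 to 1.61, quartiles 1.33 and 2.11), and the V2-IST region lay entirely inside the husk region at 90.1% of them. Of all husk regions, 170 overlapped 2 or more V2-IST regions, while 2 V2-IST regions overlapped 2 or more husk regions. Where pairs were instead formed by an overlap of at least 50% of the length of both regions, there were 11236 pairs. Their median ratio was 1.43.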

The latter aspect is partly due to merging H3K9ac-enriched regions from three replicates for husk and two for V2-IST. Interestingly, despite the increase in H3K9ac-enriched regions in husk compared to V2-IST, no difference in the distribution of gene expression levels between the two tissues was observed (Additional file 1: Figure S4B). This observation suggests that the number of active genes is similar between the two tissues and independent from the identified number of H3K9ac-enriched regions.

### 46,935 intergenic regions with low DNA methylation are potential enhancer candidates

Low DNA methylation was selected as the third feature to identify enhancers because of its positive correlation with enhancer activity in mammals and plants [29, 36, 55–58]. To count the number of potential enhancers in the B73 maize genome, publicly available BS-seq data obtained from B73 coleoptile shoots were used [35]. Studies in Arabidopsis have revealed that DNA methylation levels in CG (mCG) and CHG (mCHG) contexts (H being A, C or T) are highly stable in different vegetative tissues [59, 60]. Furthermore, locus-specific [36] and genome-wide studies in maize ([61]; RO, MS and NMS, unpublished observations) provided little evidence for changes in mCG or mCHG levels in different vegetative tissues, justifying the use of the coleoptile shoot dataset. We identified regions with 20% or lower DNA methylation in CG and CHG contexts independently, followed by defining LUMRs as regions that were low in both mCG and mCHG. Data on DNA methylation in CHH context (mCHH) were not included in the enhancer prediction step since, compared with the average levels of mCG and mCHG (86% and 74%, respectively), mCHH levels are generally low in maize (2%), like in other plant species [35, 62, 63]. The distribution of LUMRs within the genome was investigated by counting their number in each genomic region (Fig. 3l). The distribution of LUMRs in the uniquely mappable genome revealed an enrichment at genic regions, especially in exons, and at promoters (*p* values < 0.001; permutation test for all genomic categories), but a scarcity at TEs (*p* value = 1; permutation test for TEs); this observation is coherent with the fact that most TEs are highly methylated [35, 64, 65]. Investigation of the LUMR fractions revealed that nearly 50% of the genic regions are lowly methylated, which increases to nearly 60% for promoter regions and exons, while almost all TEs are highly methylated (Fig. 3m). To identify potential intergenic enhancer candidates, we focused on intergenic LUMRs, excluding promoters. We identified 46,935 intergenic LUMRs as potential enhancer candidate regions.

### Integration of features for enhancer candidate prediction

To predict enhancer candidates, we integrated the DHS, H3K9ac and LUMR datasets discussed above. First, we calculated how many LUMRs and DHSs, or LUMRs and H3K9ac-enriched regions, overlapped by at least 1 bp with each other. The overlap between the chromatin features was investigated in both tissues and revealed that more than 97% and 99% of the intergenic DHSs and H3K9ac-enriched regions, respectively, overlapped with LUMRs (Table 1). DHSs are generally shorter than LUMRs (Additional file 1: Figure S4A; median of 484 and 452 bp for V2-IST and husk, versus 834 bp, respectively). While most DHSs or H3K9ac-enriched regions co-localised within LUMRs, only about 20% of the total DHSs and H3K9ac overlapped with each other (Table 1).

Active enhancers are expected to be indicated by a coincidence of chromatin accessibility, H3K9ac enrichment and low DNA methylation [29, 36]. We therefore filtered LUMRs based on the presence or absence of DHSs and H3K9ac-enriched regions and defined LUMRs overlapping with both DHSs and H3K9ac-enriched regions as active enhancer candidates (Fig. 2). 

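Candidates from the paper's Additional files 2 and 3 were compared with the deposited regions. All 398 V2-IST candidates overlapped a V2-IST H3K9ac-enriched region and all 1320 husk candidates a husk region (95% intervals 99.0 to 100% and 99.7 to 100%), as follows from the way the paper defined them. The candidates had a median length of 1148 bp in V2-IST and 1209 bp in husk, of which regions of the same tissue covered a median of 41.3% and 67.1%. They contained or touched 392 different V2-IST regions, or 2.28% of the list, and 1247 different husk regions, or 4.45%. Where at least 50% of a region had to lie inside the candidate, 385 V2-IST candidates (96.7%) and 1003 husk candidates (76.0%) met the criterion, the largest move among the alternatives.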

Respectively, 398 and 1320 candidates in V2-IST and in husk were identified, of which 223 were shared between the tissues, resulting in 1495 enhancer candidates in total (Additional file 2: Dataset 1 and Additional file 3: Dataset 2). A total of 256 V2-IST and 775 husk candidates were located more than 5 kb away; and 208 V2-IST and 623 husk candidates were located more than 10 kb away from their closest flanking genes. In V2-IST and husk tissue, the median distances between the candidates and their closest genes were 11.4 kb and 8.4 kb, while the largest distances were 438 kb (Zm00001d004626) and 498 kb (Zm00001d030489), respectively. Intersection of our candidates with a published dataset of sequence comparisons between rice and maize genomes indicated that 41 (10%) V2-IST and 241 (18%) husk candidates contained conserved non-coding sequences (CNSs). The overlap between enhancer candidates and CNSs is higher than expected for randomized features ([66], *p* value < 0.001; permutation test).

### Enhancer candidates and transposable elements

Interestingly, 133 (33%) V2-IST and 370 (28%) husk candidates overlapped by at least 1 bp with TEs (Table 2). In most cases, enhancer candidates intersecting with TEs (TE-enhancer) overlapped more than 80% of their length or were entirely located within TEs. The number of TE-enhancers is the highest for long terminal repeat (LTR) retrotransposons, followed by helitrons and terminal inverted repeat (TIR) TEs, consistent with the fraction of the genome the three orders of TEs contribute to the TE space of the maize genome [39]. This TE space is calculated taking the average length for TEs and their number into account (136,000 LTRs with an average length of 9282 bp, 21,000 helitrons with an average length of 3605 bp and 14,000 TIRs with an average length of 621 bp). A small number of TIR elements (seven) are embedded entirely within enhancer candidates, possibly representing rare cases where the insertion of a small TE into open chromatin does not disrupt enhancer function. Indeed, these seven TIRs are in the range of 83–199 bp; one overlaps with an H3K9ac peak, six do not overlap with either a DHS or H3K9ac peak; all are enriched in mCHH (Additional file 1: Figure S5A and B). To further assess the potential of TEs to create enhancers, for the remaining analyses we focused on the subset of TEs that contained at least 80% of an enhancer (Table 2).

**Table 2:** Summary of overlap between enhancer candidates and TEs

		TE within enhancer candidate			Enhancer candidate entirely within TE			Enhancer candidate 80% within TE			Any overlap		
	All	LTR	TIR	Helitron	LTR	TIR	Helitron	LTR	TIR	Helitron	LTR	TIR	Helitron
V2-IST	398	0	1 (0.2%)	0	83 (20.9%)	1 (0.2%)	10 (2.5%)	90 (22.6%)	1 (0.2%)	12 (3%)	110 (27.6%)	10 (2.5%)	17 (4.3%)
Husk	1320	0	7 (0.5%)	1 (0.1%)	202 (15.3%)	9 (0.7%)	56 (4.2%)	212 (16.1%)	9 (0.7%)	62 (4.7%)	261 (19.8%)	28 (2.1%)	88 (6.7%)

Number of enhancer candidates overlapping fully, by 80% of their length, or at least 1 bp with the TEs indicated. Percentages (in parenthesis) indicate the percent of intergenic enhancer candidates within each category. *LTR* long terminal repeats, *TIR* terminal inverted repeats. ‘All’ indicates all enhancer candidates

The average distance between TEs and their closest genes did not vary between all TEs and TEs containing enhancer candidates (mean distance of 40.4 kb and 42.5 kb, respectively; Additional file 1: Figure S6A and B). The TEs that contain candidates tend to be longer than other TEs. To assess if enhancer candidates are likely to overlap with promoters that create functional transcripts for the TEs, we examined the distribution of the candidates within TEs. They were distributed randomly within the TEs, while functional TE promoters are expected to be located at the TE ends, indicating most candidates within TEs are unlikely to be located at the functional promoter site of TEs (Additional file 1: Figure S6C).

We explored the possibility that certain TE families could be a source of enhancers throughout the genome by looking for examples in which multiple members of the same TE family contained enhancer candidates (Additional file 4: Dataset 3). In most cases, only a single member of a TE family overlapped with enhancer candidates, with the exception of some very large TE families. Enrichment of TE families at enhancer candidates was tested by assuming a binomial distribution and applying Bonferroni correction for multiple testing. Only three TE families showed significant enrichment for enhancer candidates (RLG00010, RLG00357, RLG01570; annotations are available from Gramene [67] and the TE classifications from the Maize TE database [http://maizetedb.org]). The LTR Gypsy family RLG00010 was most significantly enriched (*p* value < 0.001), overlapping with seven V2-IST and 23 husk enhancer candidates. This represents a significant fraction of all TE-enhancers in the two tissues (7% and 8.6% for V2-IST and husk, respectively). The RLG00010 family was selected for further analysis.

The same trends were observed for RLG00010 members overlapping with enhancer candidates as for all TEs: a similar distribution of distances of TEs to their closest flanking gene (Additional file 1: Figure S6B and D), and a longer average length for TEs overlapping with candidates (10,895 bp compared with 8517 bp; Additional file 1: Figure S6A and E). Typical examples of RLG00010 TEs overlapping with enhancer candidates are shown in Additional file 1: Figure S5C. To examine if RLG00010 family members overlapping with enhancer candidates were enriched for specific consensus sequences relative to other family members, several de novo motif analysis tools were used [68–71]. When comparing the results from different algorithms, the GGCCCA motif stood out as recurring (found by MEME with *p* value < 0.0039, DREME with *p* value < 0.043, RSAT Plants with E-value of 2.9e^–7^). This motif, also named site II motif, has been discovered in promoter regions of various genes that are highly expressed, for example ribosomal and DEAD-box RNA helicase genes [72–74]. TCP and ASR5 transcription factors are examples of proteins shown to bind the GGCCCA motif [75, 76]. Scanning for the motif using FIMO [77] revealed that most enhancer candidates contained the GGCCCA motif irrespective of an overlap with the RLG00010 family (Additional file 1: Table S4). In fact, compared with random intergenic sequences, enhancer candidates showed an about twofold enrichment for the motif (*p* < 0.001). In contrast, the motif was not enriched in the RLG00010 family as such irrespective of their association with candidates.

### Characterisation of enhancer candidates

In humans, enhancers generally show a bi-directional pattern of DNA, chromatin and transcript features. Histone modifications such as H3K27ac, as well as eRNA transcription, are located at both sides relative to single DHS peaks [4]. We set out to analyse whether DNA and chromatin features at our candidate enhancers displayed directionality. The read coverages for DNase-seq, H3K9ac ChIP-seq and DNA methylation in all three contexts were extracted for each DHS located in enhancer candidates and their 1-kb upstream and downstream flanking regions (431 candidates in V2-IST and 1,437 in husk) (Fig. 5). Note that the number of DHSs was higher than that of enhancer candidates because multiple DHSs could be located in one candidate. The averages of the read coverages are presented in Fig. 6. Empirical observations indicated that H3K9ac was often enriched at only one side of DHSs (see e.g. Fig. 7 and Additional file 1: Figure S7). Therefore, the orientation of DHSs was defined based on H3K9ac enrichment levels 300 bp from DHSs, the sides with the higher H3K9ac enrichment value, if present, being defined as 3' end. The observed asymmetry was further validated by plotting the H3K9ac enrichment values from both sides of the DHSs with and without the previously defined orientations for all DHSs (Additional file 1: Figure S8). For DHSs showing H3K9ac enrichment at either side of at least 0.5 RPM, 241 out of 431 in V-IST and 841 out 1437 in husk showed asymmetric H3K9ac enrichment as indicated by an at least twofold change in H3K9ac enrichment between the two flanking regions.

**Fig. 5:**
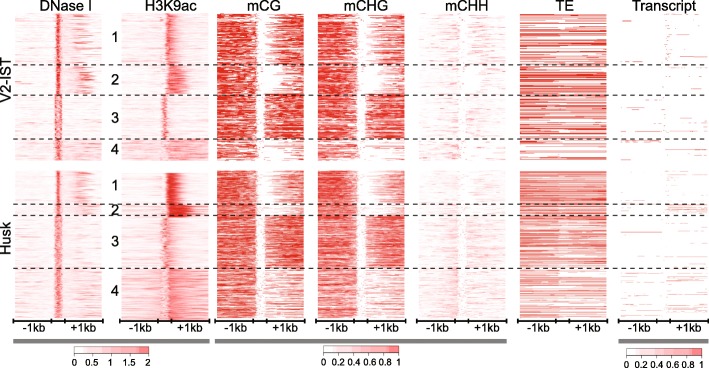
*Heatmaps* of chromatin, DNA and transcript features at enhancer candidates. DNase I hypersensitivity, H3K9ac enrichment, mCG, mCHG and mCHH levels, presence of TEs and transcript levels at and around (±1 kb) DHSs in enhancer candidates. DHSs were scaled to equal size. The *colour scales* are in RPM for DNase I hypersensitivity, H3K9ac enrichment and transcript levels, and in methylation frequency (0–1) for DNA methylation. For TE sequences, *red* and *white* show the presence or absence of TEs, respectively. DHSs were clustered based on H3K9ac enrichment using a k-means (k = 4) clustering algorithm. The categories identified were numbered from 1 to 4 from the top to the bottom. All the DHSs were oriented based on H3K9ac enrichment intensity values 300 bp away from the DHS boundaries; the side with higher H3K9ac enrichment was defined as 3' end

**Fig. 6:**
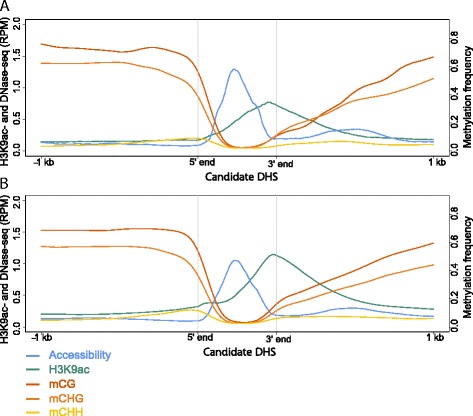
Average profiles of the enhancer candidates in (**a**) V2-IST and (**b**) husk. Average signal intensities of DNase I hypersensitivity, H3K9ac enrichment in RPM and DNA methylation levels in methylation frequency at DHSs and their 1-kb flanking regions. DHSs were scaled to equal size. Prior to calculation of the average, all the DHSs were oriented based on H3K9ac enrichment intensity values 300 bp away from the DHS boundaries; the sides with higher H3K9ac enrichment were defined as 3' end. The profiles show a clear preferential enrichment of H3K9ac 3’ of the DHSs and high levels of DNA methylation (CG and CHG context) around the DHSs and H3K9ac-enriched regions. The level of mCHH is low throughout the regions with a slight increase at the 5’ side of DHSs

**Fig. 7:**
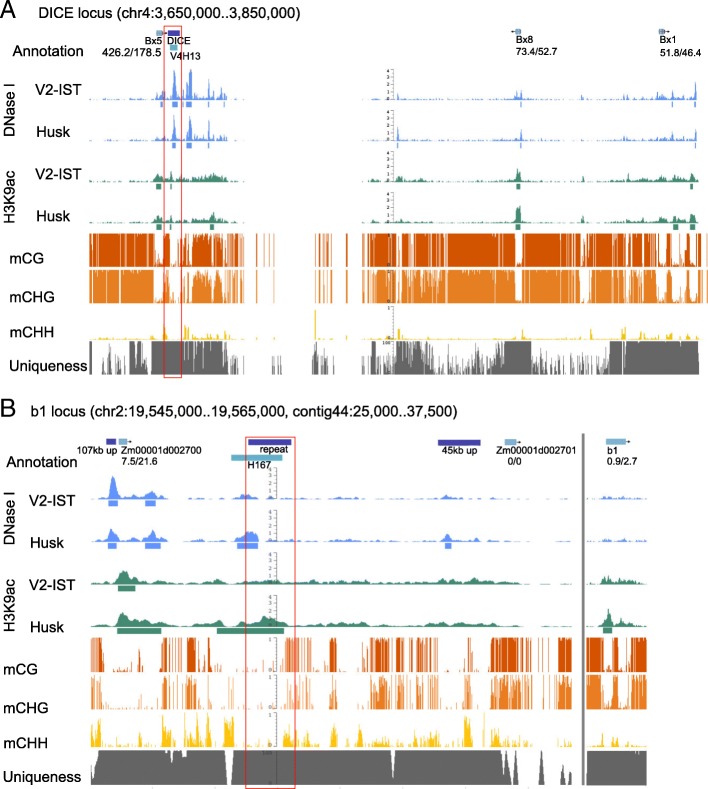
Example of data on (**a**) DICE and (**b**) *b1* repeat enhancer. From the *top*: AGPv4 annotation and candidate annotation from our prediction (*V* V2-IST, *H* husk candidate), DNase I hypersensitivity and H3K9ac enrichment signal (all replicates pooled) and peak position (indicated as *blue* and *green bars*, respectively) in V2-IST and in husk tissue, mCG, mCHG and mCHH levels and unique mappability in percentage. The numbers under gene names indicate relative gene expression levels (V2-IST/husk). Although the *b1* locus is on chromosome 2, in the current version of the AGPv4 assembly, the *b1* gene is located in contig 44 (B, on the *right* of the *grey vertical line*). The *dark blue bars* in the gene annotation tracks indicate previously annotated known enhancers and putative *cis-*regulatory elements. The *vertical red boxes* indicate enhancer candidates identified in this study. Peaks at those tracks might not be present in each replicate, affecting enhancer candidate prediction

The enhancer candidates were clustered into four categories based on H3K9ac enrichment patterns using the k-means clustering algorithm and the categories were numbered according to their appearance in the heatmaps (Fig. 5). For each category, average patterns were determined (Additional file 1: Figure S9). Heatmaps and profiles showed that H3K9ac can be primarily enriched on one side of the DHSs (category 1 and 2), within DHSs (category 3) or present at both sides but clearly enriched at one of them (category 4) (Fig. 5 and Additional file 1: Figure S9).

Comparing DNase-seq or H3K9ac ChIP-seq read coverages with the distribution of mCG and mCHG levels, but also the average profiles, indicated that high chromatin accessibility and H3K9ac enrichment levels were exclusive with high DNA methylation levels (Figs. 5 and 6 and Additional file 1: Figure S9). The average profiles show a plateau and steep decline of mCG and mCHG at the 5’ side of DHSs (Fig. 6). In categories 1, 2 and 4, at the 3' side of enhancer candidates, mCG and mCHG levels increased gradually (Fig. 6, Additional file 1: Figure S9). These patterns indicate a sharp transition in DNA methylation level at the 5’ DHS boundaries and a more gradual transition at the H3K9ac boundaries. However, a sharp transition at the 5’ ends of candidates may be masked in the average profile by the varying size of the H3K9ac-enriched regions. In line with this, the profile of category 3 candidates, having H3K9ac at the DHSs itself, showed sharp boundaries at both sides of the candidates. Levels of mCHH were lower than mCG and mCHG levels, as expected [35]. In line with earlier studies [61, 62], mCHH marked boundaries between lowly and highly DNA methylated regions as shown by the relatively high level of mCHH, represented by a small mCHH peak in the average profiles, at the 5’ boundaries of the DHSs (Figs. 5 and 6 and Additional file 1: Figure S9).

Additional heatmaps and profiles were created to illustrate the locations of TEs and transcripts for the four categories. The heatmaps suggest that TEs covered all selected regions, showing a slight depletion across DHSs but no apparent pattern across other features (Fig. 5). In animal models, enhancers are characterised by bi-directional transcription and the transcribed regions are, among others, enriched with H3K27ac [4]. In our data, transcript levels were generally low at candidates except for a few showing transcripts within and/or outside of their DHS (Fig. 5), making the detection of bi-directional transcription very challenging. In addition to this absence of detectable levels of bi-directional transcription, the clear asymmetric H3K9ac distribution at a majority of maize enhancer candidates suggested that the candidates have more resemblance to TSSs than animal enhancers do [4].

### Profiles of DNA and chromatin features at enhancer candidates and TSSs are similar

To rule out the possibility that our enhancer candidates were actually TSSs of unannotated genes, we compared the patterns of their DNA, chromatin features and transcript features with those observed at annotated TSSs by randomly selecting 431 and 1437 DHSs located at TSSs for V2-IST and husk, respectively (Additional file 1: Figure S10). The selected regions were oriented according to the 5’ to 3’ orientation of flanking genes and analysed using the k-means clustering algorithm (k = 3). In general, the heatmaps and average profiles of DHSs at TSSs displayed a strong DNA methylation signal at the 5’ ends of DHSs and an enrichment in H3K9ac and an accumulation of transcripts at the 3' ends of DHSs (Additional file 1: Figure S10 and S11). The heatmaps and the average plots of TSSs and enhancer candidates revealed similar patterns of chromatin accessibility and H3K9ac, but they differed in transcript levels (higher at annotated TSSs) and distribution of mCG and mCHG (high on both sides for candidates, while restricted to the 5’ side for annotated TSSs) (Figs. 5 and 6, Additional file 1: Figures S10 and S11). The median transcript level at the enhancer candidates was 6.6 times lower than that at coding sequences in V2-IST; the fold change could not be calculated for husk because the candidate expression levels had a median of 0 RPKM (Additional file 1: Figure S12). One category (category 3), showed transcriptional activity and H3K9ac enrichment on both sides (Additional file 1: Figure S10). The DHSs in this category were either flanked by two oppositely orientated and closely spaced genes or by alternative TSSs located in upstream regions.

H3K4me3 histone modification was previously described for distinguishing TSSs from enhancers [21, 78–80]. Analysis of published ChIP-seq data for H3K4me3 in maize third seedling leaf [61] indicated that 24% and 11% of the V2-IST and husk enhancer candidates, respectively, overlapped with H3K4me3 enriched regions (Additional file 1: Figure S13), which could hint at unannotated TSSs. The observed H3K4me3 enrichment at enhancer candidates was, however, on average weaker than at TSSs (Additional file 1: Figure S13), suggesting H3K4me3 may also differentiate TSSs and enhancers in maize. In addition, the H3K4me3 enrichment pattern did not entirely reflect the H3K9ac enrichment pattern at TSSs but was rather slightly shifted downstream of the H3K9ac peaks. Such a pattern has not been reported in humans [79] and was not observed in a previous study in rice [21].

In summary, despite a shared polarity with respect to flanking H3K9ac enrichment, the profiles of enhancer candidates differ from those at TSSs by the levels of transcript accumulation, DNA methylation and H3K4me3.

### Ranking and selecting a list of tissue-specific enhancer candidates

To facilitate linking enhancer candidates to putative target genes, we set out to determine the degree of tissue-specificity of our enhancer candidates by ranking the 398 V2-IST and 1320 husk candidates based on the assumption that the levels of both DNase I hypersensitivity and H3K9ac enrichment are positively correlated with enhancer activity. The enhancer candidates were independently ranked based on the largest differences between the two tissues for DNase I hypersensitivity and H3K9aclevels. The strongest tissue-specific candidates were assumed to exhibit large differences in both DNase I hypersensitivity and H3K9ac enrichment; therefore, the independent rankings for both features were summed for every candidate and the candidates were re-ranked (Additional file 2: Dataset 1 and Additional file 3: Dataset 2, column overall_rank). The ranking numbers were combined with a V for V2-IST or an H for husk as candidate IDs; the lower the number, the more tissue-specific the candidate. However, the rankings for DNase I hypersensitivity and H3K9ac enrichment did not correlate with each other (Additional file 2: Dataset 1 and Additional file 3: Dataset 2, column DNase_rank and H3K9ac_rank; shared candidates were ranked in both tissues). For example, the candidate ranked to the second place (candidate V2, Fig. 8) for V2-IST showed a large difference in DNase I hypersensitivity signal between V2-IST and husk tissue as expected, while the H3K9ac enrichment stayed almost the same for both tissues. 

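Computed from the columns DNase_rank and H3K9ac_rank of the paper's Additional files 2 and 3, Spearman's rho between the rank for DNase I hypersensitivity and the rank for H3K9ac enrichment was 0.0177 across the V2-IST candidates (two-sided permutation test, p = 0.727, adjusted p = 0.872) and 0.0805 across the husk candidates (p = 0.00322, adjusted p = 0.00644). Adjustment was by the Benjamini-Hochberg method over a family of 6 tests on ranks. Candidates are not independent replicates. The legends of the files call these columns intensity rankings, and re-ranking their sum gave the number in the candidate ID for 0 of the 398 V2-IST and 0 of the 1320 husk candidates, so that what a low rank in these columns stands for is not settled here. Split by the deposited regions, rho in husk was 0.137 for the 1053 candidates without a V2-IST H3K9ac-enriched region (p = 1e-05, the smallest that the permutations can give) and 0.103 for the 267 candidates with one (p = 0.0913). In V2-IST, rho was 0.189 for the 34 candidates without a husk region (p = 0.281) and -0.0042 for the 364 candidates with one (p = 0.935).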

The 313th candidate in V2-IST (candidate V313), on the other hand, is characterised by a large difference in H3K9ac enrichment but not in DNase I hypersensitivity. The 194th candidate in V2-IST (candidate V194) showed a large difference between the tissues for both DNase I and H3K9ac enrichment signals but in an opposite direction. 

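Regions of both tissues were listed at each of these candidates. At V2, which is H1320 in husk and lies on chromosome 3 from 46765838 to 46766634, the V2-IST region was 515 bp long and the husk region 476 bp. At V313, listed in Additional file 2 on chromosome 3 from 15917527 to 15918508, the regions measured 383 bp in V2-IST and 858 bp in husk. Fig. 8 draws V313 at coordinates on chromosome 1 that the file lists for V319, so that the locus the paper describes is not settled here. At V319 the regions measured 1182 bp in V2-IST and 1506 bp in husk. At V194, which is H615 in husk and lies on chromosome 3 from 116358793 to 116360064, they measured 704 bp in V2-IST and 816 bp in husk. The columns DNase_rank and H3K9ac_rank of the paper give V2 as 1 for DNase I hypersensitivity and 191 for H3K9ac enrichment among V2-IST candidates, V313 as 189 and 372, and V194 as 68 and 355.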

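The paper's ranks were compared between candidates with and without a deposited H3K9ac-enriched region of the other tissue. The signal behind the ranks was not analysed here, and the rank numbers were compared as listed. Across the 223 shared candidates, which the paper ranks in both tissues, the H3K9ac ranks in V2-IST and husk had a Spearman's rho of 0.631. Husk candidates with a V2-IST region had a median H3K9ac rank of 178 and those without one of 783 (difference -605, two-sided permutation test, p = 1e-05, adjusted p = 6e-05). V2-IST candidates with a husk region had a median H3K9ac rank of 192.5 and those without one of 289.5 (difference -97, permutation test, p = 0.0027, adjusted p = 0.00644). Among the alternatives, the difference of means moved the husk value most, to -504. Median ranks for DNase I hypersensitivity were 709 with and 644 without a V2-IST region in husk (permutation test, p = 0.151, adjusted p = 0.226) and 199.5 with and 198 without a husk region in V2-IST (p = 0.973, adjusted p = 0.973). The sign of this last difference changed with the difference of means, which was -15.3 (permutation test, p = 0.458).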

The lack of correlation between the ranks obtained from both chromatin features indicated that determining tissue-specificity using this combination of features does not work properly. Experimental examinations of a number of candidates will be necessary to determine the best feature (combination) to predict tissue-specificity. For now, enhancer candidates identified in only one of the two tissues were defined as tissue-specific and the shared candidates between tissues as putative shared enhancers. With this definition, a total of 1495 candidates were classified into 175 V2-IST-specific, 1097 husk-specific and 223 shared candidates (Additional file 5: Dataset 4).

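Of the 175 candidates specific to V2-IST, 141 (80.6%, 95% interval 74.1 to 85.8%) overlapped a husk H3K9ac-enriched region. Of the 1097 specific to husk, 44 (4.01%, 3.00 to 5.34%) overlapped a V2-IST region. The odds ratio of the comparison was 99.2 (two-sided Fisher's exact test across candidates, p = 4.69e-113). As the paper defines candidates, a tissue-specific candidate with an H3K9ac-enriched region of the other tissue had no DHS called there. The test therefore compares which criterion was missing in the other tissue. Every shared candidate overlapped a region of both tissues. Among the alternatives fixed before the files were opened, restricting both lists to regions of at least 500 bp moved the V2-IST-specific share most, to 74.9%. A setting chosen after the result was seen moved it further. Keeping only the longest husk regions, as many as V2-IST has, gave 37.7% and an odds ratio of 14.5. The classes were formed here from candidates with identical coordinates in Additional files 2 and 3.

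**Figure D2:**
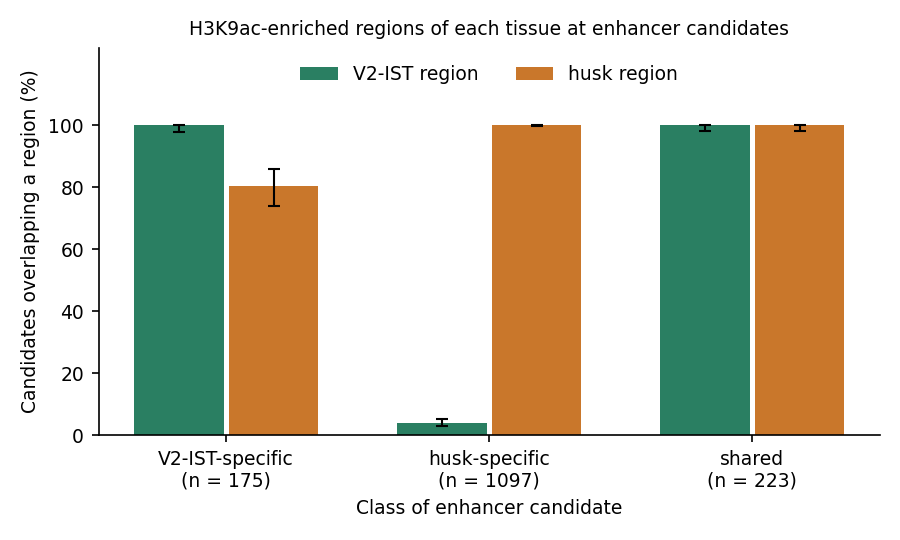
Share of enhancer candidates (y axis, %) overlapping an H3K9ac-enriched region of V2-IST or husk, for each class of candidate (x axis); bars are shares and error bars 95% Wilson intervals. A husk region lay at 80.6% of V2-IST-specific candidates and a V2-IST region at 4.01% of husk-specific candidates.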

**Fig. 8:**
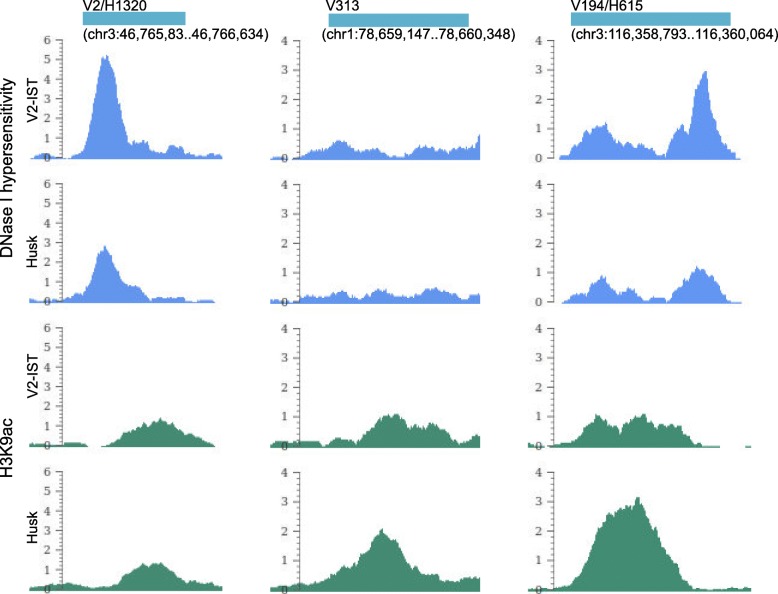
Examples of candidate rankings. From the *top*: identified candidate region with its ID (*V* V2-IST, *H* husk candidate) and coordinates, DNase I hypersensitivity and H3K9ac enrichment signal intensities in V2-IST and husk tissues. In these examples, the DNase I hypersensitivity and H3K9ac enrichment signal differences do not positively correlate to each other as assumed

### Predicting putative target genes of enhancer candidates based on expression levels of closest genes

Lastly, we examined if our candidates could be linked to putative target genes. Multiple approaches have been reported using data on chromatin accessibility, transcript levels and/or histone modification patterns at both enhancers and genes, across different tissues or developmental time points [4, 51, 81, 82]. We assumed that enhancers regulate the expression of either their adjacent upstream or downstream gene, though it has been observed that other genes can be located between enhancers and their target genes in animals and plants [17, 83–85]. We correlated the defined tissue-specificity of candidate enhancers with the gene expression levels of the nearest flanking genes in both tissues. Only genes showing significant differential expression between V2-IST and husk tissue (Cuffdiff [86]) were considered as targets of tissue-specific enhancer candidates; for shared candidates, flanking genes that are expressed in both tissues were considered as potential target genes. If a flanking gene showed a significant difference in gene expression that matched the enhancer candidate specificity (e.g. higher gene expression in V2-IST for V2-IST candidates), then the candidate and the gene(s) were linked. 

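Starts of the linked genes listed in Additional file 5 were searched for H3K9ac-enriched regions within 1 kb. A husk region lay at 432 of the 486 genes linked to husk-specific candidates (88.9%, 95% interval 85.8 to 91.4%) and at 40 of the 61 genes linked to V2-IST-specific candidates (65.6%, 53.0 to 76.3%; two-sided Fisher's exact test across genes, p = 8.65e-06, adjusted over the 2 tests 1.73e-05). A V2-IST region lay at 23 of the 61 genes linked to V2-IST-specific candidates (37.7%, 26.6 to 50.3%) and at 276 of the 486 linked to husk-specific candidates (56.8%, 52.3 to 61.1%; Fisher's exact test, p = 0.00607, adjusted p = 0.00607). With the window cut to 200 bp downstream of the gene start, the V2-IST shares were 34.4% and 42.8% (Fisher's exact test, p = 0.219). As listed in Additional file 5, the paper links 50 V2-IST-specific, 437 husk-specific and 101 shared candidates to 1 gene each, and 6, 82 and 103 candidates to both flanking genes.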

With this method, 38 (22%) V2-IST-specific, 143 (13%) husk-specific and 101 (45%) shared enhancer candidates were linked to one putative target gene (Additional file 5: Dataset 4). We also identified 13 (2%) V2-IST-specific, 182 (17%) husk-specific and 103 (46%) shared candidates in which both flanking genes showed expression levels matching the features of the candidates. The other candidates could not be linked to a gene because either none of the flanking genes had a significant expression level difference in the expected direction for tissue-specific candidates (124 [71%] in V2-IST, 772 [70%] in husk) or, in case of shared enhancer candidates, neither of the flanking genes were expressed in one of the tissues (19 [9%] candidates).

### Identification of three known enhancers in maize

In maize, five well-characterised and putative enhancers were reported, namely the *b1* hepta-repeat, the enhancers of *tb1*, *p1*, and the putative enhancers DICE and *Vgt1* that regulate the expression of the genes *bx1* and *ZmRAP2.7*, respectively [11, 13–15, 23, 85, 87]. 

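Among the loci with enhancers characterised before, the candidate at the b1 hepta-repeat, H167, lies on chromosome 2 from 19550831 to 19552724. A husk H3K9ac-enriched region of 2683 bp covered the whole candidate, from 19550082 to 19552764, while the nearest V2-IST region lay 3990 bp away, from 19546145 to 19546840. That V2-IST region sits at the start of the gene Zm00001d002700, where a husk region of 1761 bp was listed as well. At DICE, on chromosome 4 from 3676681 to 3679042, a V2-IST region of 417 bp, from 3676783 to 3677199, and a husk region of 485 bp, from 3676607 to 3677091, overlapped the candidate.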

In our screen, we identified the confirmed and putative enhancers of *b1, tb1* and *bx1* (Fig. 7 and Additional file 1: Figure S7), although these enhancers were mostly identified and characterised in maize lines other than B73, which could have affected their functionality. For example, the *b1* hepta-repeat enhancer has been identified for the *B-I* epiallele and consists of seven copies of an 853-bp sequence in tandem, while B73 only carries a single copy of this sequence (90% identity with consensus repeat sequence) [12]. In our dataset, *b1* showed differential expression in the same direction as observed in the line the *b1* repeat enhancer was discovered [23], already indicating there is some degree of conservation in the regulatory region. The *tb1*enhancer was identified in the inbred line W22 [13, 14] and DICE was shown to be required for high *bx1* expression in Mo17 [85]. The enhancer candidates for *b1* and DICE were not linked with *b1* and *bx1*, respectively, because their known target genes were not the closest flanking gene. We identified neither the *p1* enhancer nor *Vgt1.* In the case of the *p1* locus, high repetitiveness of the region rendered the enhancer unmappable. For *Vgt1*, a clear DHS was present but H3K9ac-enrichment was not detected within the overlapping LUMR.

Four H3K9ac-enriched enhancer candidate regions identified by ChIP-seq, candidate H108, the *b1* and *tb1* enhancer and DICE, were selected for validation with ChIP-quantitative polymerase chain reaction (qPCR). 

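Candidate H108 lies on chromosome 5 from 130729167 to 130729934. A V2-IST region of 273 bp, from 130729519 to 130729791, lay inside it, and a husk region of 645 bp, from 130729343 to 130729987, covered 592 bp of it. H108 ranks 79 for H3K9ac enrichment among the husk candidates of the paper, and the b1 enhancer, H167, ranks 804. What a low rank in this column stands for is not settled here.

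**Figure D3:**
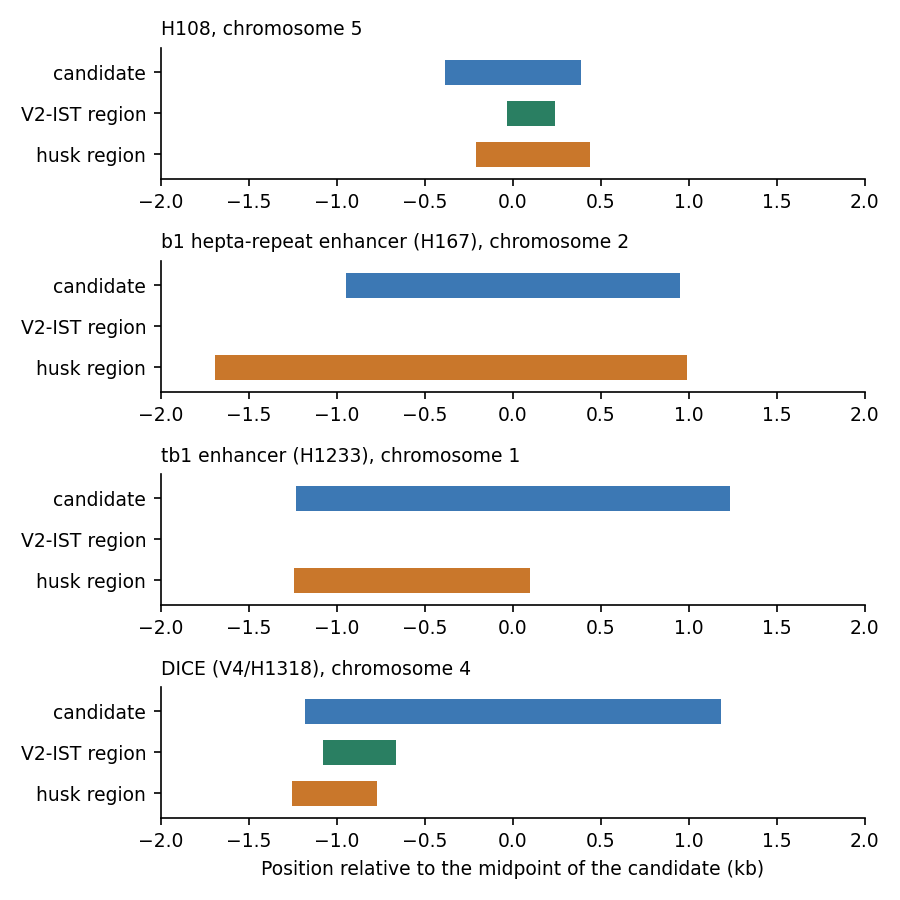
Enhancer candidates tested by ChIP-qPCR and the deposited H3K9ac-enriched regions that overlap them in V2-IST and husk, drawn to scale (x axis, kb from the midpoint of each candidate). H108 and DICE overlap a region of both tissues, and the b1 and tb1 enhancers overlap a husk region only.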

For each region, primer pairs were designed to amplify sequences located at the summit of the peak of the ChIP-seq H3K9ac-enriched region (P), its slope (S) and outside of the peak (O; no enrichment by ChIP-seq) (Additional file 1: Figure S14). Results confirmed the presence and absence of H3K9ac enrichment at the identified candidate regions and their flanking regions, respectively. The differential H3K9ac enrichment observed for candidate H108 and the *b1* enhancer fits their expected husk tissue-specificity based on the ranking. DICE had a high and low ranking in V2-IST and husk, respectively. 

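The paper's H3K9ac ranks of DICE are 141 among V2-IST candidates, where it is listed as V4, and 1123 among husk candidates, where it is listed as H1318. Its ranks for DNase I hypersensitivity are 18 and 11, low numbers in both tissues. The V2-IST region lay entirely inside the candidate, and the husk region reached beyond its lower end.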

In accordance, DICE showed higher H3K9ac enrichment levels in V2-IST than in husk. The *tb1* enhancer showed H3K9ac enrichment in both V2-IST and husk. This is in accordance with what is observed for the pooled ChIP-seq data (Additional file 1: Figure S14C). Due to our stringent criteria, the *tb1* enhancer was only called as a candidate in husk.

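The tb1 enhancer, candidate H1233, lies on chromosome 1 from 270483225 to 270485693 and overlapped a husk region of 1344 bp, from 270483214 to 270484557. The nearest V2-IST region to the candidate lay 223778 bp away. Between the candidate and the start of tb1 (Zm00001d033673), which are 67983 bp apart, and at tb1 itself, husk regions were listed from 270511909 to 270513084 and from 270553606 to 270554916, and no V2-IST region was listed. The lists hold only regions called in every replicate, so that enrichment below the cutoff in a V2-IST replicate leaves no region.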

To examine if H3K4me1 is indeed not enriched at enhancers as suggested by the results depicted in Fig. 1, enrichment for H3K4me1 was determined for the same regions as for H3K9ac enrichment (Additional file 1: Figure S14). Except for the enhancer of *tb1*, none of the analysed regions showed a clear H3K4me1 enrichment, confirming our previous observation and supporting the idea that H3K4me1 does not generally mark plant enhancers.

## Discussion

The combination of DNase-seq, H3K9ac ChIP-seq and BS-seq data allowed us to identify approximately 400 and 1300 enhancer candidates in V2-IST and husk tissue, respectively, and about 1500 unique enhancer candidates in total. Interestingly, our enhancer candidates displayed an asymmetric enrichment of H3K9ac at DHSs, which differs from the histone acetylation enrichment at both sides of DHSs observed in animals [4, 27, 29]. Target genes were predicted for 255 V2-IST and 529 husk candidates. Importantly, our method successfully predicted three confirmed or putative enhancers in the maize genome, enhancers for the *b1* (candidate H167) and *tb1* (candidate H1233) genes and the DICE enhancer (candidates V4 and H1318).

We investigated the enrichment of three histone modifications at the enhancer of *b1*: H3K27ac, H3K9ac and H3K4me1, and showed that both H3K27ac and H3K9ac were enriched at the hepta-repeat enhancer of *b1* in the active, but not the inactive, state*.* These results are in accordance with previous studies in animals, but also in plants [20, 28, 30, 36, 37, 88]. In contrast, H3K4me1, which was shown to be enriched at animal enhancers regardless of their activity [27, 79], was not enriched at the *b1* hepta-repeat enhancer, but also not at DICE and candidate H108 (Additional file 1: Figure S14), while it was present at relatively high levels at transcribed regions of *b1* and *actin1* (Fig. 1). This distribution at enhancers may be typical for plants as it is supported by previous observations in Arabidopsis in which H3K4me1 was almost exclusively enriched in genic regions [89].

Regions with low DNA methylation overlap with DHSs and both were previously used to predict enhancers [29, 90]. In our study, more than 97% of DHSs and more than 99% of H3K9ac-enriched regions overlapped with LUMRs; enhancer candidates were identified by taking the overlap between LUMRs, DHSs and H3K9ac-enriched regions, resulting in about 1500 unique enhancer candidates. Many more intergenic LUMRs were identified (about 47,000) and 26% of these carried only one, while 71% carried none of the other required chromatin features. We hypothesize that these remaining LUMRs represent enhancers in tissues other than the ones used in our study. This could in part explain the relatively low number of identified candidates compared with studies in animals in which a large number of developmental stages, cell types and/or tissues were used [4, 51, 83]. In Arabidopsis, more than 10,000 intergenic enhancer candidates were predicted using only two different tissues [20], as we did. However, the authors based their prediction solely on chromatin accessibility. Based on chromatin accessibility data only, we would predict about 9000 candidate enhancers. Instead, we used a more stringent approach to identify active enhancers.

Ten percent and 18% of V2-IST and husk candidates contained previously published CNSs between maize and rice [66], suggesting these candidate sequences and functions may be conserved across species. The rest of the candidates might be maize-specific or rapidly diverging [91], explaining the lack of sequence conservation. About 30% of the enhancer candidates in both tissues overlapped by at least 1 bp with TEs (33% in V2-IST and 28% in husk) and in most cases TEs covered the entire enhancer candidate region. This raises questions regarding the origin of the regulatory potential of those enhancer candidates. Indeed, TEs have been reported as an important source of *cis*-regulatory elements because TEs have evolved to mimic the regulatory sequences of the host to hijack its transcriptional machinery [14, 38, 92–94]. Three LTR Gypsy families were significantly enriched for enhancer candidates. Motif analysis of the enhancer candidates overlapping with the most enriched TE family, RLG00010, identified the GGCCCA motif, which is discovered in *cis*-regulatory elements of genes with diverse functions [72, 73, 75, 76]. Compared with random intergenic sequences, this motif was not only enriched in the RLG00010 enhancer candidates, but also in all other candidates. This suggests that GGCCCA is a general motif associated with enhancer function.

Although we identified three previously discovered putative or confirmed enhancers in maize, two others, *Vgt1* and the enhancer of *p1*, were not detected. This can be explained by several factors: (1) enhancer sequences can be located in repetitive regions, which are not uniquely mappable and therefore excluded from our analysis (true for the *p1* enhancer); (2) enhancers may not always require the stringent criteria used to define enhancer candidates in this study (could be true for *Vgt1*, which featured an LUMR and DHS but no H3K9ac-enriched region); (3) enhancers may not be active in V2-IST or husk tissue and therefore undetected; and (4) enhancers may only be present in other lines than B73.

We identified about three times more enhancer candidates in husk tissue than in V2-IST (398 versus 1320), which is possibly due to a larger number of H3K9ac-enriched sequences in all genomic regions in husk compared to V2-IST (Fig. 3h and j). 

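Set against the deposited lists, the paper's candidates came to 23.2 per 1000 H3K9ac-enriched regions in V2-IST and 47.1 per 1000 in husk. The number of candidates in husk was 3.32 times that in V2-IST.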

There was, however, no difference in the distributions of gene expression levels between the two tissues (Additional file 1: Figure S4B), indicating that the number of genes expressed at particular levels is similar in V2-IST and husk and that the larger number of H3K9ac-enriched sequences is therefore not due to a higher number of genes being expressed in husk. The differences in the number of H3K9ac-enriched regions were substantial, even when considering possible technical bias introduced during the analysis. This observation highlights that the H3K9ac enrichment pattern changes between tissues and/or developmental stages, irrespective of the overall distribution of expression levels. 

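Before replicates were combined, the paper's Table S3 gives a mean of 25324 peaks per V2-IST replicate and 41635 per husk replicate, a ratio of 1.64, and every husk replicate had more peaks than every V2-IST replicate (one-sided exact permutation test, p = 0.1, the smallest that 2 replicates against 3 allow). The mean number of unique reads per library was 17364486 in V2-IST and 17309675 in husk, a ratio of 0.997. The number of regions in the combined list amounted to 67.8% of the mean number of peaks per replicate in V2-IST and to 67.3% in husk. Husk regions without a V2-IST counterpart had a median length of 1004.5 bp (95% interval 988 to 1017 bp), and those with one a median of 1023 bp (1012 to 1035 bp).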

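Of the V2-IST regions, 16224 (94.5%, 95% interval 94.1 to 94.8%) overlapped a husk region, and 946 did not. Of the husk regions, 16052 (57.3%, 56.7 to 57.9%) overlapped a V2-IST region, and 11952 did not. Random placement of the other tissue's regions within their chromosomes gave means of 2.64% and 1.63% (one-sided permutation test, p = 0.000999 for both, the smallest that 1000 placements can give). Placement was over whole chromosomes, without a map of uniquely mappable sequence or of gene starts. The paper places most H3K9ac-enriched regions of both tissues at promoters, so any lists of this mark would overlap more than this placement. The test therefore does not show sharing beyond common gene starts. Where at least 70% of the region itself had to be overlapped, the share was 93.5% in V2-IST and 19.5% in husk, the largest move in husk, and a reciprocal overlap of at least 50% gave 65.4% and 40.1%. From the larger number of regions in husk, and from distributions of gene expression levels that did not differ between the tissues, the paper reasons that H3K9ac enrichment changes between tissues or developmental stages whatever the distribution of expression levels.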

The reasons for this change are currently unknown.

The heatmaps and average profiles of the chromatin and DNA features at the candidates revealed that H3K9ac was preferentially enriched on one side of the DHSs (Figs. 5 and 6). This observation was unexpected considering earlier studies in animals describing histone acetylation (H3K27ac), but also methylation (e.g. H3K4me1) enrichment on both sides of DHSs at enhancers [4, 27, 29]. Symmetrical enrichment of histone modifications at animal enhancers has been associated with bi-directional transcription at enhancers [4]. Given the relative low coverage of our RNA-seq data at enhancer candidates, we were not able to assess whether eRNAs were produced bi- or uni-directionally. eRNAs are indeed known to be transcribed at a low level and in addition sensitive to degradation, making them difficult to detect with a technique such as RNA-seq [4, 95]. The analysis of nascent transcript data (GRO-seq) for maize and Arabidopsis suggests the absence of transcription at plant enhancers [96], further supporting the possible differences between plant and animal enhancers. A method like CAGE-seq could be used to further investigate the transcription of enhancers in plants.

Elevated levels of mCHH were detected 5’ of the DHSs at enhancer candidates. mCHH islands have been observed to flank genic regions in maize, but also low DNA methylated intergenic CNSs [61, 65]. The findings of Li et al. [61] showed that mCHH islands may act as boundaries between euchromatin and heterochromatin, preventing activation of TEs by nearby transcriptionally active genes. A similar function is likely at enhancers.

Comparison between the chromatin and DNA methylation profiles at enhancer candidates and TSSs revealed the presence of similar features, including chromatin accessibility, asymmetric H3K9ac enrichment and low DNA methylation. On average, the TSSs show a higher level of transcript accumulation, a lower level of DNA methylation 3’ of TSSs and a higher level of H3K4me3 than enhancer candidates (Fig. 5, Additional file 1: Figure S9, Figure S11 and Figure S13). The difference in transcript levels and H3K4me3 enrichment between enhancers and TSSs has been observed by others [4, 79].

For each enhancer candidate, a target gene was predicted following expression and proximity criteria. Our prediction method assumed that target genes were either the adjacent upstream or downstream gene and that target genes of tissue-specific enhancer candidates would be upregulated in the tissue in which the enhancer candidates were detected. Using our stringent criteria, 580 candidates were linked to genes, including *tb1*. In Drosophila, about 20% of the enhancers were predicted to control genes that were not directly adjacent to the enhancers [83] and a recent prediction in human and mice estimated that 69% of the enhancers contact genes that are not directly consecutive [82]. Whether this proportion is similar in maize remains to be determined, but examples of such enhancers have been reported, for example DICE, the putative enhancer of *bx1* [85]. In addition, our approach disregarded the possibility that enhancer candidates would act as transcriptional repressors [97]. Future studies in maize are required to more precisely identify and validate the target genes of the enhancer candidates discovered.

## Conclusions

This study provides a genome-wide glance at transcriptional enhancer candidates in maize by comparing DNA and chromatin features in two maize tissues and by providing details on some of their characteristics. The study identified about 1500 enhancer candidates that were characterised by increased chromatin accessibility, low DNA methylation levels and asymmetric enrichment of H3K9ac. Three identified candidates were putative or confirmed enhancers (*b1*, *tb1* and *bx1* enhancers). In contrast to animals, plant enhancer candidates show asymmetric chromatin features. Validation of enhancer candidates remains to be achieved. Future improvements in predicting enhancer candidates are expected from the investigation of more histone modifications as well as TF binding sites, the integration of genome-wide chromosomal interaction data and a direct functional analysis of candidates, e.g. by targeted genome editing. A better understanding of the regulatory code in maize not only helps to better compare transcription regulation in highly complex genomes of different kingdoms but promises new targets for informed breeding in this important crop. Our data provide a framework for the maize community to characterise the regulation of genes of interest.

## Methods

### Experimental methods

#### Plant stocks and material

The seed stock of the maize B73 inbred line used in this study was obtained from J. Gardiner (University of Arizona, Tucson, AZ, USA) in 2013. It was obtained from the North Central Regional Plant Introduction Station in Ames, IA, USA (order no.: 169545, accession: PI550473, lot: 94ncai02). It is from the same accession (PI 550473) that was used for the maize B73 genome sequencing project [41], but a different lot number because it was requested several years later. The *B-I* plant stock used in this study (W23) was obtained from V.L. Chandler (University of Arizona, Tucson, AZ, USA). Maize plants were grown in the greenhouse at two different locations: The Max Planck Institute for Plant Breeding Research in Cologne (MPIPZ) and the University of Amsterdam (UvA). At the MPIPZ, maize plants were grown for DNase-seq and RNA-seq. At the UvA, maize plants were grown for H3K9ac ChIP-seq and RNA-seq. At both locations plants were grown in soil under 16-h/8-h light/dark cycles at an average temperature of 23 °C. The plants were harvested at the V2 stage (two collars visible; V2-IST), V5 stage (five collars visible; V5-IST) or when the silks started emerging from the husks. The two tissues used for the RNA-seq, DNase-seq and ChIP-seq experiments were the inner stem tissue of V2 seedlings, which is composed of the seedling stem with the outer leaves and all exposed leaf blades removed, and the soft inner husk leaves surrounding the ear; the tough outer husk leaves were discarded (Additional file 1: Figure S1).

#### RNA-seq

RNA for RNA-seq experiments was isolated at both locations. To be able to examine reproducibility and comparability, per tissue, three biological replicates were analysed, each consisting of pooled material from three plants. The inner husk leaves and inner stem tissue of V2 seedlings were flash frozen in liquid nitrogen 9–11 h after dawn. After grinding in liquid N_2_, 100 mg material was used for RNA extraction with TRIzol (ThermoScientific) following the manufacturer’s instructions except that the top aqueous phase was transferred to a new tube, 500 μL of isopropanol were added, followed by mixing and incubation for 10 min at RT. The entire sample was transferred in two steps to an RNeasy MINI spin column (Qiagen RNeasy kit) and centrifuged for 15 s at 8000 × g. The flow-through was discarded and 700 μL of the Qiagen RW1 buffer was added. Two washing steps were performed using 500 μL of the Qiagen RPE buffer. RNA was eluted in 50 μL RNase-free water and the concentration was assessed spectrophotometrically (Nanodrop, ThermoScientific). Next, RNA samples were diluted to a concentration of 200 ng/μL and treated with DNase I (DNA-free kit, Ambion) according to the manufacturer’s instructions. Samples were then extracted with 1 volume of phenol:chloroform:isoamyl alcohol (25:24:1 v/v) and centrifuged for 5 min at 13,000 × g at 4 °C. The same step was repeated twice. Next, 80% of the aqueous phase volume was transferred into a new tube and precipitated with 1/10th volume of 3 M Sodium Acetate pH 5.6, two volumes of 100% ethanol and 1 μL of glycogen (10 mg/mL), followed by centrifugation at 13,000 × g for 15 min at 4 °C. The pellet was subsequently washed twice with 70% ethanol and finally resuspended in 20 μL of RNase-free water. The concentration was measured spectrophotometrically (Nanodrop, ThermoScientific) and 1 μg of RNA was separated on a 1.2% agarose 1× MOPS (3-N-morpholinol propane sulfonic acid) gel to assess RNA quality. The concentration was adjusted to 400 ng/μL and 500 ng of total RNA was treated with the Ribo-Zero rRNA Removal Kit (Plant Leaf, Epicentre) to specifically remove ribosomal RNAs. RNA-seq libraries were prepared with the NEBNext Ultra™ Directional RNA Library Prep Kit for Illumina sequencing (New England Biolabs). Quality and quantity were assessed at all steps of the library preparation by capillary electrophoresis (Agilent Bioanalyser and Agilent Tapestation). Sequencing was performed with TruSeq v3 chemistry on a HiSeq2500. Approximately 15–20 million of 100-bp single-end reads were obtained for each library.

#### DNase-seq

##### Nuclei preparation

For each inner stem tissue sample (V2 stage) and inner husk leaf sample, nuclei were extracted from 12 V2 stage maize seedlings and three husks according to the protocol of Steinmüller and Appel [98]. For each tissue, two biological replicate samples were used. Briefly, tissue was ground in liquid nitrogen, 5 g were transferred into an ice-cold 50 mL centrifuge tube, 25 mL of cold nuclei isolation buffer (20 mM Tris-HCl pH8, 250 mM sucrose, 5 mM MgCl2, 5 mM KCl, 40% glycerol, 0.25% Triton X-100, 0.5 mM EGTA pH 8, 5 mM EDTA pH8, 0.1 mM PMSF, 0.1% 2-mercaptoethanol, 1:1000 Proteinase Inhibitor Cocktail (Sigma)) were added and the tube was flicked until the powder was in suspension. The tube was rotated at low speed at 4 °C until the sample was completely thawed (about 30 min). The tissue suspension was filtered through successive layers of 60 μm and 20 μm nylon mesh (Nylon Net Filters, Millipore) into an ice-cold 50 mL centrifugation tube and centrifuged at 6000 × g for 15 min at 4 °C. The supernatant was discarded and the pellet resuspended in 15 mL of ice-cold nuclei isolation buffer using a 1 mL cutoff pipette tip, followed by centrifugation at 6000 × g for 12 min at 4 °C. The pellet was resuspended in 10 mL of ice-cold nuclei isolation buffer and centrifuged at the same conditions again, followed by resuspending the pellet in 1 mL of ice-cold nuclei storage buffer (20% glycerol, 20 mM Tris pH 7.5, 5 mM MgCl2, 1 mM DTT). To check the quality and abundance of the nuclei, a 20-μL aliquot was stained with 1 μL DAPI (1 mg/mL) and examined by fluorescent microscopy. The nuclei suspensions were flash frozen in liquid nitrogen and stored at –80 °C until further use.

##### DNase I digestion

DNase I treatment was adapted from Chandler et al. [99]. Nuclei suspensions were thawed on ice while preparing the solutions for DNase I digestion. One undigested control and four concentrations of DNase I (50, 100, 150 and 200 U/mL) were used (Additional file 1: Figure S15). In total, 2.5 mL of DNase I buffer (50 mM Tris pH8, 250 mM sucrose, 100 mM KCl, 0.1 mM CaCl2, 5 mM MgCl2, 50 μg/mL BSA, 0.05 M beta mercaptoethanol) was prepared per sample. The DNase I dilutions were prepared by mixing DNase I (Roche) with DNase I dilution buffer (20 mM Tris pH7.5, 50 mM NaCl, 1 mM DTT, 100 μg/mL BSA, 50% glycerol). A total of 1 mL of nuclei suspension was divided in 5 × 200 μL in 1.5-mL microcentrifuge tubes using cutoff pipette tips. The tubes were centrifuged at 1500 × g for 5 min at 4 °C and the supernatant was discarded. A total of 100 μL of 100 mM EDTA pH 8, followed by 600 μL of phenol/chloroform/isoamylalcohol (25:24:1 v/v), were added to the tube for the undigested control and set aside at room temperature after thorough mixing. The other pellets were resuspended in 475 μL of cold DNase I buffer by rubbing the tubes against a plastic tube rack and letting them incubate for 3 min at 25 °C. In total, 25 μL of each of the DNase I dilutions were added to the respective tubes with nuclei suspensions and incubated for 10 min at 25 °C. The reaction was stopped by adding 100 μL of 100 mM EDTA pH 8, mixing and adding 600 μL of phenol/chloroform/isoamyalcohol. All samples, including the undigested control, were shaken by hand or using a tissue lyser (Qiagen) at 8 Hz for 5 min. A second phenol/chloroform/isoamyalcohol extraction was performed, followed by an RNase A treatment (2 μg/mL final concentration) at 37 °C for 10 min. Totals of 600 μL isopropanol, 50 μL of 7.5 M ammonium acetate and 2 μL of 10 mg/mL glycogen were added followed by centrifugation at 16,000 × g for 30 min at 4 °C. Two 70% ethanol washings were performed and the pellets were finally resuspended in 30 μL 10 mM Tris-HCl pH 8.5. The concentration of nuclei acids was then assessed spectrophotometrically (Nanodrop, ThermoScientific) and the entire sample (30 μL) was mixed with 6 μL Cresol Red loading buffer (1.75 M sucrose (60%), 5 mM cresol red, pH 8) and loaded on an agarose gel (1× TAE buffer, 1.5% agarose, 0.5 μg/mL ethidium bromide). Gel visualisation under ultraviolet light indicated which digestion fulfilled the requirement that the DNA is only partially digested (Additional file 1: Figure S15). In our hands, these were the samples digested with 50 U/mL of DNase I. One should test several concentrations as the digestion efficiency can vary depending on the batch of DNase I enzyme and chromatin concentration. The DNA fractions in the range of 100–300 bp were extracted from the gel using gel purification (NucleoSpin Gel, Macherey Nagel) and the DNA was eluted from the column in 15 μL of 10 mM Tris-HCl pH 8.5. The DNA concentration was measured using Quant-iT PicoGreen (Invitrogen) on a fluorometer (Synergy 4 Hybrid Multi-Mode Microplate Reader, BioTek). A DNA concentration range of 1–3 ng/μL was obtained.

##### Naked DNA control

gDNA was extracted from 100 mg of inner husk tissue derived from three pooled husks using the DNeasy Plant Mini kit (Qiagen) and following the manufacturer’s instructions. A total of 1.7 μg of gDNA was digested with 50 U/mL of DNase I following the same protocol as described for chromatin.

##### Library preparation and sequencing

DNA samples were diluted to 1 ng/μL in a total volume of 10 μL followed by library preparation using the Ovation Ultralow DR Multiplex kit (NuGEN) according to the manufacturer’s protocol. Fifteen cycles of amplification were performed for the naked DNA sample and 16–18 cycles for the chromatin-derived samples. The libraries were sequenced on an Illumina Hi-Seq2500 platform and approximately 20–30 million 100-bp single-end reads were obtained for each library.

#### ChIP-seq and ChIP-qPCR

The ChIP procedure was based on the original protocol from Haring et al. [100] with minor modifications. In short, plant samples (five inner stems from V2 plants or 3 g of inner husk leaves per sample) were fixed with formaldehyde. Chromatin was extracted and sonicated. The soluble fraction was then immunoprecipitated using antibodies against H3K9ac (Abcam, ab10812), H3K27ac (Abcam, ab4729), H3K4me1 (Abcam, ab8895) or rabbit serum (No antibody control, Sigma no. R9133) using protein-A coated magnetic beads (ChIP-seq, Diagenode, kch-802) or protein-A agarose beads (ChIP-qPCR, Sigma-Aldrich). Immunoprecipitated DNA was recovered, decrosslinked and column-purified (Qiagen, 28104). For each ChIP-seq library, three ChIP samples were pooled yielding about 50 ng of DNA prior to adapter ligation and PCR amplification. Adaptor ligation (TrueSeq Universal adapter, Illumina) and PCR amplification were performed for each pooled ChIP sample using the KAPA Hyperprep kit (KAPA, KK8500) as indicated by the manufacturer. The efficiency of the conversion process was assessed by comparing the input ChIP sample to the obtained ChIP-seq library on an Agilent High Sensitivity D1000 ScreenTape System. Efficient conversion corresponds to a visible 100 bp shift in fragment sizes and an unbiased increase in DNA concentration. For all samples, approximately 30 million 100-bp single-end reads were generated on an Illumina HiSeq2500 platform.

For ChIP-qPCR, the column-purified material (4 μL out of 80 μL) was mixed with 2 μL of each primer (10 μM; Additional file 5) and 4 μL of the 5X FIREPol Evagreen qPCR Mix plus (Solis Biodyne) in a total volume of 20 μL and run on an Applied Biosystem 7500 Real Time PCR system (50 °C, 2’; 95 °C, 10’, 45 cycles: 95 °C, 15”; 65 °C, 1’). For each primer pair, a calibration curve was generated using DNA isolated from fixed, sonicated chromatin (100 ng/μL; dilutions 1/64, 1/256 and 1/1024) to test primer efficiency and calculate DNA quantities from ChIP samples. Enrichment is calculated as the mean quantity of the different biological replicates (2–5) and normalized over the quantity at the maize *actin* locus. All PCR primer sequences are listed in Additional file 6: Table S5.

#### Computational analysis

For all the analysis, the B73 maize genome sequence and annotation version 4 (AGPv4) [39] from Ensembl Plants [40] were used as the reference. Data on chromosomes 1 to 10, excluding contigs, were used for all the analysis. For statistical enrichment analysis, permutation tests were performed (n = 1000) [101]; the randomisation of features within the uniquely mappable part of genome was performed using BEDtools [102].

#### RNA-seq

The sequenced reads were trimmed at the both ends based on sequencing quality (Q20) and remaining Illumina adaptor sequences were removed using Trimmomatic [103]. When the remaining read length was less than 35 bps, the read was removed from the analysis. The reads were aligned, allowing one mismatch, to the reference genome using TopHat2 [104] and Bowtie [105]. Transcript assembly and gene expression level calculation for each replicate were performed with a guided reference [40] using the Cufflinks pipeline (Cufflink, Cuffquant and Cuffnorm) [106]. The RPKM values and the significance of the differential expression levels for each gene were calculated taking the variance over the six replicates using Cuffdiff [86]. The RPM coverage in the genome was calculated using BEDtools [102].

#### DNase-seq and ChIP-seq

For DNA-seq data, to assess technical variation, two independent DNase-seq libraries were generated from one biological husk sample and the number of shared DHSs were counted after MACS2 peak calling [47]. The two replicates shared 14,401 DHSs (66% and 88% of the peaks in replicate 1 and 2, respectively; Table S2). We concluded that the results from the technical replicates were comparable. The reads from the two technical replicates were therefore pooled and treated as one biological replicate in the further analysis.

H3K4me3 ChIP-seq data were obtained from the NCBI database (SRX1073672; [61]). The quality filtering of the sequencing data was done in the same way as described in the BS-seq analysis section. The reads were aligned to the reference genome using BWA [107]. Non-uniquely mapped reads were filtered out with a MAPQ cutoff value of 20 using samtools [108]. Peaks were called for each biological replicate with a q-value cutoff of 0.001 using MACS2 [47]. During the peak calling, naked DNA digestion data and input control data were used as controls for DNase-seq and for ChIP-seq, respectively. Only peaks with 70% or larger overlap between replicates were kept for analysis. If there were three replicates, overlapping peaks in two replicates were identified first and then the third replicate was compared to the already-integrated peaks.

#### BS-seq

Raw data of genome-wide bisulphite sequencing experiments on wild-type B73 coleoptile shoot tissue (harvested five days after the start of germination) [35] was obtained from the NCBI database (GSE39232). FastX toolkit [109] was used to filter artefacts introduced by library construction such as linker and/or adaptor sequences, and to filter reads of which the qualities of more than 80% of the bases were lower than a threshold of Q20. The reads were trimmed based on their per-base sequence qualities and reads shorter than 70 bases after trimming were removed using PRINSEQ [110]. The read mapping to the reference genome and methylation base calling was performed using BS-seeker2 [111]. The LUMRs were identified for both CG and CHG data using MethylSeekR [31]. The threshold for percent methylation for the low methylated regions (LMRs) was set to 20%. MethylSeekR [31] defines unmethylated regions (UMRs) and LMRs; in this study, we combined both regions into one class, LUMRs. Any identified regions with more than or equal to 20% DNA methylation using bwtool [48] were further filtered out. For enhancer identification, regions with both low CG and low CHG methylation, which were identified using BEDtools [102], were called LUMRs. The methylation frequency at every mCG, mCHG and mCHH position was extracted for further analysis.

#### Characterisation of each dataset

Genomic regions were defined as follows: genic regions, exons and TEs were annotated according to the reference annotation. The annotated exons include the untranslated regions (UTRs). The entire genome, except for the genic regions, were called intergenic regions. Introns were genic regions excluding exons. Promoters were defined as the sequence 1 kb upstream and 200 bp downstream of TSSs. Flanking regions were defined as sequences 4 kb upstream from promoter regions and 5 kb downstream from the TTSs. Distal regions were intergenic regions that were not classified above. Uniquely mappable regions in the whole genome were identified using Uniqueome [42] for theoretical read lengths of 93 bp, which was the longest read possible for the ISAS uniqueome aligner (http://www.imagenix.com) to handle and closest to the actual read length (100 bp), allowing two mismatches. The ISAS uniqueome aligner performs all-against-all sequence alignment with a given read length (93 bp in this case) and deduces percent uniqueness for each nucleotide position based on the percentage of reads mapped to this position that are uniquely mapping at this location. In this study, uniquely mappable regions showed 90% or higher uniqueness. The number of uniquely mappable base pairs within each genomic region was counted using BEDtools [102] and plotted using the plotrix package [112] in R [113].

The total lengths of each genomic region in Mbs and the numbers of features (DHS, H3K9ac and LUMR) overlapping with the defined genomic regions were counted using BEDtools [102] and plotted using R [113].

For correlations between gene expression levels and DNase hypersensitivity or H3K9ac enrichment, first the genes were binned based on their expression levels in RPKM from the lowest (bin 0) to the highest (bin 6). Bin 0 contains all the genes with no and lower than 1 RPKM expression. The other six bins were defined so that each bin contained exactly the same number of genes. The average intensities of DNase hypersensitivity and H3K9ac enrichment in RPM over genic regions were calculated using bwtool [48] and plotted using R [113].

### Data integration

#### Candidate identification

The enhancer prediction in this study was focused on active enhancers. The DNase I hypersensitivity, H3K9ac enrichment and LUMR data were integrated. All LUMRs that overlap with DHSs and H3K9ac (Fig. 2), excluding the ones overlapping with genes and promoter regions, and the numbers of candidates overlapping with TEs and CNSs were selected and counted using BEDtools [102]. The CNS coordinate data were extracted from published rice v6 versus maize v2 data [66] and the coordinates were converted from v2 to v4 using Assembly Converter available on Ensembl Plants [40].

#### TE enrichment analysis

TE annotations are available at the Gramene database (ftp://ftp.gramene.org/pub/gramene/CURRENT_RELEASE/data/gff3/zea_mays/repeat_annotation/) [67] and TE families have been named according to the guidelines described at the Maize TE database (http://maizetedb.org/cgi-bin/cgiwrap/maize/TE_show_family.cgi?do_table = 1).

To prepare the annotation file, nested TE insertions were resolved using RTrackLayer [114] in R [113]. Bedtools intersect [102] was then used to find overlaps between enhancer candidate coordinates and TE coordinates. Enhancers candidates that were at least 80% contained within a single TE were selected for further analysis. To create a baseline for the number of TEs that could contain an intergenic enhancer candidate, the full list of TEs was filtered for elements not contained within introns and that are longer than 635 bp, long enough that the enhancer candidates at the 20th percentile by length could overlap 80% of a TE. The filtered TE set was used as the baseline for number of elements within families containing enhancer candidates (Additional file 4: Dataset 3) and for comparisons between TEs with and without enhancer candidates. Conserved sequence motifs were identified using four de novo motif discovery tools, HOMER, MEME, DREME and RSAT plants [68–71] and enhancer candidates, the TE family RLG00010 and randomly selected intergenic sequences of the corresponding size were scanned for the identified motifs using FIMO [77].

#### Heatmap plot

For DNase I hypersensitivity and H3K9ac enrichment, RPM signal tracks were generated from pooled data during peak calling using MACS2 [47]. DNase I hypersensitivity, H3K9ac enrichment and transcript coverage data, methylation frequency data and TE annotation data (0 = absence, 1 = presence of TEs) were converted to BigWig files using wigToBigWig tool [115]. For the DNA methylation data, methylation frequency over 100-bp fixed-windows were calculated using bwtools [48].

The data on DNase I hypersensitivity, H3K9ac enrichment, mCG, mCHG and mCHH levels, TE presence and transcript levels were extracted for each DHS and its 1-kb flanking regions in our candidate list using bwtool [48]. The DHSs were clustered based on H3K9ac enrichment with k-means clustering, re-ordered, and all the datasets were plotted according to the order defined based on H3K9ac k-means clustering using the gplots package [116] in R [113]. For the heatmap profile at TSSs, 429 DHSs mapped at TSSs in V2-IST and 1400 in husk were randomly selected and heatmaps were generated in the same manner as for the DHSs in the candidates. To make the heatmaps comparable, for DHSs at TSSs, the same number of DHSs were selected as the number of DHSs in candidates in the two tissues.

#### Genomic feature profiling at DHSs in enhancer candidates and TSSs

To understand the behaviour of H3K9ac enrichment and DNA methylation around DHSs at our potential candidate regions, average profiles were generated. First, all the intergenic DHSs were taken. For each DHS, H3K9ac enrichment values 300 bp upstream and downstream were extracted using bwtool [48] and the end with higher H3K9ac enrichment was defined as 3' end of the DHS. Using bwtool [48], the average RPM for DNase I hypersensitivity and H3K9ac enrichment and methylation frequencies at CG, CHG and CHH were calculated at the intergenic DHSs and their flanking regions. The values were plotted using R [113]. Average profiles for TSSs were generated in the similar manner except the DHSs were oriented based on their gene strand. For generating average plots for each category, the DHSs were first binned by the categories and average values were calculated for each bin.

#### Candidate ranking

Once enhancer candidates were identified, they were ranked according to their presumed tissue-specificity. We assumed that the tissue-specificity of an enhancer is correlated to its DNase I hypersensitivity and H3K9ac enrichment. Therefore, the tissue-specificity of each candidate was determined using the largest differences in DNase I digestion sensitivity and H3K9ac enrichment between the two tissues (Fig. 2). For each candidate, for both the DNase hypersensitivity and H3K9ac enrichment separately, the intensity differences in the candidate region were calculated from the signal tracks and the largest values were taken as the difference using bwtool [48]. The candidates were then ranked based on the differences in DNase I hypersensitivity and H3K9ac enrichment independently and the DNase I and H3K9ac rankings were summed for each candidate. Then, the enhancer candidates were re-ranked based on the sum. The V and H numbers provided in the Additional files 2 and 3 show the final ranking after the summation. For *p* value calculation, two (or three for H3K9ac husk data as it had three replicates) lists of numbers (1 to 398 for V2-IST, 1 to 1320 for husk tissue, the same number as the numbers of candidates) were generated. Random combinations of two (or three) numbers were summed and re-ranked according to the sum 1000 times to create lists of theoretical summation scores for each ranking. The frequency occurrence of the value less than or equal to the real data in the theoretical score list was computed and provided as *p* values.

#### Linking enhancer candidates to potential target genes

Enhancer candidates were linked to putative target genes based on the defined tissue-specificity of candidates and expression data of nearby genes. The assumption was that an enhancer targets its closest upstream or downstream gene. First, gene expression levels and the statistical significance of their differential expression data from Cuffdiff [86] were linked to the gene coordinate data. The closest upstream and downstream genes were identified for each candidate using BEDtools [102]. For tissue-specific candidates, significantly differentially expressed genes were identified first, then the tissues in which the genes were expressed higher were identified. When the tissue-specific gene expression levels matched with the tissue-specificity of the candidate, the gene(s) was linked to the candidate. For example, if one of the candidates was determined as V2-IST-specific and the upstream gene had higher expression in V2-IST than in husk, we concluded that the candidate most probably regulates its upstream gene. For shared candidates, adjacent genes being expressed in both tissues were associated.

## Additional files

Additional file 1: Figure S1. The tissues used in this study. **Figure S2.** Reproducibility of RNA-seq data. **Figure S3.** Randomised distributions of features over genomic regions within the uniquely mappable part of the genome. **Figure S4.** (A) The size distributions of the different features in base pairs and (B) the distributions of the gene expression levels in the two tissues. **Figure S5.** Characteristics of enhancer-overlapping TEs. **Figure S6.** Examples of (A, B) enhancers that contain TEs and (C, D) TEs that contain an enhancer. **Figure S7.** Example of data on *tb1* enhancer. **Figure S8.** Asymmetric H3K9ac enrichment at candidate DHSs. **Figure S9.** Average profiles of the enhancer candidates in V2-IST and husk for each category. **Figure S10.** Heatmaps of chromatin, DNA and transcript features at TSSs. **Figure S11.** Average profiles of randomly selected TSSs in V2-IST and husk for each category. **Figure S12.** Comparison of expression levels between genes and enhancer candidates in V2-IST and husk. **Figure S13.** Heatmaps and average profiles of H3K9ac and H3K4me3 at (A, B, D) candidates and (A, C, E) TSSs. **Figure S14.** ChIP-qPCR data on H3K9ac and H3K4me1 enrichment at enhancer candidate regions. **Figure S15.** DNase I experiments resulting in the libraries sequenced and analysed in this study. **Table S1.** Sequencing datasets generated in this study. **Table S2.** Number of DHSs that overlap between replicates. **Table S3.** Number of H3K9ac peaks that overlap between replicates. **Table S4.** Number of TEs (for RLG family with and without candidates) and enhancers that carried the GGCCCA motif. Supplemental Methods.

Additional file 2: List of enhancer candidates in V2-IST. The columns indicate from left to right: chromosome number, start coordinate, end coordinate, candidate ID, DNase intensity ranking, DNase ranking *p* value, H3K9ac intensity ranking and H3K9ac ranking *p* value, absence or presence of CNSs.

Additional file 3: List of enhancer candidates in husk. The columns indicate from left to right: chromosome number, start coordinate, end coordinate, candidate ID, DNase intensity ranking, DNase ranking *p* value, H3K9ac intensity ranking and H3K9ac ranking *p* value, absence or presence of CNSs.

Additional file 4: Number of enhancer candidates overlapping with TEs in individual TE families. TE Superfamily column states which TE superfamily the TEs belong to, the TE family column provides the TE family IDs, the family members column lists the total number of elements remaining after removing short and intronic TEs (see methods). For V2-IST, Husk and total enhancer candidates, the number of candidates overlapping at least 80% with TEs within a family and the percent of TEs overlapping with enhancer candidates within the particular family are shown. In the p-val column, the *p* values calculated using the binomial test with Bonferoni correction are given for the total number of enhancer-containing TEs in a given TE family. The cells highlighted in yellow indicate the TE families significantly enriched for enhancer-containing TEs.

Additional file 5: List of tissue-specific and shared candidates and their linked genes. Columns from the left to right indicate: candidate chromosome location and coordinates and ID followed by chromosome coordinates, IDs, orientation, expression levels in V2-IST and husk of upstream and downstream adjacent genes. The significance of differential expression for flanking genes is indicated. NA means that the upstream or downstream gene did not fulfil the requirement to be associated as a target gene.

Additional file 6: List of primers used in ChIP-qPCR experiments. The first and second column indicate the loci the primers anneal to, and the name of the primer pairs, respectively. The right column indicates the sequences of the forward (F:) and reverse (R:) primers for each pair.

## Abbreviations

BS: Bisulphite conversion
ChIP: Chromatin immunoprecipitation
CNS: Conserved non-coding sequence
DHS: DNase I hypersensitive site
eRNA: enhancer RNA
LTR: Long terminal repeat
LUMR: Low and unmethylated DNA region
ncRNA: Non-coding RNA
seq: High-throughput sequencing
TE: Transposable element
TF: Transcription factor
TIR: Terminal inverted repeat.
TSS: Transcriptional start site
TTS: Transcription termination site
V2-IST: Inner-stem tissue of V2 stage seedlings
V5-IST: Inner stem tissue of V5 stage seedlings

# Supplementary material for: Genome-wide mapping of transcriptional enhancer candidates using DNA and chromatin features in maize
**Source:** Genome Biol. 2017 Jul 21;18:137. doi: 10.1186/s13059-017-1273-4
**Supplement:** Supplementary file 1 — The tissues used in this study. Figure S2. Reproducibility of RNA-seq data. Figure S3. Randomised distributions of features over genomic regions within the uniquely mappable part of the genome. Figure S4. (A) The size distributions of the different features in base pairs and (B) the distributions of the gene expression levels in the two tissues. Figure S5. Characteristics of enhancer-overlapping TEs. Figure S6. Examples of (A, B) enhancers that contain TEs and (C, D) TEs that contain an enhancer. Figure S7. Example of data on tb1 enhancer. Figure S8. Asymmetric H3K9ac enrichment at candidate DHSs. Figure S9. Average profiles of the enhancer candidates in V2-IST and husk for each category. Figure S10. Heatmaps of chromatin, DNA and transcript features at TSSs. Figure S11. Average profiles of randomly selected TSSs in V2-IST and husk for each category. Figure S12. Comparison of expression levels between genes and enhancer candidates in V2-IST and husk. Figure S13. Heatmaps and average profiles of H3K9ac and H3K4me3 at (A, B, D) candidates and (A, C, E) TSSs. Figure S14. ChIP-qPCR data on H3K9ac and H3K4me1 enrichment at enhancer candidate regions. Figure S15. DNase I experiments resulting in the libraries sequenced and analysed in this study. Table S1. Sequencing datasets generated in this study. Table S2. Number of DHSs that overlap between replicates. Table S3. Number of H3K9ac peaks that overlap between replicates. Table S4. Number of TEs (for RLG family with and without candidates) and enhancers that carried the GGCCCA motif. Supplemental Methods.

## Supplemental Figures, Tables and Methods

(A) V2-IST

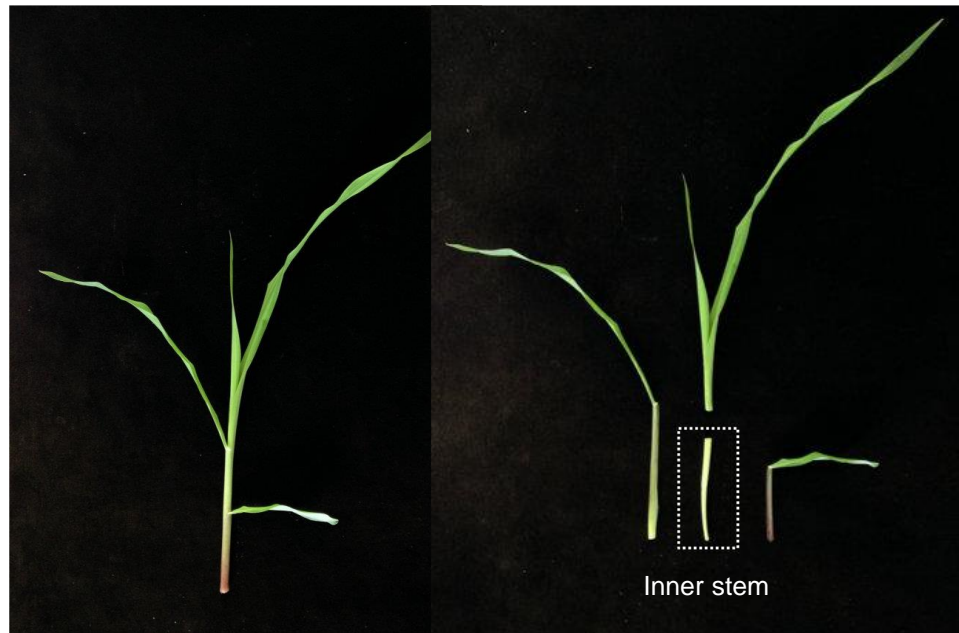

(B) Husk

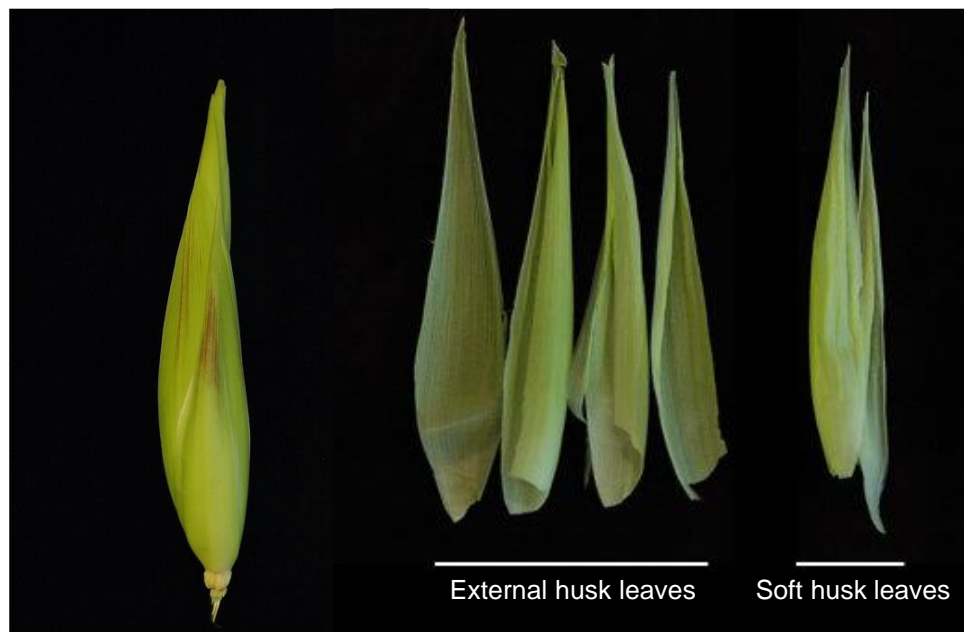

**Figure S1. The tissues used in this study.** (A) Inner stem tissue (at the right) isolated from V2 seedling (left) and (B) soft husk leaves (at the right) isolated from maize husk (left).

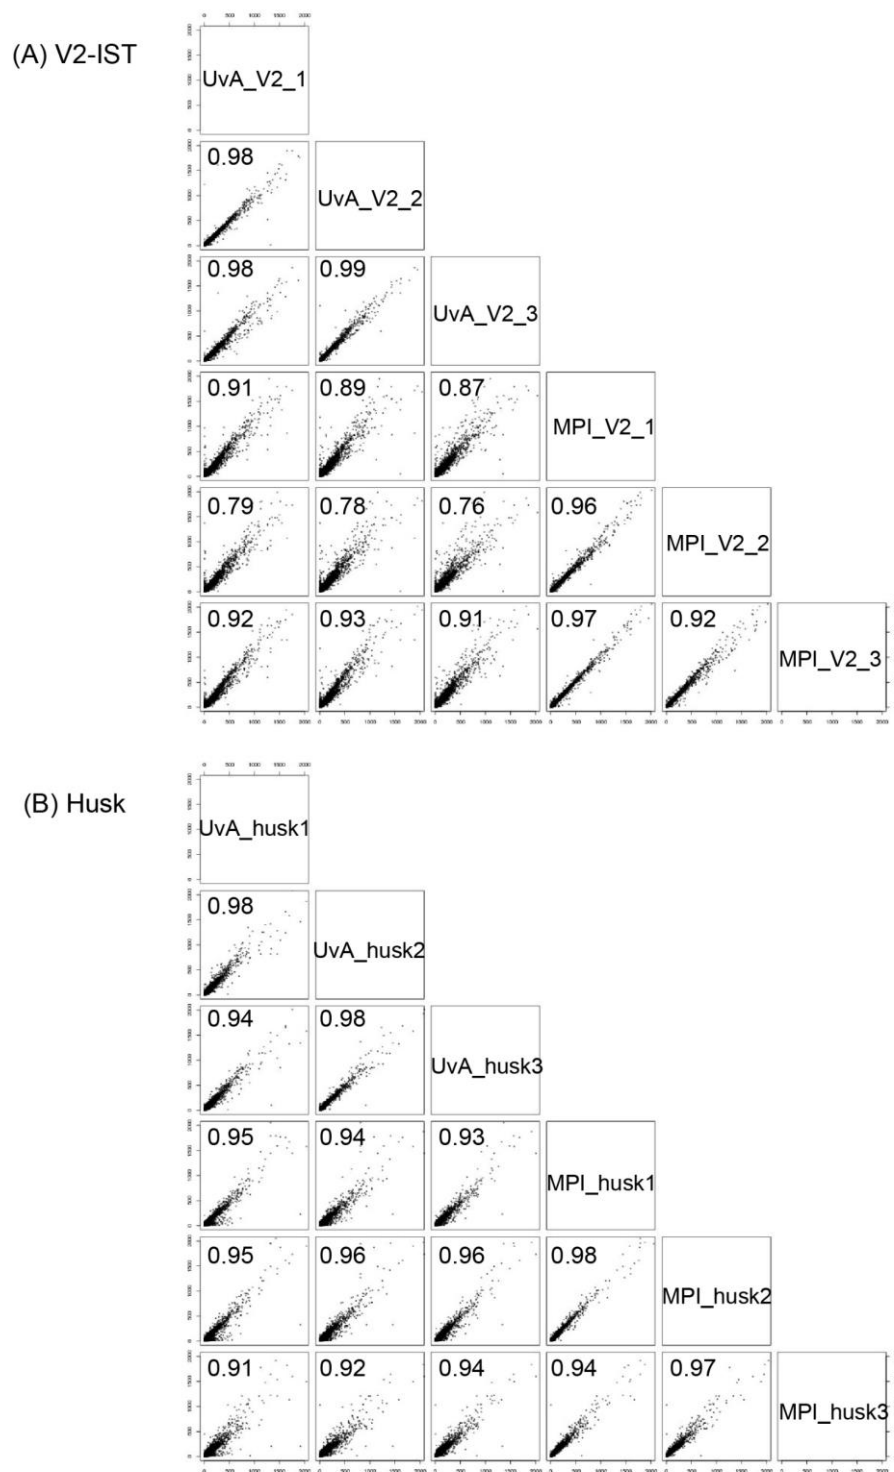

**Figure S2. Reproducibility of RNA-seq data.** Gene expression levels (in read counts) were plotted for all genes. Read counts were normalised by the total number of reads in the respective replicates. (A) V2-IST samples, (B) Husk samples. Pearson correlation coefficients are given in each scatter plot.

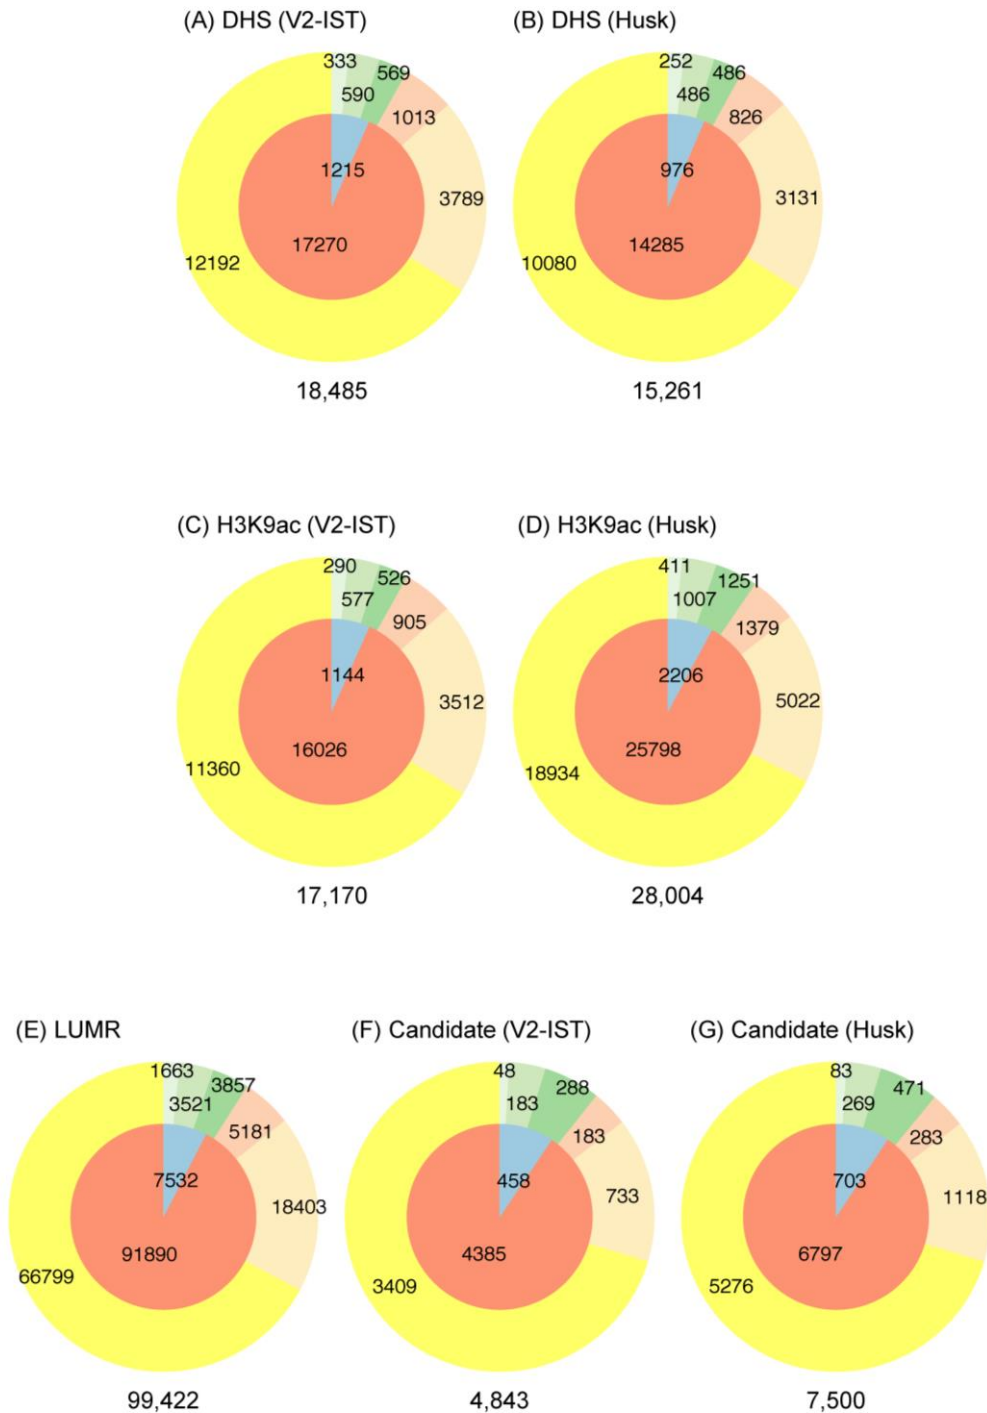

**Figure S3. Randomised distributions of features over genomic regions within the uniquely mappable part of the genome.** Distributions of (A, B) DHSs, (C, D) H3K9ac (E) LUMRs and (F, G) enhancer candidates over the different genomic regions. The numbers below the pie charts are the **total numbers of the indicated features in the genome**. **Inner ring:** intergenic (red) and genic (blue); **outer ring:** intergenic TEs (yellow), distal (sand), and flanking (peach) regions, promoters (dark green), exons (light green), and introns including intronic TEs (mint) as depicted in Figure 3A.

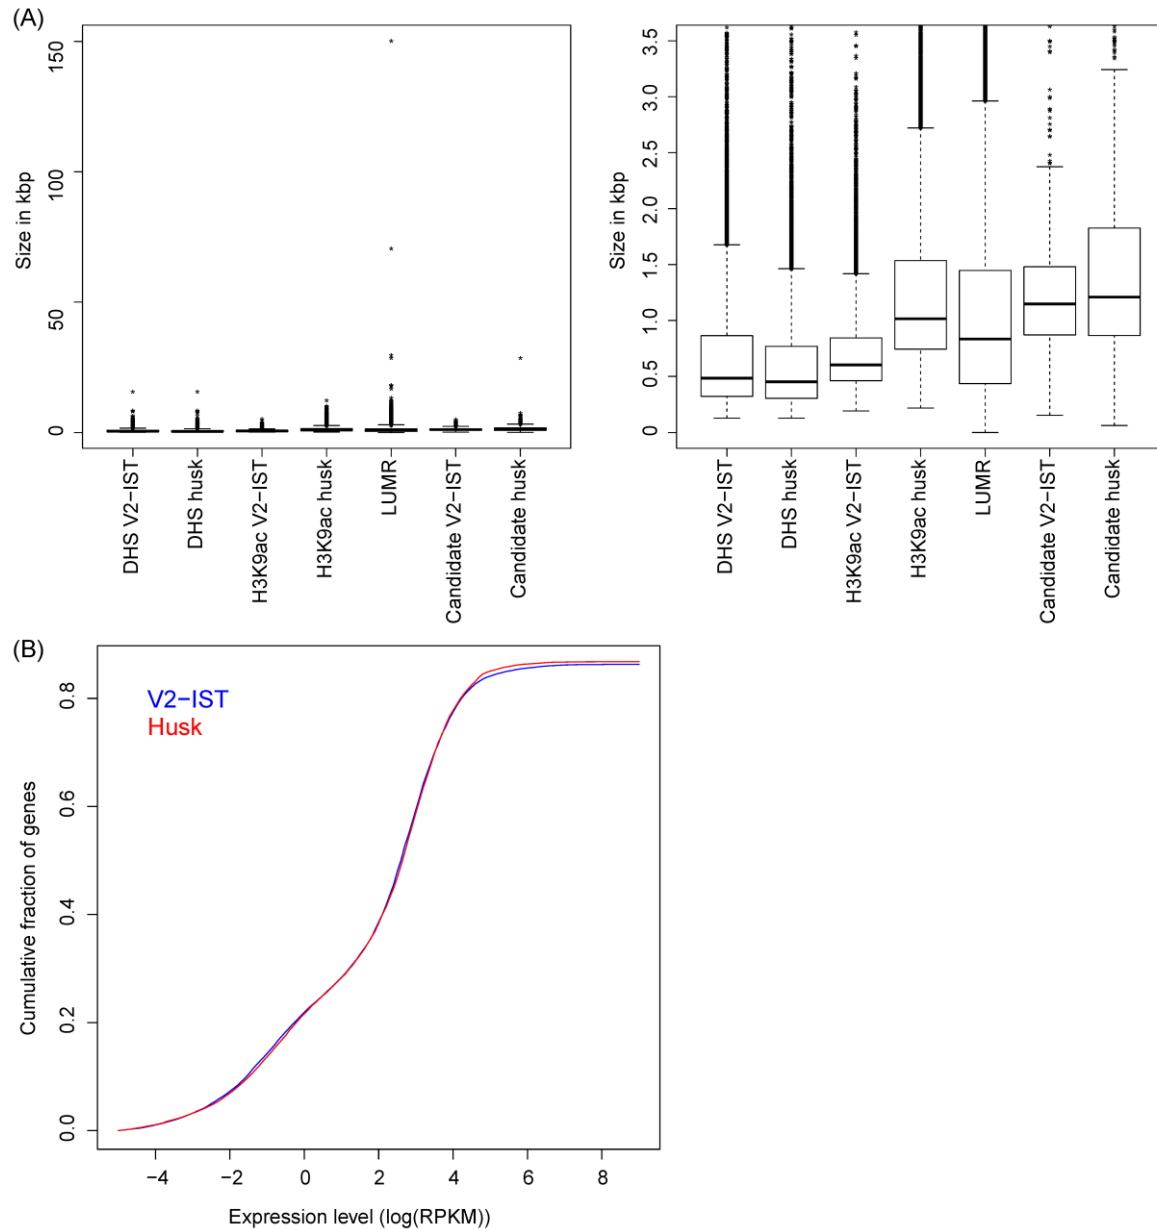

**Figure S4. Characteristics of genomic features and distribution of gene expression levels.** (A) Size distributions (in kilobase pairs) of chromatin and DNA features as indicated on x-axis categories. Left panel shows full ranges including all outliers, right panel a zoom into the data. Boxes include second and third quartile, the median is indicated by a horizontal black line. Whiskers extend the interquartile range by 1.5, values beyond are plotted as outliers. (B) Cumulative fraction of genes contributing to total expression quantified as sum of normalized (RPKM) RNA-seq reads in V2-IST (blue) and husk (red).

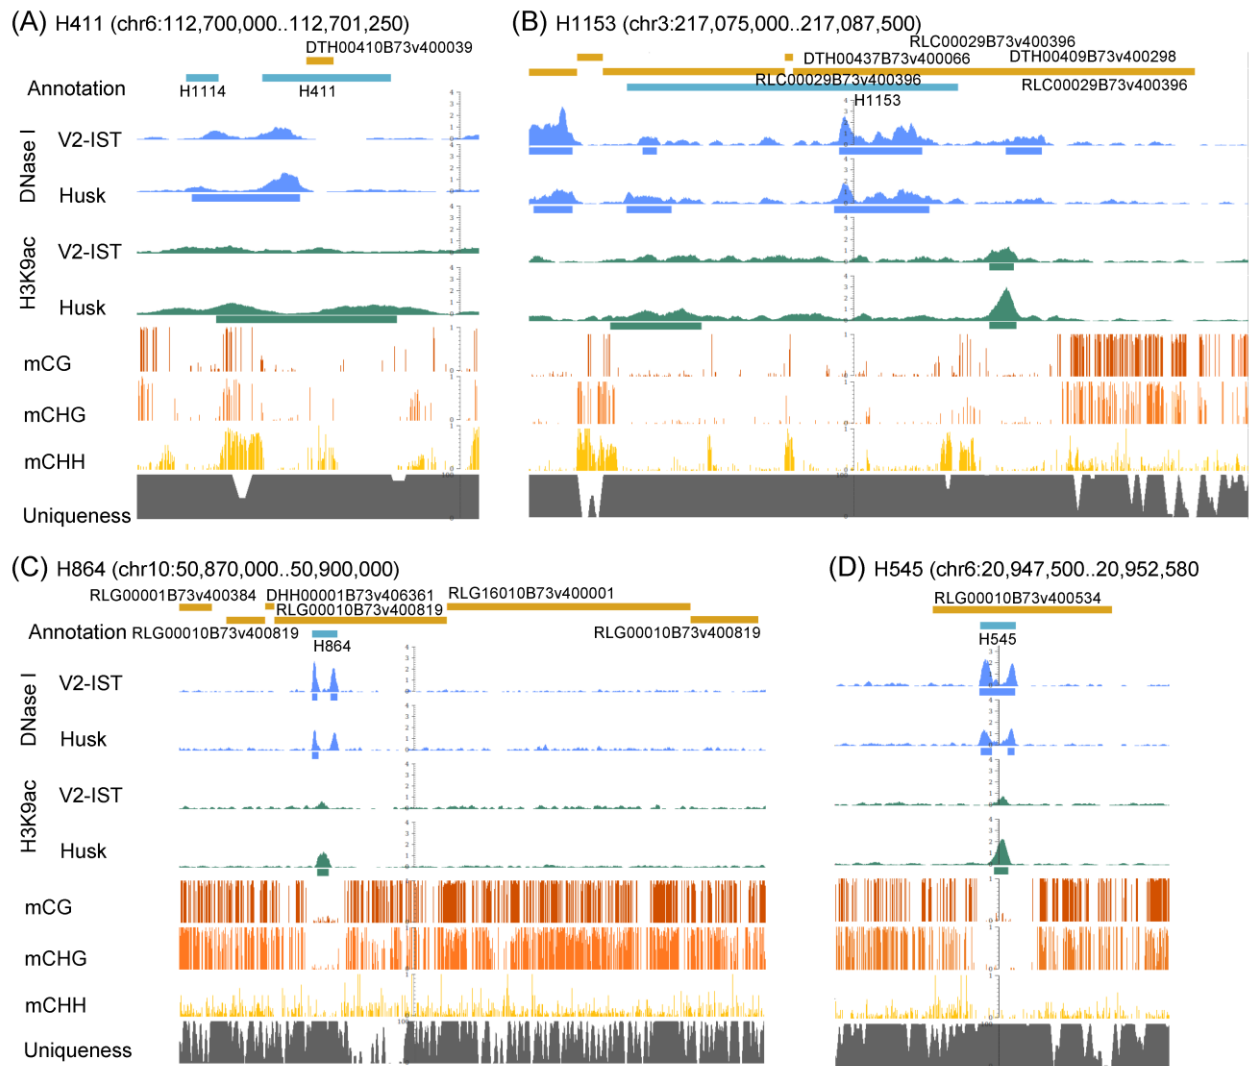

**Figure S5. Examples of (A and B) enhancers that contain TEs and (C and D) TEs that contain an enhancer. Jbrowse tracks show** from the top: AGPv4 TE (ochre) [1] and candidate enhancer (turquoise) annotation (H stands for husk candidate), DNase-seq (blue) and H3K9ac (green) coverage, and peak position (indicated as bars) in V2-IST and in husk, mCG, mCHG and mCHH levels [2] and Uniqueness as mappability in percentage. (A, B) H411 and H1153 containing DTH00410 and DTH00409, respectively, both belong to the TIR TE order. (C, D) RLG0010 family members containing enhancer candidates H864 and H545. Note that tracks for accessibility and H3K9ac coverage represent pooled replicates. Peaks at those tracks might not be present in each replicate, affecting enhancer candidate prediction.

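At each of the candidates in these examples a husk region was listed and no V2-IST region. The husk region at H411, on chromosome 6 from 112700575 to 112701898, covered all 942 bp of this candidate and reached 18 bp into candidate H1114. At H1153, on chromosome 3, a husk region of 1901 bp covered 1554 of the 6907 bp of the candidate, and the nearest V2-IST region started 651 bp beyond its end. H864, on chromosome 10, contained a husk region of 618 bp, and H545, on chromosome 6, one of 431 bp. The nearest V2-IST region lay 26886 bp from H411, 363770 bp from H864 and 82739 bp from H545.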

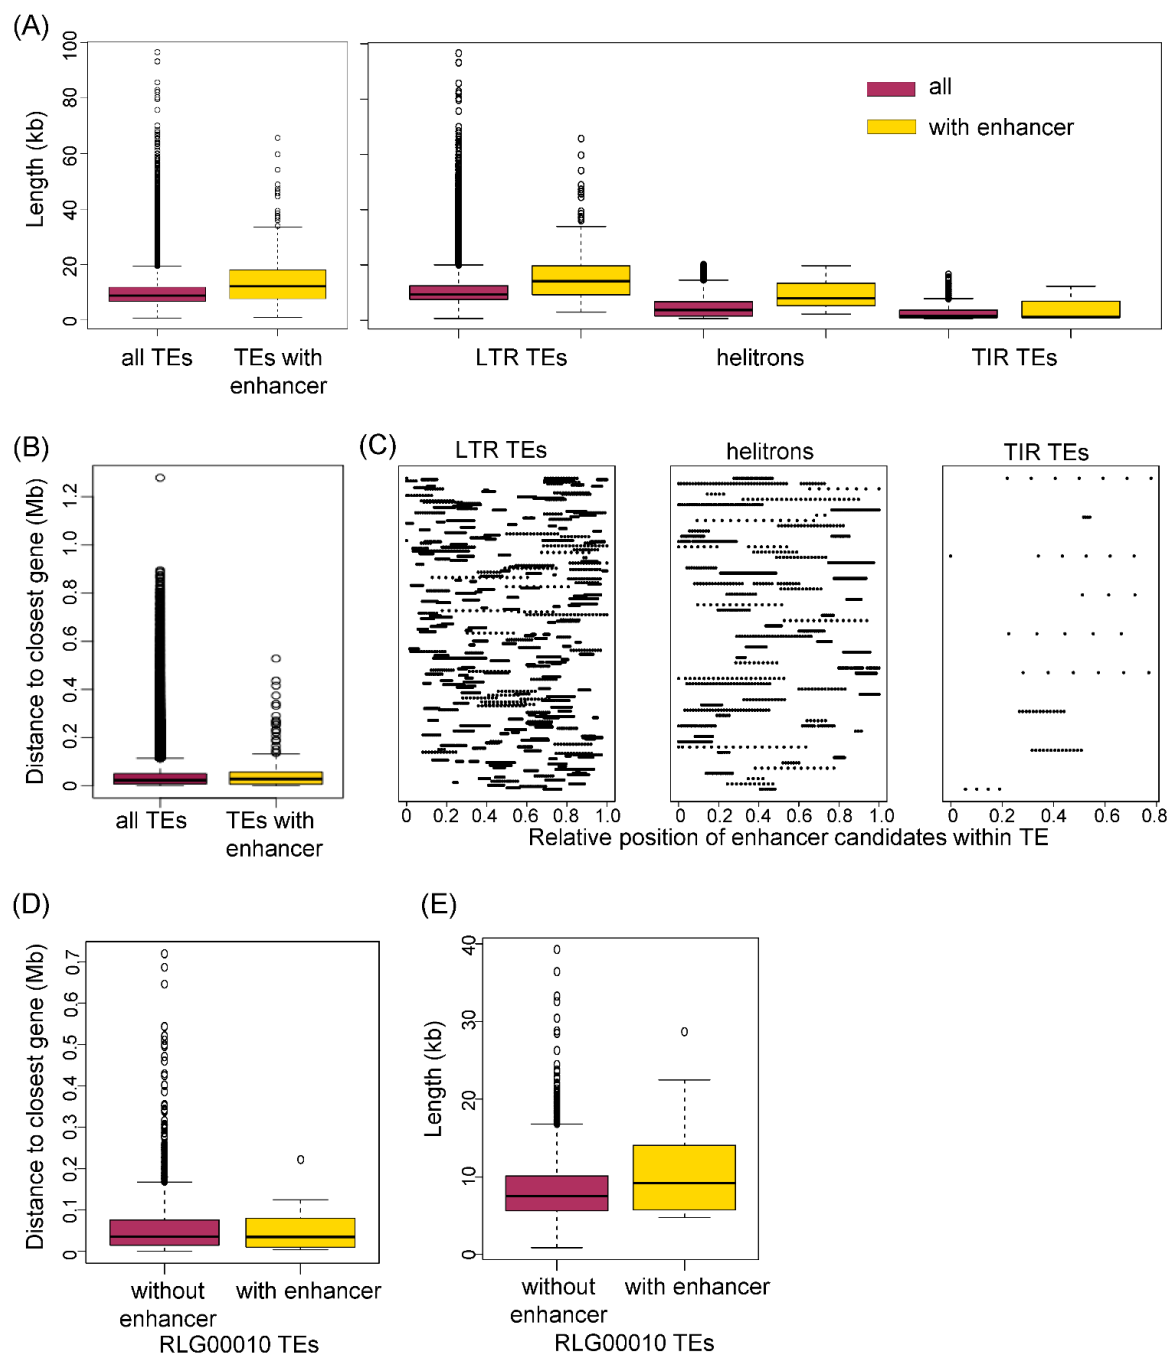

**Figure S6. Characteristics of enhancer-overlapping TEs.** Comparison of (A) the lengths of all TEs and per major TE order. (B) Distribution of distance between TEs and their closest flanking genes. (C) Relative locations of enhancer candidates within TEs per major order. (D, E) Comparison of RLG00010 family members with and without enhancer candidate for (D) distances to their closest flanking genes and (E) TE lengths. Boxes include second and third quartile, the median is indicated by a black line. Whiskers extend the interquartile range by 1.5, values beyond are plotted as outliers.

*tb1* locus (chr1:270478060..270556362)

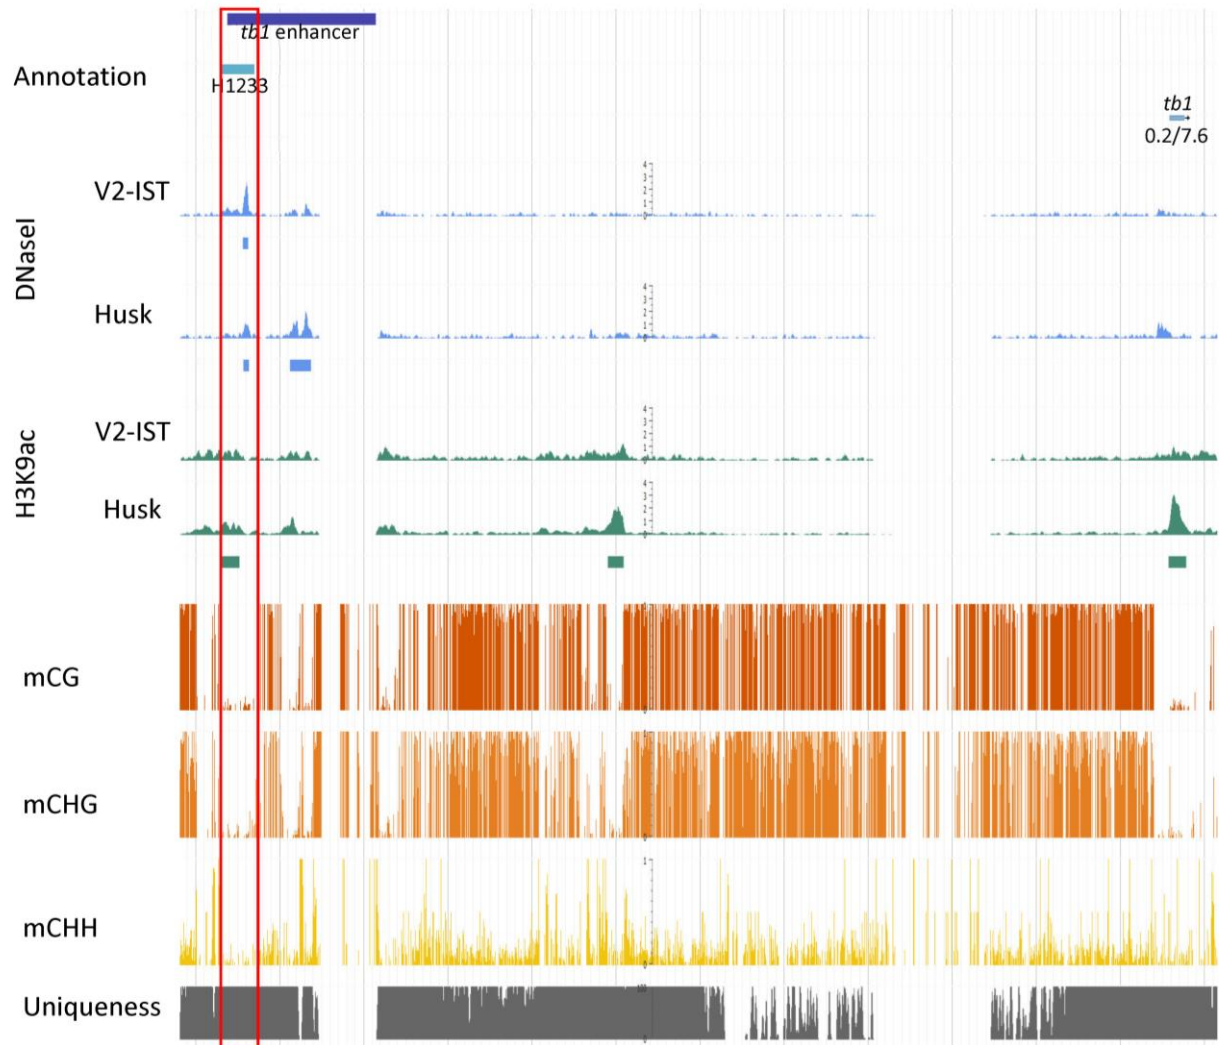

**Figure S7. Example of data on *tb1* enhancer.** From the top: AGPv4 genome annotation [1], candidate annotation from our prediction (H stands for husk candidate), DNase-seq and H3K9ac ChIP-seq read coverage and data on peak position (indicated as bars) in V2-IST and in husk, mCG, mCHG and mCHH levels [2] and unique mappability in percentage. The number under the gene name indicates gene expression levels (V2-IST/husk). The dark blue bar in the gene annotation track indicates the previously annotated *tb1* enhancer. The vertical red box indicates the enhancer candidate identified in this study. Note that tracks for accessibility and H3K9ac coverage represent pooled replicates. Peaks at those tracks might not be present in each replicate, affecting enhancer candidate prediction.

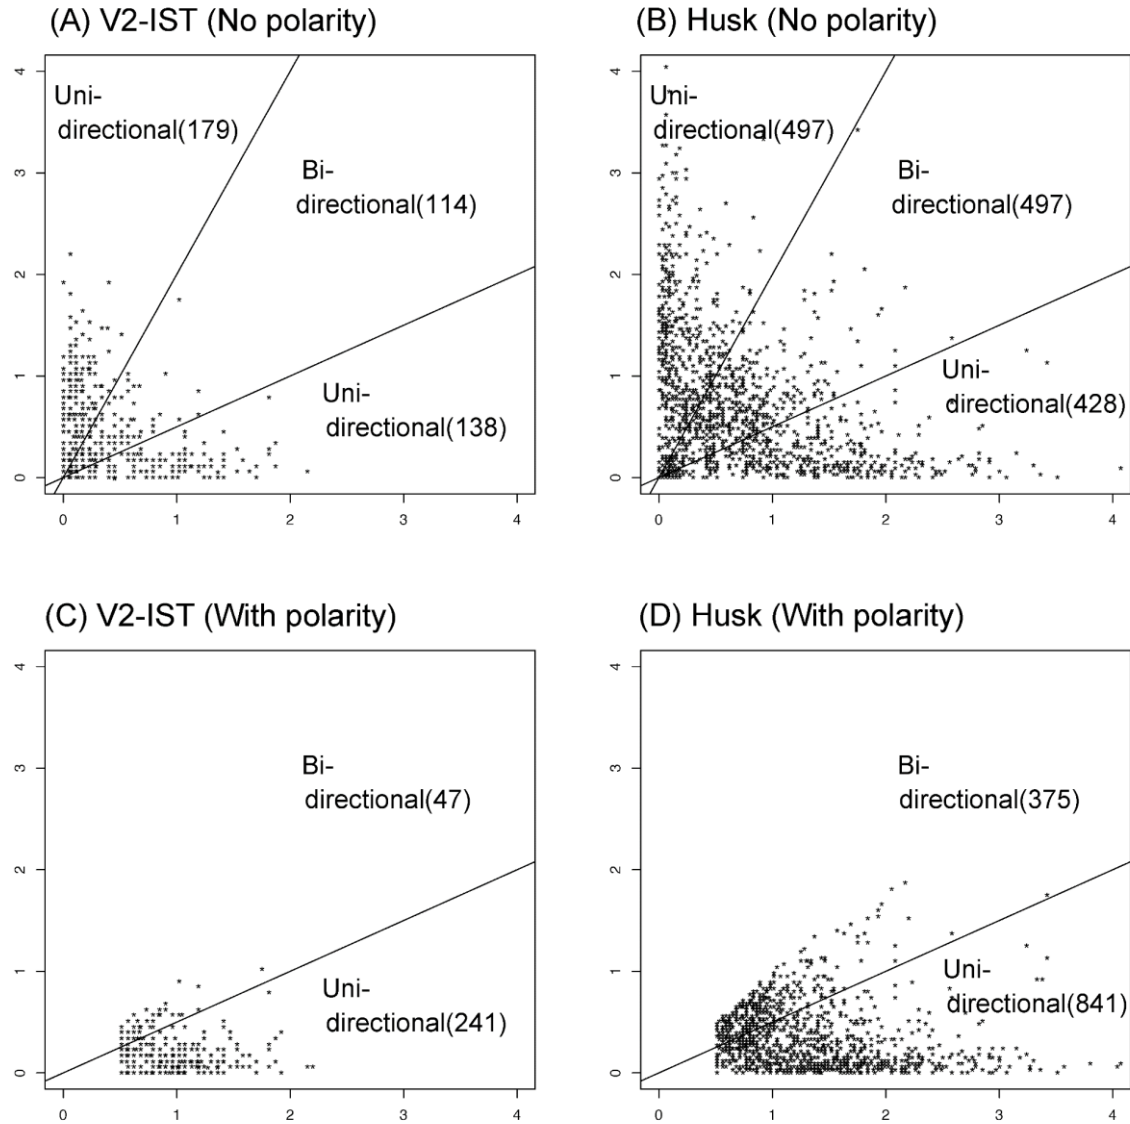

**Figure S8. Asymmetric H3K9ac enrichment at candidate DHSs.** Distributions of H3K9ac enrichment 300 bp up- and downstream from the boundaries of DHSs in 431 V2-IST and 1,437 husk enhancer candidates (A, B) before and (C, D) after orientating the candidates based on the H3K9ac enrichment values 300 bp up- and downstream from the DHS boundaries; the higher H3K9ac values were plotted on the x-axis, the lower on the y-axis. In C and D, the number of data points below the line were 241 in V2-IST and 841 in husk, indicating asymmetrical H3K9ac enrichment.

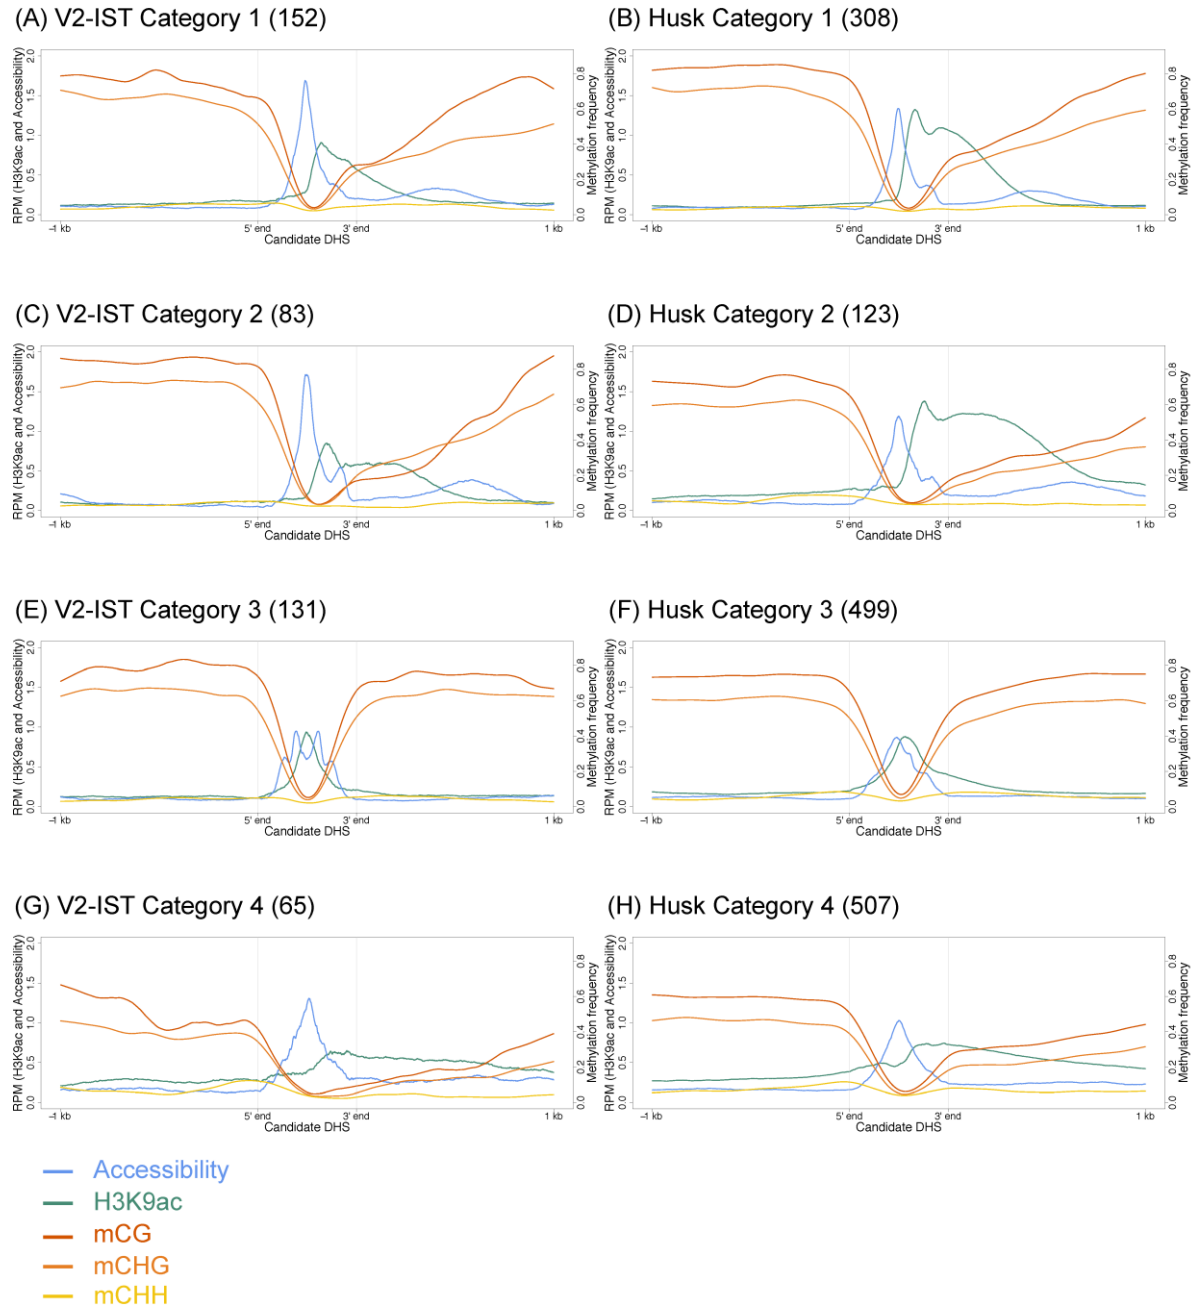

**Figure S9. Average profiles of the enhancer candidates in V2-IST and husk for each category.**

Average signal intensities of DNase I hypersensitivity, H3K9ac enrichment in RPM and DNA methylation levels in methylation frequency [2] at DHSs and their 1 kb flanking regions. The categories, identified in heatmaps by clustering DHSs on H3K9ac enrichment data using a k-means (k=4) algorithm (Figure 5), were numbered from 1 to 4 from the top of the figure to the bottom. The DHSs were oriented based on the flanking signals of H3K9ac enrichment (higher H3K9ac enrichment on the 3' side). The various sizes of DHSs have been scaled to an equal size. The numbers between brackets represent the number of enhancer candidates in the category and tissue indicated.

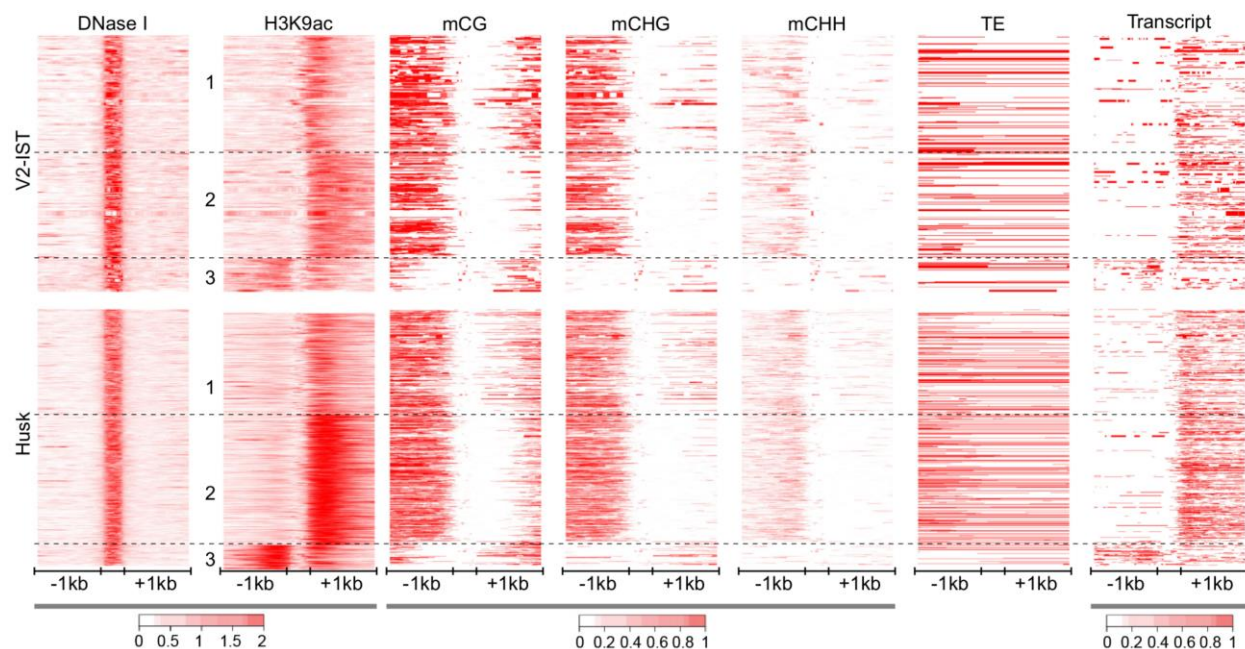

**Figure S10. Heatmaps of chromatin, DNA and transcript features at TSSs.** DNase I hypersensitivity, H3K9ac enrichment, mCG, mCHG and mCHH levels [2], presence of TEs [1], and transcript levels at and around ( $\pm 1$  kb) DHSs at TSSs (431 and 1,437 in V2-IST and husk, respectively). The selected regions were oriented according to the 5' to 3' orientation of the genes. The various sizes of DHSs have been scaled to an equal size. The colour scales are in RPM for DNase I hypersensitivity, H3K9ac enrichment and transcript levels, and in methylation frequency (0-1) for DNA methylation. For TEs, red and white shows the presence or absence of TEs, respectively. The DHSs were clustered on the H3K9ac enrichment data using a k-means ( $k=3$ ) clustering algorithm.

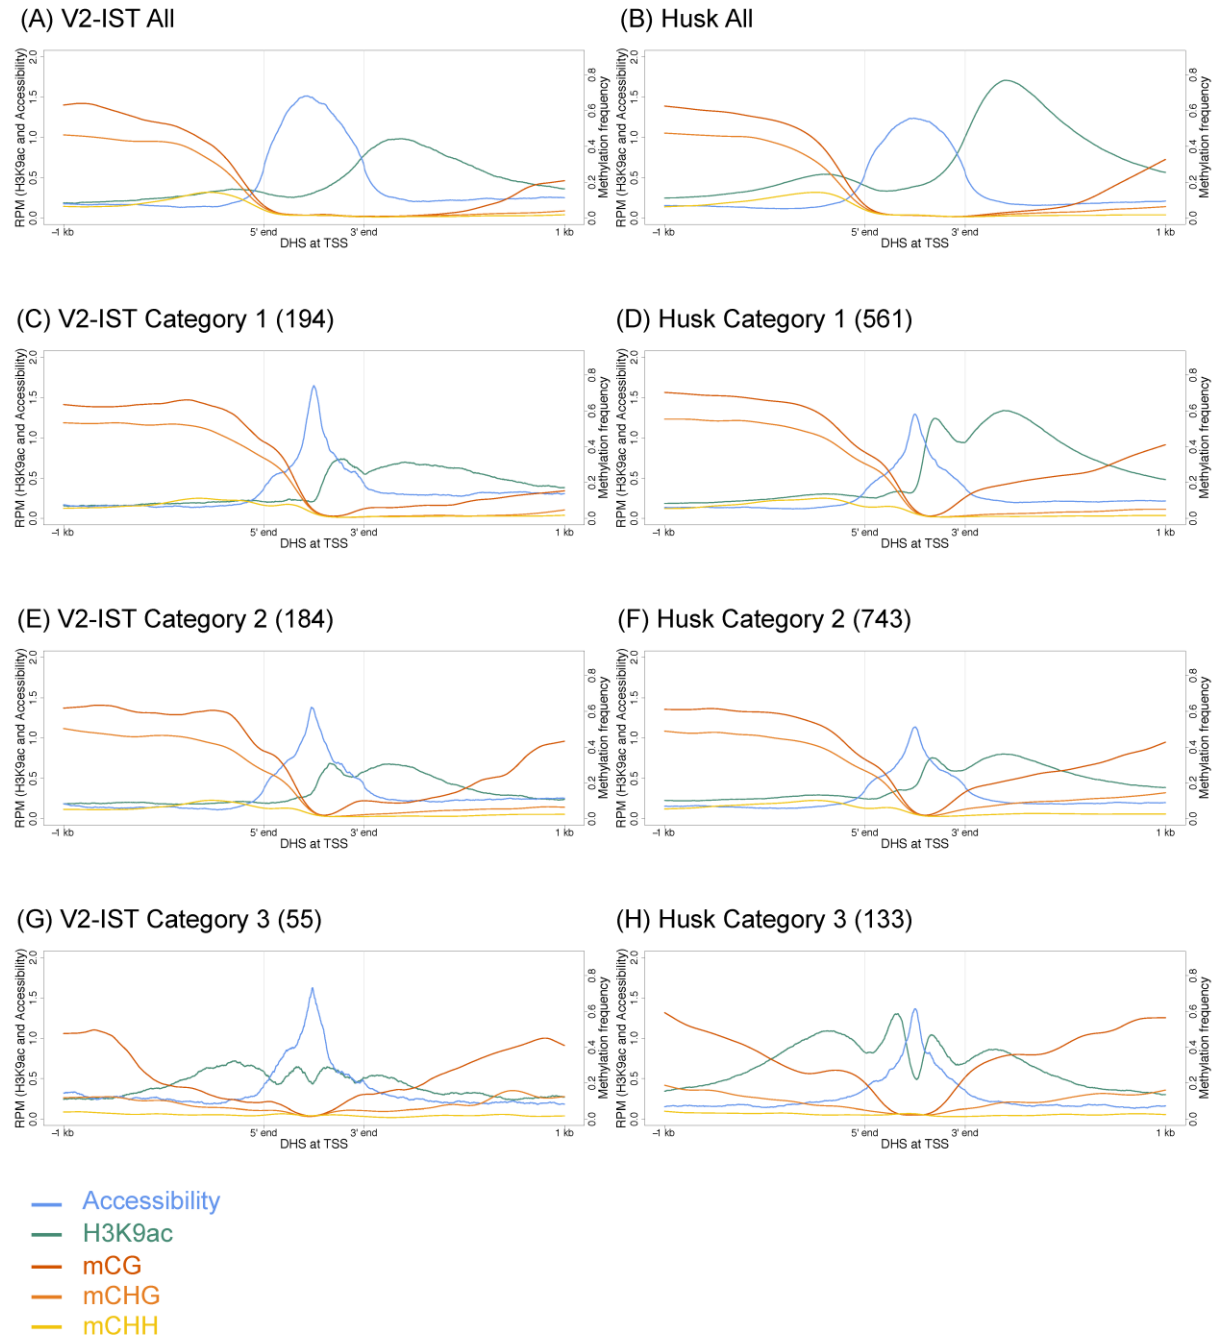

**Figure S11. Average profiles of randomly selected TSSs in V2-IST and husk for each category.**

431 V2-IST and 1,437 husk TSSs overlapping with DHSs and H3K9ac were randomly selected. The DHSs at the TSSs were oriented according to the 5' to 3' orientation of the genes. (A, B) Average signal intensities of DNase I hypersensitivity, H3K9ac enrichment in RPM and DNA methylation levels in methylation frequency [2] at DHSs and their 1 kb flanking regions. (C-H) The three categories, identified in heatmaps by clustering DHSs on H3K9ac enrichment data using a k-means (k=3) algorithm (Figure S10), were indicated.

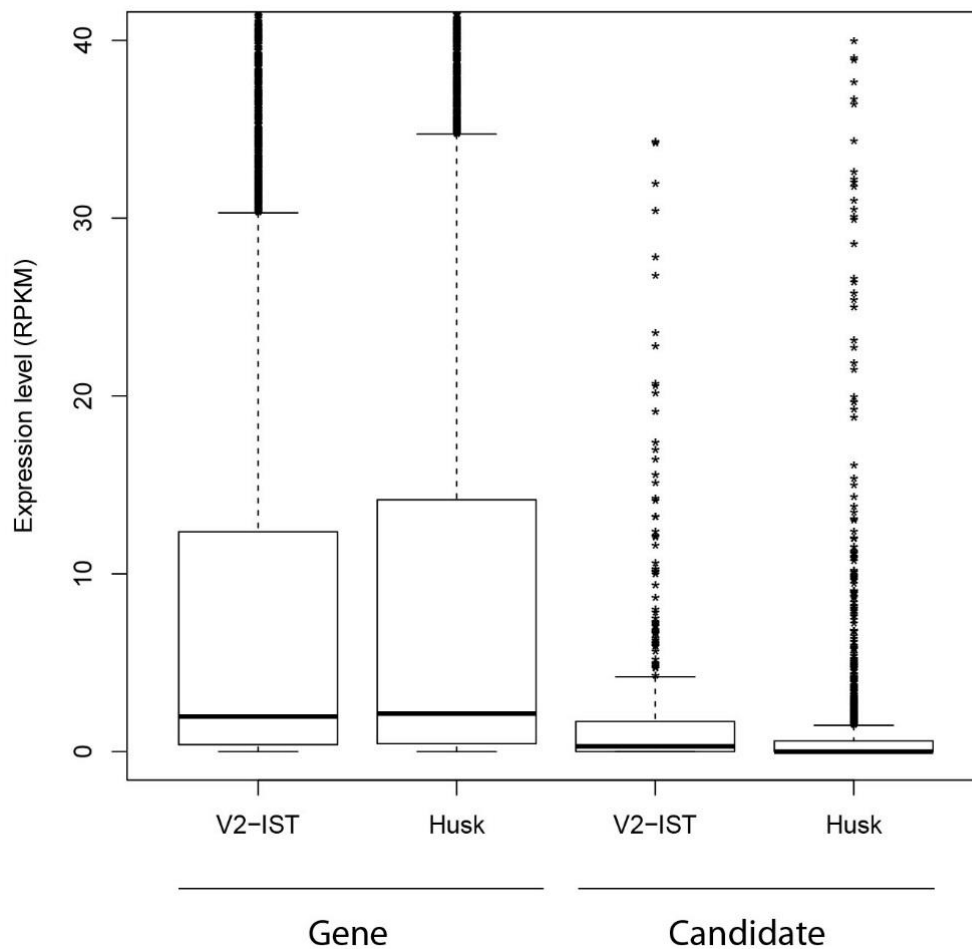

**Figure S12. Comparison of expression levels between genes and enhancer candidates in V2-IST and husk.** Boxplot showing expression levels (RPKM) for genes and enhancer candidates in V2-IST and husk tissue. Boxes include second and third quartile, the median is indicated by a black line. Whiskers extend the interquartile range by 1.5, values beyond are plotted as outliers.

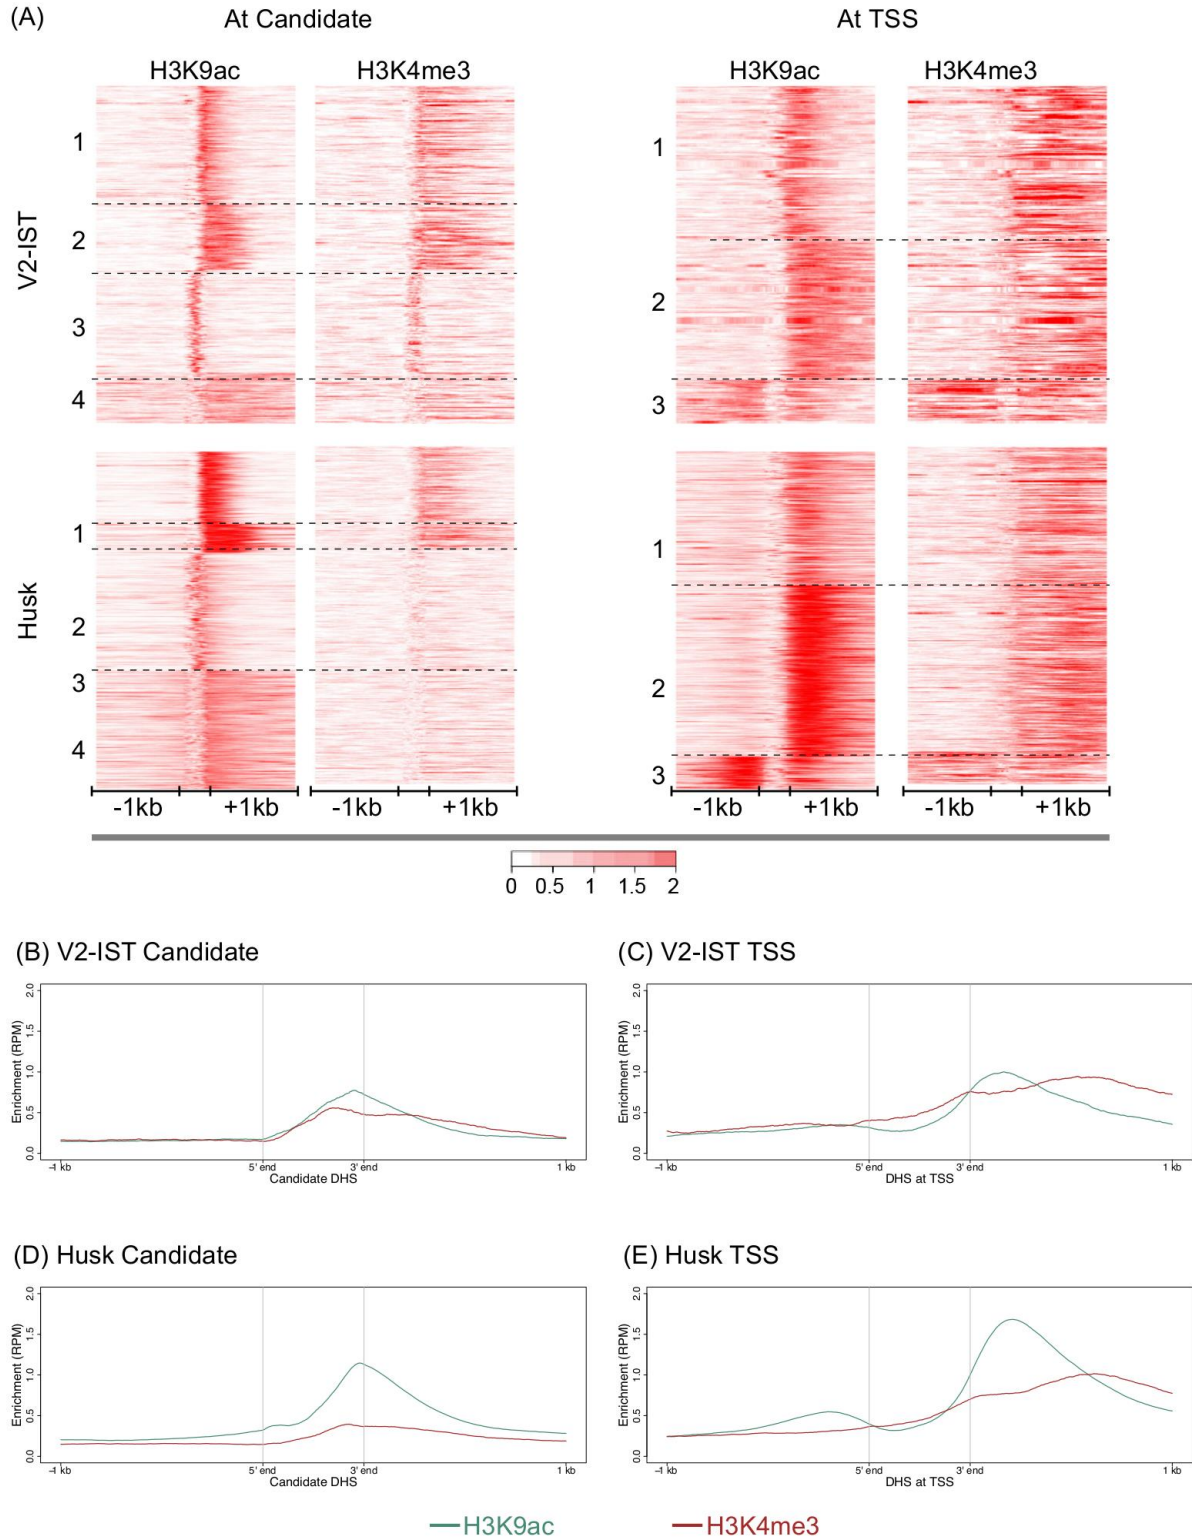

**Figure S13. Heatmaps and average profiles of H3K9ac and H3K4me3 at (A, B, D) candidates and (A, C, E) TSSs.** (A) The H3K9ac clustered data in V2-IST and husk tissue are the same data as shown in Figure 5 and S10. In addition, H3K4me3 enrichment data [3] at the same loci was plotted in the same manner as for H3K9ac. (B-E) Average H3K9ac and H3K4me3 enrichment signal intensities are shown.

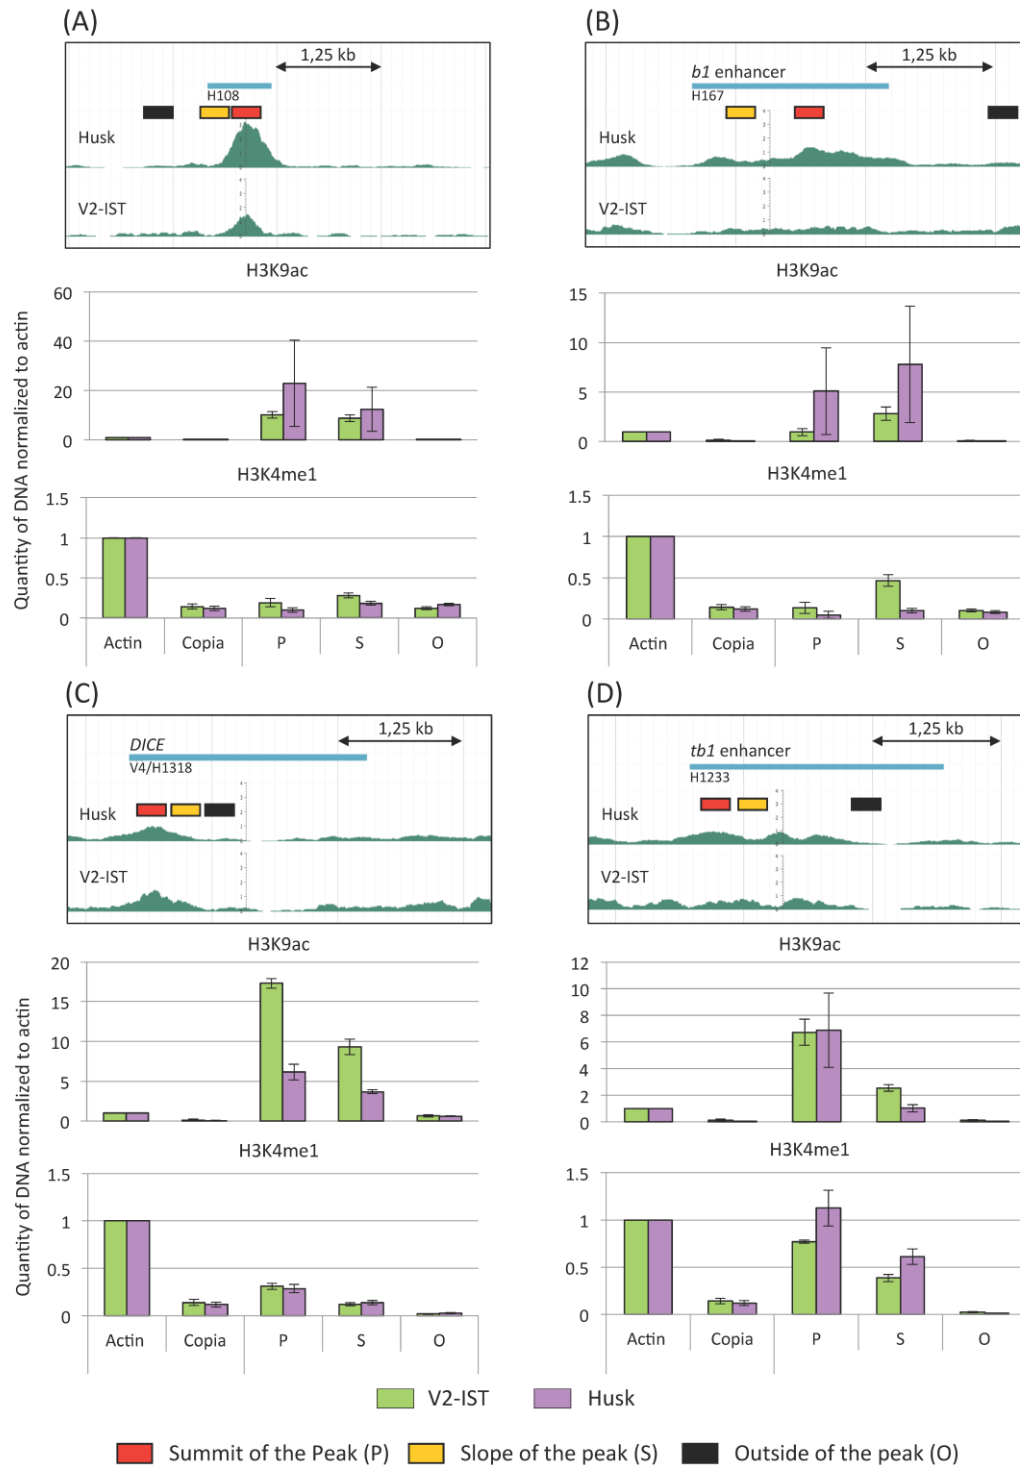

**Figure S14. ChIP-qPCR data of H3K9ac and H3K4me1 enrichment at enhancer candidate regions.** Genome browser view and levels of H3K9ac and H3K4me1 enrichment at (A) enhancer candidate H108, (B) *b1* enhancer (H167), (C) DICE (V4/H1318), and (D) *tb1* enhancer (H1233). The genome browser view shows H3K9ac enrichment as detected by ChIP-seq at each candidate for both V2-IST and husk. The sequences examined by qPCR are indicated by coloured boxes. Red and yellow and black boxes indicate the summits (P) and slopes of H3K9ac peak regions (S), respectively; black boxes indicate regions without H3K9ac enrichment (O). Below the top panels, the levels of enrichment for H3K9ac and H3K4me1 in V2-IST (green bars) and husk (purple bars) at the regions of interest relative to those at the *actin* locus are shown. Error bars indicate the standard error for three biological replicates.

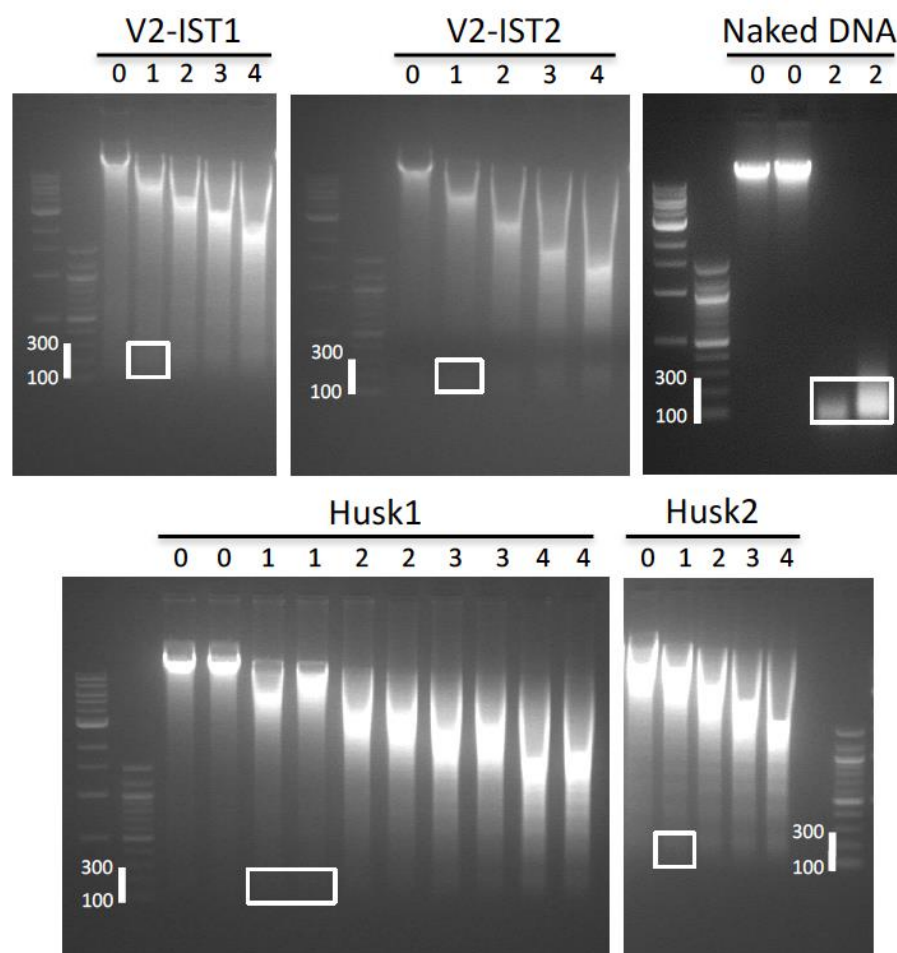

**Figure S15: DNase I experiments resulting in the libraries sequenced and analysed in this study.**

Agarose gels stained with ethidium bromide displaying the DNA derived from DNase I digestions performed to generate the libraries sequenced: V2-IST1, V2-IST2, Husk1, Husk2, and Naked DNA. The concentrations of DNase I used were 0, 50, 100, 150, 200 U/ml, labelled 0, 1, 2, 3, and 4, respectively. The parts of the gels used to extract DNA for library preparation are indicated by white rectangles. The white vertical bars on the ladders indicate the size of the gel fractions selected (100 to 300 bp).

**Table S1. Sequencing data sets generated in this study.**

| Library type    | Tissue            | Location | Replicate | Sequenced reads | After QC | Mapped reads | Unique reads |
|-----------------|-------------------|----------|-----------|-----------------|----------|--------------|--------------|
| DNase-seq       | V2-IST            | MPIPZ    | R1        | 30812785        | 30116531 | 29532397     | 12122567     |
|                 |                   | MPIPZ    | R2        | 33388567        | 32822974 | 32313592     | 15608747     |
|                 | Husk              | MPIPZ    | R1        | 55822602        | 53776042 | 52825014     | 25502270     |
|                 |                   | MPIPZ    | R2        | 23749057        | 23147597 | 22719770     | 11116238     |
|                 | Naked DNA control | MPIPZ    | R1        | 49818293        | 46685455 | 46632980     | 19755778     |
|                 |                   |          |           |                 |          |              |              |
| H3K9ac ChIP-seq | V2-IST            | UvA      | R1        | 33814716        | 32691927 | 32650532     | 17963821     |
|                 |                   | UvA      | R2        | 31670342        | 30769382 | 30734592     | 16765151     |
|                 | Husk              | UvA      | R1        | 20941827        | 19521943 | 19371074     | 11584782     |
|                 |                   | UvA      | R2        | 35359303        | 33755877 | 33682685     | 19579115     |
|                 |                   | UvA      | R3        | 36216377        | 35035878 | 34982138     | 20765127     |
|                 | V2-IST control    | UvA      | R1        | 51720348        | 49088635 | 49034975     | 23212740     |
|                 |                   | UvA      | R2        | 58057106        | 54148015 | 54085846     | 25517430     |
|                 | Husk control      | UvA      | R1        | 40617517        | 37966727 | 37914051     | 17948484     |
|                 |                   | UvA      | R2        | 37565941        | 34715628 | 34665718     | 16379554     |
| RNA-seq         | V2-IST            | MPIPZ    | R1        | 16626209        | 16525399 | 14305067     | 13383964     |
|                 |                   | MPIPZ    | R2        | 15830192        | 15722928 | 12959746     | 12094542     |
|                 |                   | MPIPZ    | R3        | 14684139        | 14596625 | 12838231     | 12010893     |
|                 |                   | UvA      | R4        | 15881040        | 15800644 | 14569495     | 13748602     |
|                 |                   | UvA      | R5        | 16260713        | 16178319 | 14895284     | 14070488     |
|                 |                   | UvA      | R6        | 15625655        | 15543297 | 14154977     | 13379386     |
|                 | Husk              | MPIPZ    | R1        | 18019379        | 17928140 | 15963562     | 15128395     |
|                 |                   | MPIPZ    | R2        | 17513029        | 17423799 | 15089641     | 14317370     |
|                 |                   | MPIPZ    | R3        | 16368453        | 16285921 | 14949582     | 14165333     |
|                 |                   | UvA      | R4        | 19312794        | 19188029 | 17348794     | 16457631     |
|                 |                   | UvA      | R5        | 18692557        | 18597279 | 16978357     | 16125357     |
|                 |                   | UvA      | R6        | 14895265        | 14818410 | 13411944     | 12739440     |

MPIPZ, Max Planck Institute for Plant Breeding Research

UvA, the University of Amsterdam

R, replicate

QC, quality control

**Table S2. Number of DHSs that overlap between replicates.** The numbers of overlapping peaks refer to the number of peaks in the first column that overlap with the peaks in the data sets shown at the top. Percentages relate to overlapping peaks relative to the total number of peaks indicated in the first column.

|          |       | V2-IST_1 | V2-IST_2 | Husk_1 | Husk_2 |
|----------|-------|----------|----------|--------|--------|
|          | peaks | 21309    | 35906    | 26212  | 17674  |
| V2-IST_1 | 21309 |          | 19903    | 17044  | 13491  |
|          |       |          | 93.4%    | 80.0%  | 63.3%  |
| V2-IST_2 | 35906 | 19412    |          | 20464  | 15059  |
|          |       | 54.1%    |          | 57.0%  | 41.9%  |
| Husk_1   | 26212 | 16865    | 20666    |        | 15890  |
|          |       | 64.3%    | 78.8%    |        | 60.6%  |
| Husk_2   | 17674 | 13669    | 15532    | 16339  |        |
|          |       | 77.3%    | 87.9%    | 92.4%  |        |

**Table S3. Number of H3K9ac peaks that overlap between replicates.** The numbers of overlapping peaks refer to the number of peaks in the first column that overlap with the peaks in the data sets shown at the top. Percentages relate to overlapping peaks relative to the total number of peaks indicated in the first column.

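Each percentage of the table depends on which replicate is counted. For every pair of a V2-IST and a husk replicate, the share read from the row of the husk replicate, which has more peaks, is lower than that read from the row of the V2-IST replicate. Numbers differ by direction too, since a long region can overlap several short ones. In the deposited combined lists, 16222 V2-IST regions overlapped exactly 1 husk region and 15882 husk regions exactly 1 V2-IST region.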

|          |       | V2-IST_1 | V2-IST_2 | Husk_1 | Husk_1 | Husk_2 |
|----------|-------|----------|----------|--------|--------|--------|
|          | peaks | 29451    | 21196    | 38206  | 40541  | 46158  |
| V2-IST_1 | 29451 |          | 18336    | 24226  | 26195  | 27344  |
|          |       |          | 62.3%    | 82.3%  | 88.9%  | 92.8%  |
| V2-IST_2 | 21196 | 18427    |          | 19168  | 19975  | 20382  |
|          |       | 86.9%    |          | 90.4%  | 94.2%  | 96.2%  |
| Husk_1   | 38206 | 23923    | 18935    |        | 31696  | 33518  |
|          |       | 62.6%    | 49.6%    |        | 83.0%  | 87.7%  |
| Husk_2   | 40541 | 25675    | 19670    | 31278  |        | 37391  |
|          |       | 63.3%    | 48.5%    | 77.2%  |        | 92.2%  |
| Husk_3   | 46158 | 26661    | 20001    | 32713  | 36917  |        |
|          |       | 57.8%    | 43.3%    | 70.9%  | 80.0%  |        |

**Table S4. Mean frequency of GGCCCA motif per kb.** Random intergenic sequences were generated using the sequence length of all candidate enhancers within each tissue.

|        | Random<br>intergenic<br>sequences | All<br>candidates | Candidates<br>overlapping<br>RLG00010<br>family | RLG00010<br>family<br>without<br>candidates | RLG00010<br>family with<br>candidates |
|--------|-----------------------------------|-------------------|-------------------------------------------------|---------------------------------------------|---------------------------------------|
| V2-IST | 1.68                              | 3.76              | 3.12                                            | 0.64                                        | 1.01                                  |
| Husk   | 1.68                              | 3.44              | 2.84                                            |                                             |                                       |

## **Supplemental methods**

### **RNA-seq replicate library comparison**

To determine the reproducibility, the RPKM values calculated using Cuffnorm [4] for each gene were plotted for every pair of replicate samples. The expression levels (in RPKM) of each gene from one replicate were plotted against normalised read counts from another replicate and the Pearson correlation coefficient was calculated using R [5].

### **DNase-seq and ChIP-seq library comparison**

From the alignment data, peaks were called for individual libraries with a q-value cut-off of 0.001 using MACS2 [6]; then the similarities of the libraries were determined by the number of overlapping DHSs or H3K9ac enrichment peaks, which were counted using BEDtools [7], between libraries.

### **Asymmetric enrichment of H3K9ac around DHSs**

The H3K9ac enrichment signal intensity values at 300 bp up- and downstream from the DHS boundaries were extracted using bwtool [8] and plotted as a scatter plot using R [5]. For the data sets oriented based on the H3K9ac enrichment intensities, the extracted values were sorted manually.

## References

1. Jiao Y, Peluso P, Shi J, Liang T, Stitzer MC, Wang B, et al. The complex sequence landscape of maize revealed by single molecule technologies. *bioRxiv*. 2016;79004.
2. Regulski M, Lu Z, Kendall J, Donoghue MTA, Reinders J, Llaca V, et al. The maize methylome influences mRNA splice sites and reveals widespread paramutation-like switches guided by small RNA. *Genome Res*. 2013;23:1651–62.
3. Li Q, Gent JJ, Zynda G, Song J, Makarevitch I, Hirsch CD, et al. RNA-directed DNA methylation enforces boundaries between heterochromatin and euchromatin in the maize genome. *Proc. Natl. Acad. Sci*. 2015;112:14728–33.
4. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat. Biotechnol*. 2010;28:511–5.
5. R Development Core Team. R: A Language and Environment for Statistical Computing. Vienna, Austria; 2008.
6. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based Analysis of ChIP-Seq (MACS). *Genome Biol*. 2008;9:R137.
7. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*. 2010;26:841–2.
8. Pohl A, Beato M. bwtool: a tool for bigWig files. *Bioinformatics*. 2014;30:1618–9.

How the deposited data were processed for this re-analysis (not part of the article)

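H3K9ac ChIP-seq was done on 2 V2-IST and 3 husk replicates of the maize line B73, with input chromatin as control. Reads were sequenced in runs of 100 bp. The authors aligned them to the AGPv4 genome with BWA, removed reads with a mapping quality under 20, called peaks per replicate with MACS2 against input at a q-value cutoff of 0.001, and kept and merged peaks that overlapped by at least 70% between the replicates; for husk, the third replicate was compared with the already merged peaks. The values deposited by the authors are the start and end, in bp, of each merged region, in 2 lists, 1 per tissue, without signal, score or replicate. Within each list no region overlapped another, and all regions lay on chromosomes 1 to 10. No column of the lists was left without a sample (0 columns).

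The depth of each library is known only from Table S1 of the paper, and the lists carry no depth of their own. Shares were given 95% Wilson intervals and medians order-statistic intervals, which cover counting error over regions, candidates or genes and not the spread between replicates. Since each list already combines its replicates, no spread between replicates, no analysis without a replicate and no pairing of samples was possible for the regions. Values per replicate were limited to the read and peak numbers in the paper's Tables S1 and S3.

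Regions, candidates and genes were compared with functions written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0; figures were drawn with matplotlib 3.10.9. An overlap was at least 1 bp. Overlap between the tissues was set against 1000 random placements of the other tissue's regions within their chromosomes (one-sided). Classes of candidates and of genes were compared by two-sided Fisher's exact tests, ranks by two-sided permutation tests of the difference of medians with 100000 resamples, and rank relations by Spearman's rho with 100000 permutations. The 6 tests on ranks set at the start were adjusted by the Benjamini-Hochberg method. A p-value under 0.05 counted as past the threshold. Candidates, ranks, conserved non-coding sequences and linked genes with their positions and RPKM values were read from the paper's Additional files 2, 3 and 5, and read and peak numbers from its Tables S1 and S3. Candidates with identical coordinates in Additional files 2 and 3 were taken as shared. A gene listed more than once for a class was counted once, and its start was taken from its strand.

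The functions were checked against bedtools 2.31.1 on the deposited lists, where 10 of 10 combinations of overlap rule and tissue gave the same count, and tested on simulated data. A planted share of 60% was recovered as 60% (n = 1000 simulated regions). With no relation planted, the placement test gave a p-value under 0.05 in 3% of 200 simulations, the rank test in 7% of 100, the correlation in 3% of 100 and Fisher's exact test in 4% of 100. Planted differences in rank and planted correlations were recovered in 100% of 100 simulations each.

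Alternatives covered the joining of regions closer than 200 bp, a minimum length of 500 bp, a length of 600 bp for every region, stricter overlaps of 200 bp, 50% and 70%, a gap of up to 500 bp, other windows at gene starts, means in place of medians, and circular shifts in place of random placement. Loci named in the text are those the paper names, the longest region of each tissue and the 1 Mb window with the most regions of each tissue, a rule set before the files were opened; candidate V319 was added later because Fig. 8 of the paper draws its coordinates.

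Shares of regions at promoters and numbers of intergenic regions were not analysed here, because they need a gene annotation on AGPv4 and the gene table at hand is on another assembly. DNase-seq, DNA methylation, RNA-seq and ChIP-qPCR data, signal tracks and the uniquely mappable part of the genome were not used here.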

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

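Of the tests below, the restriction to the longest husk regions was chosen after the result was seen. The permutation test within expression bins was not among the tests set at the start. The longest regions of each tissue were looked up by a rule set before the files were opened.

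A difference between groups was flagged at the tissue-specific candidates. A husk H3K9ac-enriched region lay at 80.6% of V2-IST-specific candidates, whereas a V2-IST region lay at 4.01% of husk-specific ones (two-sided Fisher's exact test, p = 4.69e-113). Longer regions in husk do not account for it: with every region set to 600 bp, the share of V2-IST-specific candidates was still 77.1%. Keeping only the longest husk regions, as many as V2-IST has, gave 37.7% against the same 4.01% (odds ratio 14.5, two-sided Fisher's exact test, p = 9.26e-34), so the contrast stayed past the threshold with equal numbers of regions. Even so, the larger number of husk regions stays open as a cause, since the lists do not show how many husk-specific candidates a longer V2-IST list would reach, and length is no measure of strength. A biological difference between the tissues, which was not tested, stays open too. The paper calls a candidate in a tissue only where both a DHS and an H3K9ac-enriched region overlap it. By that definition, the 141 V2-IST-specific candidates with a husk region lacked a husk DHS. The 1053 husk-specific candidates without a V2-IST region lacked the H3K9ac criterion in V2-IST. The contrast thus reflects which criterion was missing, and the DNase-seq data were not used here to check it.

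Another difference between groups was flagged at the starts of linked genes. A V2-IST region lay at 37.7% of the genes linked to V2-IST-specific candidates and at 56.8% of those linked to husk-specific candidates, although the former were selected for higher expression in V2-IST. A lower expression of these genes in V2-IST does not account for it: the paper's values had a median of 24.8 RPKM in V2-IST against 8.31 RPKM for the genes linked to husk-specific candidates, and within expression bins the difference of shares was -26.8 percentage points (permutation test within bins, p = 0.0002). The difference came from the lower bins: in bin 6, which holds 23 of the 61 genes, the shares were 60.9% and 60.8%. With the window cut to 200 bp downstream of the gene start the difference was no longer past the threshold (34.4%, Fisher's exact test, p = 0.219). The set holds 61 genes. Husk regions were fewer at these genes too, at 65.6% against 88.9% of the genes linked to husk-specific candidates. The lower share was therefore not confined to V2-IST regions, although the latter genes were selected for higher expression in husk. A biological difference between the tissues, and a difference in gene type between the classes, stay open and were not tested.

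A signal outside the loci that the paper discusses was flagged at the longest husk region, 12348 bp on chromosome 2 from 17736695 to 17749042. It overlapped 1 V2-IST region over 1596 bp, no enhancer candidate and no linked gene. The longest V2-IST region, 5256 bp on chromosome 1 from 6908948 to 6914203, overlapped 2 husk regions over 4442 bp and no candidate. No control list is at hand to compare with, no technical cause was tested, and no biological explanation was tested.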

How the results depend on the processing

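Of 63 alternatives to 21 results, 62 were chosen before the data were examined and 1, the list of the longest husk regions, was chosen after seeing the data. Of the 43 alternatives to results with a test, 38 kept direction and side of the threshold. This held for every alternative to the overlap between the tissues, which stayed between 65.4% and 94.8% for V2-IST regions and between 19.5% and 57.3% for husk regions, for every alternative to the share of tissue-specific candidates with a region of the other tissue, and for the H3K9ac ranks. These alternatives are not independent checks. Both results on tissue-specific candidates rest on the same Fisher's exact test, and every overlap alternative was set against placement that ignores gene starts.

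Of the 5 others, 3 changed direction, all in results that were not past the threshold. The difference in DNase I rank between V2-IST candidates with and without a husk region was 1.5, and became -2 with an overlap of at least 200 bp and -15.3 with the difference of means. The correlation of ranks in V2-IST became -0.0042 for candidates with a husk region. The other 2 kept their direction and were no longer past the threshold. The correlation of ranks in husk, 0.0805 over all 1320 candidates, was larger for candidates with a V2-IST region, at 0.103 (p = 0.0913), with 267 candidates left. The share of genes linked to V2-IST-specific candidates with a V2-IST region was 34.4% (Fisher's exact test, p = 0.219) with the window cut to 200 bp downstream of the gene start. For these, the cause was not tested.

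Of the 20 alternatives to values without a test, 9 stayed within their interval or, for counts, within 1.5 times, and 11 moved. With only regions of at least 500 bp, the median length was 734 bp in V2-IST and 1049 bp in husk, and the covered length 10058032 bp and 35700423 bp, as dropping short regions must bring about. With a reciprocal overlap of at least 50%, the median ratio of husk to V2-IST length was 1.43; the criterion leaves out pairs of very different length. The share of V2-IST candidates with a V2-IST region was 98.0% with an overlap of at least 200 bp, 96.7% with at least 50% of the region inside the candidate and 98.5% with regions set to 600 bp; for husk candidates it was 96.8%, 76.0% and 86.2%. The first and second of these criteria are stricter by construction; for the regions set to 600 bp, which lengthens short regions and shortens long ones, the cause was not tested. Joining regions closer than 200 bp gave 28002 regions and a covered length of 36233810 bp in husk and left the other values it was applied to as they were.

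No paired analysis was possible because each list combines its replicates and no numbering pairs the tissues. For the same reason no replicate was left out. The alternatives to the promoter share and to the number of intergenic regions were not run, because no gene annotation on AGPv4 is at hand. Depth limits what the lists can show: without signal or read counts, a site without a region is not distinguished from a site with enrichment below the cutoff.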

Differences from the paper's values

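The paper's text gives 143 husk-specific candidates linked to 1 gene, and Additional file 5 lists 437. For both flanking genes, the paper's text gives 182 husk-specific candidates and the file lists 82; for V2-IST-specific candidates, the paper's text gives 13 and the file lists 6. Candidates listed more than once were counted once. Within the margin used, the paper's text gives 38 V2-IST-specific candidates linked to 1 gene, and Additional file 5 lists 50. For husk candidates with a target gene, the paper's text gives 529 and the file lists 723, also within the margin. None of the alternatives set before the data were examined bears on these counts, so none closed the gaps. The ratio of region numbers, 1.63 against the paper's 1.5, is within the margin used; with only regions of at least 500 bp it was 2.29, outside it.

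The paper states that the rankings for DNase I hypersensitivity and H3K9ac enrichment did not correlate; in husk, Spearman's rho was 0.0805 with a permutation p = 0.00322, a weak relation past the threshold, while in V2-IST it was 0.0177 with p = 0.727. The upper end of the range of overlap within a tissue that the paper states, 96%, is found in Table S3 between V2-IST replicate 2 and husk replicate 3 (96.2%); within a tissue the highest share computed from the table's counts was 92.2%. The candidate labelled V313 in Fig. 8 is drawn at coordinates on chromosome 1, from 78659147 to 78660348, that Additional file 2 lists for V319, and not at those of V313 on chromosome 3; at V319 the V2-IST region measured 1182 bp and the husk region 1506 bp. Additional file 5 has 1098 husk-specific rows, which name 1095 different candidates because some are listed more than once, and names 222 shared candidates, whereas identical coordinates in Additional files 2 and 3 gave 1097 and 223. The paper states that the candidate IDs re-rank the sum of both rankings; the ID matched the re-ranked sum for 0 of the 398 V2-IST and 0 of the 1320 husk candidates, with a Spearman's rho between ID number and sum of 0.0904 in V2-IST and 0.293 in husk.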

Other observations

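The tests on the number of regions, on merging and on the ranks of shared candidates were chosen only after the result was seen. The rank test within strata of region length and the test on conserved non-coding sequences were not among the tests set at the start.

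More regions were listed in husk than in V2-IST. More reads per husk library do not account for it, since the ratio of mean unique reads between husk and V2-IST was 0.997. Combining 3 replicates in husk against 2 in V2-IST does not account for it either, since peaks per single replicate already had a ratio of 1.64. Weaker enrichment over background in the V2-IST ChIP, so that only strong regions were called, may contribute and cannot be told apart from a difference between the tissues: husk regions without a V2-IST region differed in median length by -18.5 bp from those with one, but length is no measure of strength and the lists hold no signal. A biological difference between the tissues stays open and was not tested.

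Where 1 region of each tissue overlapped, the husk region was the longer at 97.4% of sites. If the 70% overlap was required of both partners at each step, and peaks of single replicates were alike in both tissues, merging 3 replicates gives a region at most 2.65 times as long as the part that the first pair of peaks share. Of the 15878 pairs, 14.6% had a husk region longer than its V2-IST partner by more than this factor, and 0.0252% the reverse, so under these conditions merging does not account for the length at those pairs. For the other 85.4%, merging, which the paper names as part of the cause, cannot be told apart from longer husk peaks in single replicates, whose lengths the lists do not hold. A biological difference stays open and was not tested.

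Husk candidates with a V2-IST region had lower H3K9ac rank numbers than husk candidates without any V2-IST region. Longer husk regions at these candidates do not account for this: the husk regions were shorter at candidates with a V2-IST region (median 765 bp against 1311 bp), and within 5 strata of husk region length the difference of median ranks was -535 (permutation test within strata, p = 0.0001, the smallest that 10000 permutations can give). Ranks that order the intensity of the signal, and not its difference between the tissues, stay open: the H3K9ac ranks of the 223 shared candidates in V2-IST and husk rose together, with a Spearman's rho of 0.631 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, unchanged by adjustment over 2 tests), and so did their ranks for DNase I hypersensitivity, with a rho of 0.768 (permutation test, p = 1e-05). Single candidates run the other way, such as V194, whose H3K9ac rank is 355 in V2-IST and 40 in husk. Such a candidate does not tell the readings apart, since a signal strong in husk and weak in V2-IST gives these ranks under both. Without the signal the lists do not decide what the ranks order. A biological explanation was not tested.

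A V2-IST region lay at 25 of the 241 husk candidates with a conserved non-coding sequence (10.4%, 95% interval 7.13 to 14.9%) and at 242 of the 1079 without one (22.4%, 20.0 to 25.0%). The hypothesis that conserved candidates are acetylated in both tissues more often was not borne out, since the difference goes the other way (two-sided Fisher's exact test, p = 1.19e-05). No technical or biological explanation of this difference was tested.

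The 1 Mb window with the most regions was the same in both tissues, on chromosome 5 from 1000001 to 2000000, with 36 V2-IST and 52 husk regions. No explanation was tested.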
